# A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance

**DOI:** 10.1371/journal.pbio.3002256

**Published:** 2023-09-14

**Authors:** Jiaojiao Hao, Jinsheng Huang, Chunyu Hua, Yan Zuo, Wendan Yu, Xiaojun Wu, Liren Li, Guoqing Xue, Xinyu Wan, Liyuan Ru, Ziyue Guo, Shilong Han, Wuguo Deng, Fei Lin, Wei Guo

## Abstract

The eradication of cancer stem cells (CSCs) with drug resistance confers the probability of local tumor control after chemotherapy or targeted therapy. As the main drug resistance marker, ABCG2 is also critical for colorectal cancer (CRC) evolution, in particular cancer stem–like traits expansion. Hitherto, the knowledge about the expression regulation of ABCG2, in particular its upstream transcriptional regulatory mechanisms, remains limited in cancer, including CRC. Here, ABCG2 was found to be markedly up–regulated in CRC CSCs (cCSCs) expansion and chemo–resistant CRC tissues and closely associated with CRC recurrence. Mechanistically, TOX3 was identified as a specific transcriptional factor to drive ABCG2 expression and subsequent cCSCs expansion and chemoresistance by binding to −261 to −141 segments of the ABCG2 promoter region. Moreover, we found that TOX3 recruited WDR5 to promote tri–methylation of H3K4 at the ABCG2 promoter in cCSCs, which further confers stem–like traits and chemoresistance to CRC by co–regulating the transcription of ABCG2. In line with this observation, TOX3, WDR5, and ABCG2 showed abnormal activation in chemo–resistant tumor tissues of in situ CRC mouse model and clinical investigation further demonstrated the comprehensive assessment of TOX3, WDR5, and ABCG2 could be a more efficient strategy for survival prediction of CRC patients with recurrence or metastasis. Thus, our study found that TOX3–WDR5/ABCG2 signaling axis plays a critical role in regulating CRC stem–like traits and chemoresistance, and a combination of chemotherapy with WDR5 inhibitors may induce synthetic lethality in ABCG2–deregulated tumors.

## Abstract 2

This study reveals that a novel TOX3-WDR5-H3K4me3/ABCG2 signaling axis is upregulated in colorectal cancer (CRC) stem cells; these proteins show potential as biomarkers for predicting survival of CRC patients, and targeting the pathway may help overcome the challenges of drug tolerance, recurrence and metastasis.

## Introduction

As the most common malignancy of the digestive system, colorectal cancer (CRC) also remains one of the leading causes of cancer-related deaths in both economically developed and developing countries [1], and the pathogenic mechanisms related to CRC initiation and development have always been the hotspots in oncology. However, the enthusiasm generated by recent progress in CRC prevention, diagnosis, and intervention, has been tempered by the recurrence and drug resistance in the clinic, which greatly reduces drug efficacy and worsens patient outcome [2,3]. Cancer stem cells (CSCs) with stem-like characteristic, that is, the ability to self-renew and differentiate into multiple tumor cell types, are generally considered to be the key cells to build for the initiation, propagation, chemoresistance, metastasis, and relapse of different cancers, of course, including CRC [4–6]. Targeting CSC has been considered as a promising anticancer strategy. Therefore, there is an urgent need to further elucidate the molecular signatures affecting colorectal cancer stem cells (cCSCs) evolution, clarify what might confer these molecular signatures and consequently identify new effective intervention targets.

Numerous stem-like traits-associated biomarkers and signaling pathways have been reported to be implicated in cCSCs maintenance and propagation, such as CD133, CD24, CD29, CD44, CD166 (ALCAM), Lgr5, EPCAM, and ABCG2, etc. [7–10]. ABCG2 shows a high physiological expression in multiple tissues, including intestinal epithelium, placenta, blood–brain barrier, and various stem cells [11]. In regard to stem cell research, the high expression of ABCG2, combined with the pump-out function of fluorescent dyes, is employed to identify hematopoietic stem cells, while pluripotent stem cells defined by the so-called “side population (SP)” of progenitor cells actively pumping out fluorescent Hoechst 33342 dye also highly expressed ABCG2 in multiple tissues [12]. As a member of the ABCG subfamily, ABCG2 is a drug transporter with a wide range of substrate specificities, including large molecules with positive and negative charges, and amphiphilic molecules. It was first documented that ABCG2 was overexpressed in drug-selective cell lines of ovarian, lung, breast, colon, and gastric cancer [13], and mediates in vitro resistance to a variety of cytotoxic compounds, including mitoxantrone [14], topology Tican, irinotecan active metabolite (SN-38) [15], etc. Moreover, increasing data indicate that individuals with high ABCG2 expression usually respond poorly to chemotherapy [16], which means that tumors expressing sufficient ABCG2 are more likely to develop drug resistance. In addition, ABCG2 expression was significantly increased in irinotecan-resistant CRC cell lines, and its overexpression was also found in in vivo metastases in patients treated with irinotecan [17]. 

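ABCG2 lies on the minus strand of chromosome 4 of GRCh38, from 88090264 to 88231322, and the GENCODE 29 annotation lists 4 transcripts of it, all protein-coding. Its span also holds 5 other annotated genes. The transcripts begin at 4 different positions between 88158912 and 88231322. The exons cover 5044 bases, and none of these bases is part of an exon of another annotated gene. No transcript of another gene in the annotation shared a stretch of 50 bases or more with an ABCG2 transcript.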

In general, the overactivation of ABCG2 functions as a critical contributor to drive cancer cell chemoresistance and metastasis. Figuring out the precise upstream regulatory mechanism of ABCG2 in CRC progress, especially in multidrug resistance and stem-like traits maintenance, is of great significance.

As reported [18], chromatin modifying factors play important roles in determining cell functions, for instance, the ability of histone methylation in affecting the stem-like traits and drug resistance of cancer cells through the promotion or suppression of gene transcription has been well established [19,20]. Therefore, it is necessary to further explore the underlying relationship between these chromatin modifiers and cancer stem-like traits-related protein expression. As an essential component of SET/MLL methylase complexes, WDR5 is involved in the mono-, di-, and tri-methylation of histone H3 at the lysine 4 (H3K4), which represents a specific tag for epigenetic transcriptional activation and in turn contributes to tumorigenesis and development in various types of cancer [21–23]. 

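WDR5 lies on the plus strand of chromosome 9 of GRCh38, from 134135365 to 134159968, with 3 protein-coding transcripts in GENCODE 29. Of its 3629 exonic bases, 408 overlap exons of 1 gene on the opposite strand. In the RNA-seq table of HCT116 and LOVO cells, the FPKM of WDR5 was 26.0 in adherent HCT116 cells and 15.5 in HCT116 spheroids. It was 35.8 in adherent LOVO cells and 19.5 in LOVO spheroids. There was 1 library for each of these conditions, so these values carry no replicate error.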

Meanwhile, by directly interacting with the pluripotent transcription factor OCT4, and together with SOX2 and NANOG [24,25], to activate gene expression necessary for pluripotency and self-renewal, WDR5 is also an important component of the core pluripotency transcription network [23]. Therefore, most likely, WDR5 is recruited by some specific transcriptional factors to co-promote the expression of stem-like traits-related or drug-resistant genes in cancer treatment and then affects the prognosis of cancer patients.

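TOX3 lies on the minus strand of chromosome 16 of GRCh38, from 52438005 to 52547802, and GENCODE 29 lists 5 transcripts of it, of which 3 are protein-coding. In the RNA-seq libraries of this study, 1 read was counted on TOX3 in adherent HCT116 cells and 0 in HCT116 spheroids, against 4 in adherent LOVO cells and 1 in LOVO spheroids. These reads gave an FPKM of 0.00975 and 0 in HCT116, and of 0.0443 and 0.00988 in LOVO. TOX3 mRNA was thus close to absent in each library. The paper reports TOX3 protein as higher in spheroids than in attached cells by western blot, which these reads do not measure. In HCT116 both libraries were under the floor of 3 reads, so no difference in TOX3 mRNA was detectable at this depth. In LOVO the log2 ratio of spheroids to adherent cells had a 95% exact counting interval from -7.79 to 1.17, which includes 0, so a difference was not detectable there either.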

TOX3, also known as TNRC9 or CAGF9, contains an HMG-box that can participate in bending and unwinding of DNA and changes in chromatin structure. As a transcriptional co-activator, TOX3 has been reported to interact with the p300/CBP transcriptional complex [26]. TOX3 can also prevent cell death by inducing anti-apoptosis and inhibiting pro-apoptotic transcripts and stimulate transcription by binding to the BCL-2 promoter region [27]. In addition, single-nucleotide polymorphisms (SNPs) of TOX3 have been found to be closely related to breast and lung cancer risk [28,29]. Moreover, single-cell sequencing data [30] have shown that TOX3 acts as one of the 6 novel candidate regulators that produce specific enteroendocrine phenotypes. Recently, it has been shown TOX3 may be an oncogene in CRC and predict DFS of CRC patients [31]. However, the precise function and the related molecular mechanisms of TOX3 in CRC progression, especially in stem-like traits maintenance and drug resistance development, have not yet been defined.

In this study, we provided evidence for ABCG2 as a drug-resistant gene up-regulated in chemo-insensitive cCSCs and CRC tissues through RNA-seq analysis and high-throughput screening and elucidated TOX3 as a pivotal regulatory factor to facilitate cCSCs self-renewal and drug resistance, including chemotherapy and targeted therapy, in vivo and ex vivo, by activating ABCG2 transcription. Mechanistically, WDR5 was identified to be recruited by TOX3 to co-anchor at ABCG2 promoter region and synergistically regulating ABCG2 expression through tri-methylation of H3K4 in cCSCs. WDR5 also showed synergy in cCSC expansion and chemoresistance induction mediated by TOX3. The whole study sets out to provide the probability of developing TOX3-WDR5/ABCG2 signaling axis as the candidate cascade therapeutic targets or biomarkers for adjuvant treatment or survival prediction in CRC patients receiving postoperative chemotherapy or with metastasis.

## Results

### ABCG2 expression is preferentially up-regulated in cCSCs

In order to obtain CRC spheres with self-renewal, chemoresistance, and distinct characteristics of cCSCs, we enriched cCSCs by inducing CRC spheroid formation in the presence of chemotherapeutics (oxaliplatin 1 μg/ml). To confirm the stem-like traits of these spheres, colony formation assay, cell invasion experiments, and detection of cell surface markers were respectively performed. Compared to adherent cells, these spheres showed higher colony-forming ability, cell invasion capability, and cancer stem-like traits-related protein expressions (S1A and S1B Fig). Consistently, higher xenograft tumor formation ability of these CRC spheres than adherent cancer cells was observed in in vivo experiments (S1C Fig), and primary cells obtained from xenografts of CRC spheres displayed stronger colony formation and spherization capacity again in vitro (S1D and S1E Fig). According to the results proven above, we initially concluded that these tumor spheres cultured with oxaliplatin could be defined as cCSCs by exhibiting a series of CSC traits, including great proliferative potential and increased epithelial–mesenchymal transition.

To further explore the molecular characteristics of these formed cCSCs, mRNA profile analysis was performed and compared between cCSCs and the corresponding adherent cells. 

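RNA-seq was performed on 4 libraries, 1 each of adherent HCT116 cells, HCT116 spheroids, adherent LOVO cells and LOVO spheroids. HCT116 and LOVO are human colorectal cancer cell lines. Of 20 epithelial markers, listed after the EPCAM values had been seen, 18 were lower in adherent LOVO than in adherent HCT116 cells and 2 were higher. Whether the LOVO libraries came from that line cannot be settled from expression values. According to the paper the spheroids were formed with oxaliplatin at 1 μg/ml, whereas the sample labels give 1 mg/ml without naming the drug, and the adherent cells were cultured without it. The spheroids also grew in a different, serum-free medium, so growth form, medium and drug changed together. The authors deposited 1 FPKM value for each of 58735 genes in each library. FPKM is the number of fragments per kilobase of gene and per 1000000 fragments of the library. Multiplied by the gene length in the table, 100% of the values above 0 were whole multiples of a step that differed between libraries, which gave back the reads behind each value. The reads on genes numbered 20429147 in adherent HCT116 cells, 15483569 in HCT116 spheroids, 19778829 in adherent LOVO cells and 19108069 in LOVO spheroids. The library sizes the FPKM were divided by were 0.998, 1.09, 0.907 and 1.05 times these totals, in the same order, so the table already carries a scaling between libraries. Fold changes were computed within each cell line as spheroids minus adherent cells on the log2(FPKM + 1) scale, which understates the change of genes with low values. The 14429 genes with a mean FPKM of at least 1 over the 4 libraries were compared. With 1 library per condition a fold change has no replicate check, and no p-value was computed within a cell line. Intervals given for reads cover counting error only. Across these genes, the log2 values of spheroids correlated with those of adherent cells of the same line with r = 0.948 in HCT116 and r = 0.886 in LOVO, against 0.651 to 0.699 for pairs of libraries from different lines (genes are not independent replicates).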

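Among the 14429 genes compared, 29 had a log2 fold change above 2 in HCT116 spheroids and 73 had one below -2. In LOVO spheroids, 261 genes were above 2 and 136 were below -2. Of these genes, 5 were higher in the spheroids of both lines (PRSS35, FGFBP1, SLC5A3, AC105460.1 and SNORA11) and 6 were lower in both (CHAC1, SLC7A5, PCK2, PSAT1, CTGF and SLC7A11). SNORA11 had 0 reads in both adherent libraries and 7 and 9 reads in the spheroids of HCT116 and LOVO, so its change rests on few reads. With a pseudocount of 0.01 in place of 1, these counts were 62 and 23. The fold changes of the 2 lines correlated across genes with Pearson's r = 0.302 and Spearman's rho = 0.353, and 62.3% of the genes changed in the same direction. Genes chosen in one line were then read in the other. The 73 genes lower in HCT116 spheroids had a median log2 fold change of -0.69 in LOVO, below each of 10000 random lists matched on mean expression. The 261 genes higher in LOVO spheroids had a median of 0.23 in HCT116, above each of the random lists. The 29 genes higher in HCT116 spheroids had a median of 0.29 in LOVO, at the edge of the highest 2.5% of the random lists. The median left that 2.5% with TMM-style scaling (0.18), a pseudocount of 0.1, TPM, centring and no filter on low values. It lay within that 2.5% with a pseudocount of 0.01, a mean FPKM of at least 5 and protein-coding genes only. At a threshold of 1, the 316 genes higher in HCT116 spheroids had a median of 0.41, above each of the random lists. The 136 genes lower in LOVO spheroids had a median of 0.00 in HCT116, at percentile 85.9. Of these 136 genes, 24 had 3 reads or fewer in both HCT116 libraries, 6 of them with 0 reads in both, and over the other 112 genes, a comparison chosen after seeing the data, the median was -0.037, at percentile 79.8. At a threshold of 1 in place of 2, the 1133 genes lower in LOVO spheroids had a median of -0.29 in HCT116, below each of the random lists. When the lines stood in for replicates in a limma fit with cell line as a covariate, which leaves 1 residual degree of freedom, 0 genes had a Benjamini-Hochberg adjusted p under 0.05, the smallest limma adjusted p being 0.462, and 1545 genes had an unadjusted p under 0.05.

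**Figure D1:**
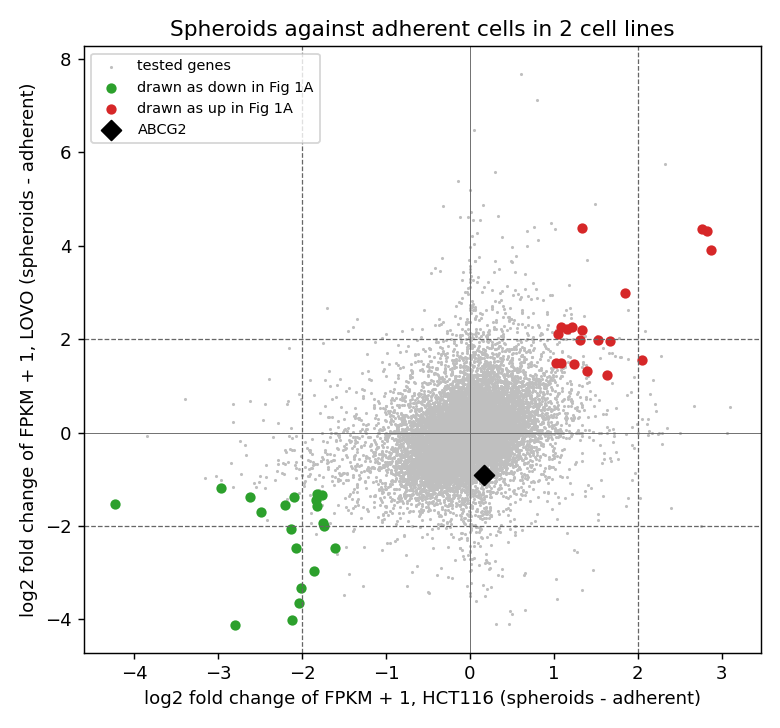
Log2 fold change of FPKM + 1 between spheroids and adherent cells in HCT116 (horizontal axis) and LOVO (vertical axis). Grey points are the 14429 genes compared, green and red points are genes drawn as down and up in Fig 1A, the diamond is ABCG2 and dashed lines mark log2 fold changes of -2 and 2. The diamond lies right of 0 in HCT116 and below 0 in LOVO.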

As shown in Fig 1A, hierarchical cluster analysis showed consistent down- or up-regulated genes in cCSCs in both 2 cell lines from RNA-seq data (S1 and S2 Tables). The RNA-Seq analysis of tumor tissues from CRC patients sensitive and insensitive to chemotherapy also found some genes with higher or lower expression levels in patients with insensitive CRC to chemotherapeutics than those sensitive (S1F Fig). 

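In the RNA-seq table, the FPKM of ABCG2 (ENSG00000118777) was 0.691 in adherent HCT116 cells and 0.897 in HCT116 spheroids, from 71 and 76 reads. The log2 fold change on the log2(FPKM + 1) scale was 0.17. Without a pseudocount the log2 ratio was 0.38, with a 95% exact (Clopper-Pearson) counting interval from -0.11 to 0.86, so that a change of ABCG2 between the 2 HCT116 libraries was not detectable at this depth. In LOVO, the FPKM of ABCG2 was 18.5 in adherent cells and 9.36 in spheroids, from 1675 and 950 reads. The log2 fold change was -0.91, and the log2 ratio without a pseudocount was -0.98 with a counting interval from -1.10 to -0.87. These intervals compare the libraries, not the conditions, since each condition had 1 library. In neither line was ABCG2 among the genes with a log2 fold change above 2. In the limma fit across the 2 lines, its log2 fold change was -0.37 (standard error 0.35, limma adjusted p = 0.661). The tissue RNA-seq was not analysed here.

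**Figure D2:**
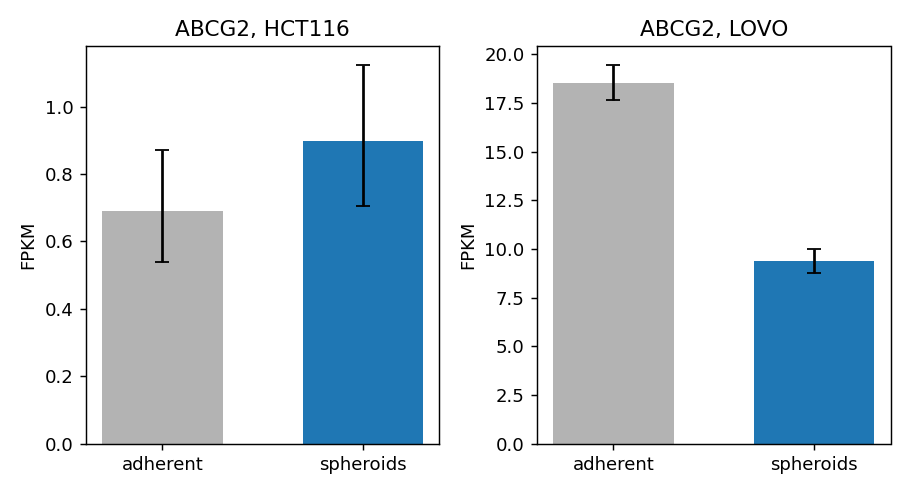
FPKM of ABCG2 in adherent cells and spheroids of HCT116 (left) and LOVO (right), 1 library per bar, with separate vertical axes starting at 0. Bars are FPKM and error bars are 95% Poisson intervals of the reads, which run from 0.707 to 1.12 in HCT116 spheroids and from 8.77 to 9.98 in LOVO spheroids and leave out variation between cultures.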

Of note, in both RNA-Seq analyses, ABCG2 commonly appeared among the up-regulated gene sets in the formed cCSCs and insensitive CRC tissue in response to stem-like traits accumulation and chemoresistance. Given its known function in mediating drug resistance, we speculated its critical role in the establishment and accumulation of CRC stem-like traits. Immunohistochemical results showed that ABCG2 had a higher expression level in the tissues of patients with recurrent or metastatic CRC (Fig 1B). Intriguingly, ABCG2 expression was gradually increased in serial passages of LOVO, HCT116, or RKO spheroids (Fig 1C). Collectively, in regard to the function of ABCG2 as one of the efflux transporter family, which has the ability to excrete cytotoxic drugs from cells, so as to be considered as a drug-resistant marker, and also a marker related to the inherent resistance or acquired resistance to chemotherapeutics in CSCs, we presume that ABCG2 might serve as a main contributor to promote colorectal cancer cell stem-like traits and drug resistance and plays a pivotal role in CRC development.

**Fig 1:**
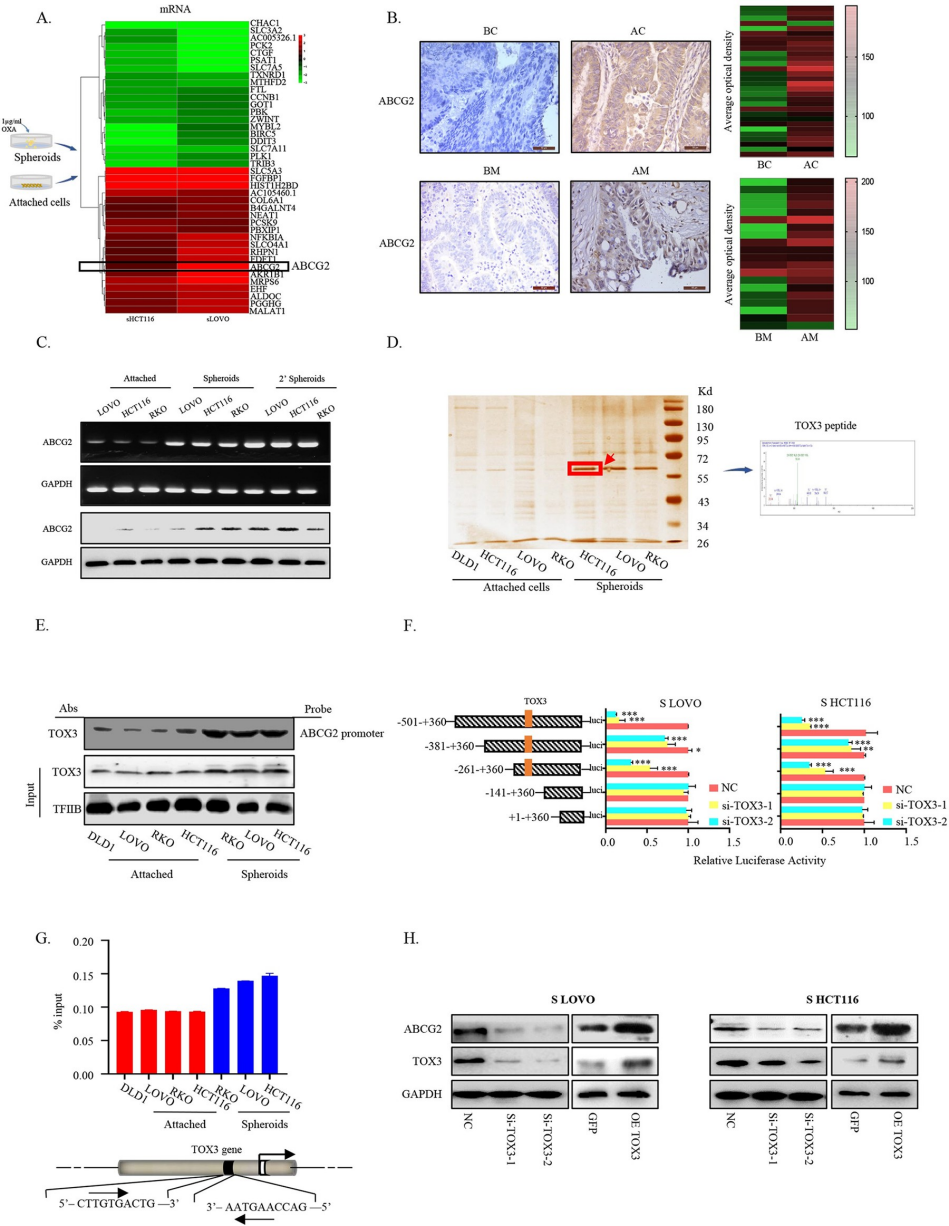
ABCG2 was highly expressed and transcriptionally regulated by TOX3 in cCSCs. (A) Schematic illustration of the experimental approach used to enrich cCSCs and the differentially expressed genes between cCSCs and their counterparts (attached cells cultured without oxaliplatin) from RNA–seq. (B) The representative IHC staining of ABCG2 and the scores of all the IHC staining in tumor tissues of CRC patients, including those BC, recurrent AC, primary tumor BM, and AM. The heat map is a statistical map of the averaged optical density values of the slices stained with ABCG2 antibody from 50 patients with or without chemotherapy (*n* = 30) and with or without metastasis (*n* = 20). (C) Expressions of ABCG2 in 2 successive generations of CRC spheroids and attached cells were examined by RT–PCR and western blot. (D) The streptavidin–biotin DNA pull–down assay was performed to find out the specific proteins which bind to the ABCG2 promoter, and protein bands were visualized by silver staining. The arrow indicates the candidate ABCG2 promoter–binding protein and the corresponding peptide peak analyzed by MS. (E) Western blot assay using an anti–TOX3 antibody for the binding detection of TOX3 to ABCG2 promoter probe after the streptavidin–biotin DNA pull–down assay. (F) Re–attached CRC cells were co–transfected with TOX3 siRNAs, ABCG2 promoter–driven luciferase plasmids, and renilla luciferase reporter plasmids and luciferase activity was finally detected. (G) Chromatin immunoprecipitation assays were used to detect the binding of TOX3 protein to ABCG2 promoter in the chemo–resistant CRC spheroids and their counterparts and the precipitated DNA fragments were detected by PCR. Normal IgG was used as negative control. (H) Re–attached CRC cells were transfected with TOX3 siRNAs or overexpression plasmids or nonspecific control siRNAs or plasmids for 48 h, and the expression of ABCG2 and TOX3 was analyzed by western blot. The underlying data for Fig 1B, 1F and 1G can be found in S1 Data. The data is presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, significant difference between treatment group and control group. AC, after chemotherapy; AM, after metastasis; BC, before chemotherapy; BM, before metastasis; cCSC, colorectal cancer stem cell; CRC, colorectal cancer; SD, standard deviation.

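The heat map of Fig 1A draws 20 genes as down-regulated and 20 as up-regulated. In the RNA-seq table, all 20 of the former were lower in the spheroids of both lines, with a median log2 fold change of -2.06 in HCT116 and -1.82 in LOVO. Among them, CHAC1 had a log2 fold change of -2.80 in HCT116 and -4.12 in LOVO. The log2 fold change of SLC7A5 was -2.12 in HCT116 and -4.02 in LOVO, and that of DDIT3 was -4.23 and -1.53. AC005326.1, which is 123 bases long in the annotation, had wide counting intervals for its log2 ratio, from -2.95 to -0.77 in HCT116 and from -9.47 to -1.37 in LOVO. Of the 20 genes drawn as up-regulated, 19 were higher in the spheroids of both lines, ABCG2 being the exception in LOVO, and the medians of the 20 were 1.34 in HCT116 and 2.04 in LOVO. FGFBP1 had a log2 fold change of 2.83 in HCT116 and 4.31 in LOVO, and AKR1B1 had 1.34 and 4.37. SLC5A3 rose by 2.77 and 4.35, but it lies within the coordinates of MRPS6 on chromosome 21, so that reads of these genes may not be separate. Since the genes of the heat map were chosen on these libraries, their directions are no independent check. From the heat map and a tissue comparison that was not analysed here, the paper states that ABCG2 was up-regulated in both, and from its known function in drug resistance proposes a role for it in stem-like traits. By RT-PCR and western blot it also reports ABCG2 as rising with passage in spheroids of LOVO, HCT116 and RKO. Its tissue staining for ABCG2 was higher in recurrent or metastatic cases. Neither was analysed here.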

### TOX3 transcriptionally regulates ABCG2 in cCSCs

In attempt to explore the responsible regulatory mechanism for ABCG2 overexpression in the formed cCSCs, DNA Pull-Down assay was employed to fish the specific upstream regulatory factors of ABCG2 gene, which showed stronger binding capabilities at ABCG2 promoter (−861 to +360) in the formed cCSCs, compared to the attached cells. The obvious differential protein band with the molecular weight of 55 to 72 kd based on silver staining in Fig 1D was analyzed by mass spectrometry and proteomic techniques and identified to be TOX3, a transcriptional coactivator to be able to activate the transcription and expression of downstream target genes. The binding of TOX3 to the promoter region of ABCG2 in the formed cCSCs was confirmed (Fig 1E), and the precise binding site (−261 to −141 segments of the ABCG2 promoter region) was also identified (Figs 1F, 1G, S1G and S1H). Knockdown or overexpression of TOX3 down- or up-regulated ABCG2 level accordingly in the formed cCSCs (Fig 1H). In addition, a positive expression correlation between TOX3 and ABCG2 in CRC tissues was shown based on database analysis (S1I Fig).

### TOX3 facilitates colorectal cancer initiation and progression by up-regulating ABCG2

To explore the role of TOX3/ABCG2 signaling axis in CRC, we firstly investigated the function of TOX3 itself in cancer development. Analysis of TCGA and GEO databases showed that TOX3 was highly expressed in patients with CRC (S2A Fig), and its expression was up-regulated in the self-renewing spheroids compared with the attached cells and gradually increased in serial passages of CRC cell lines (Figs 2A and S2B). Furthermore, in line with the ABCG2 expression level, TOX3 showed a high expression in the recurrent or metastatic tumor tissues of patients with CRC (Fig 2B). Next, we found the clonogenicity, cell viability, and spheroid-forming ability of the formed cCSCs was decreased in CRC cells respectively with TOX3 knockdown (S2C–S2E Fig). By contrast, the overexpression of TOX3 in CRC spheroids showed increased clonogenic survival, cell viability, and spheroids formation than control cells (S2C–S2F Fig). Compared with the control, CRC spheroids derived from the cancer cells with TOX3 knockdown or overexpression showed decreased or elevated expression of ABCG2 and stem-like traits-associated protein markers (S2G Fig). Consistently, CRC cells with stable knockdown of TOX3 also showed the decreased clonogenic survival and spheroids formation and the down-regulated stem-like traits-related markers (S3A–S3E Fig), which further supports that TOX3 could facilitate the cCSCs expansion.

**Fig 2:**
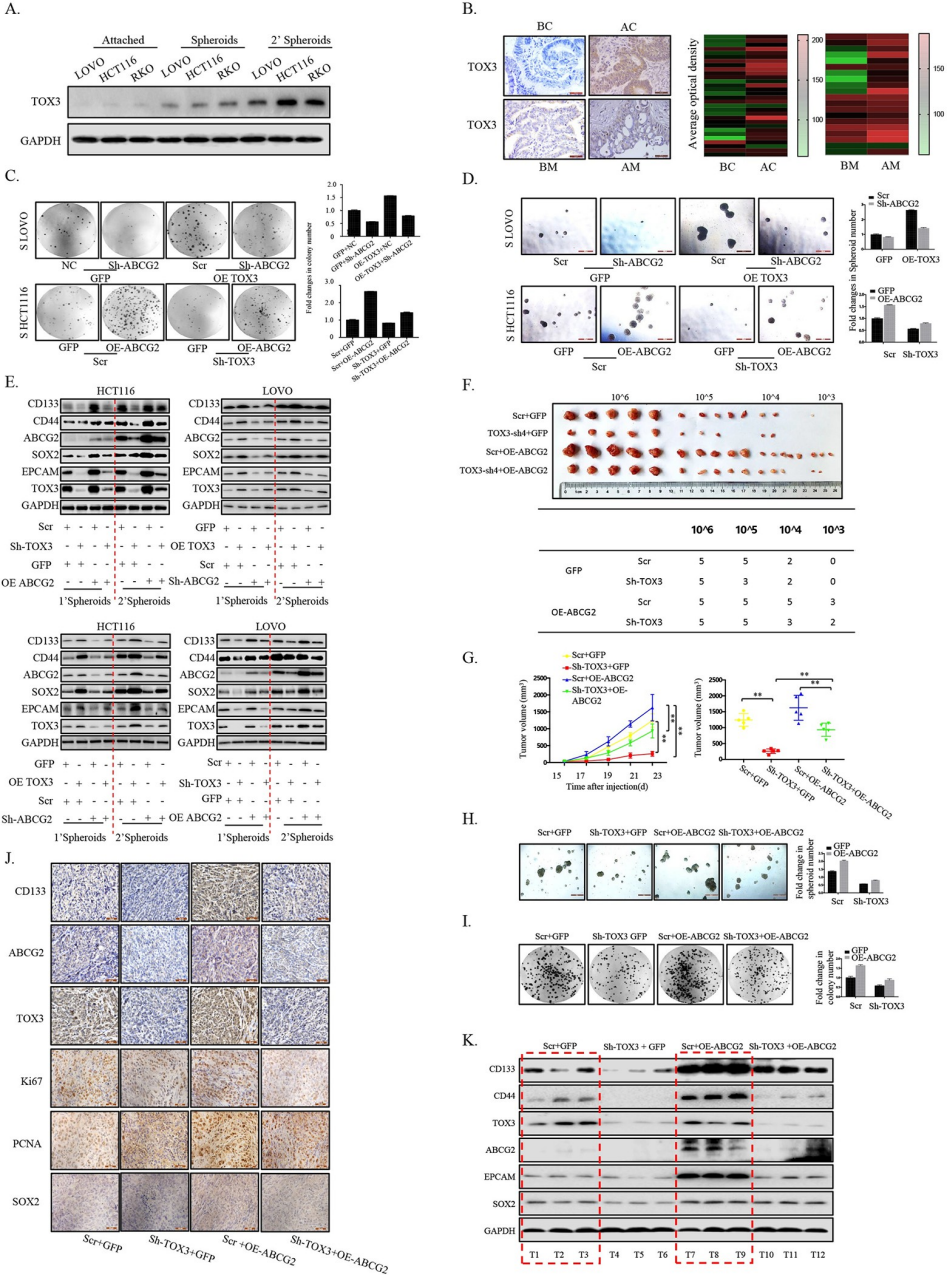
TOX3 promoted cCSCs expansion by up–regulating ABCG2. (A) Expressions of TOX3 in 2 successive generations of CRC spheroids and attached cells were examined by western blot. (B) The representative IHC staining of TOX3 and the scores of all the IHC staining in tumor tissues of CRC patients, including those BC, recurrent AC, primary tumor BM, and metastases AM. The heat map is a statistical map of the averaged optical density values of the slices stained with TOX3 antibody from 50 patients with or without chemotherapy (*n* = 30) and with or without metastasis (*n* = 20). (C, D) LOVO cells with stable overexpression of TOX3 and/or down–regulation of ABCG2 and HCT116 cells with stable down–regulation of TOX3 and/or overexpression of ABCG2 were subjected to colony and spheroid formation assay. The fold change of colony or sphere formation was quantified. (E) Bi–stable cell lines (HCT116 and LOVO) dissociated from the first and the second generation spheroids were subjected to western blot assay to test the expression of stem–like traits markers (CD133, CD44, SOX2, EPCAM) and ABCG2. (F) LDAs in a mouse model with xenografts of HCT116 cells with stable down–regulation of TOX3 and/or overexpression of ABCG2. cCSCs frequency was counted according to the number of the formed tumors. (G) Tumor diameters were measured at a regular interval of 2 days for up to 23 days, and the tumor volume was calculated. (H, I) CRC cells from xenografts of 4 different groups were digested, and the formation of colony and spheroid was evaluated 2 weeks post digestion. (J) Immunohistochemistry staining was used to detect the expression of CD133, ABCG2, TOX3, Ki67, PCNA, and SOX2 in the formed xenografts. (K) The expressions of stem–like traits markers (CD133, CD44, SOX2, EPCAM), TOX3 and ABCG2 were detected by immunoblot in the formed xenografts. The underlying data for 2C and 2D and 2G and 2H can be found in S1 Data. The data represent the mean ± SD of 3 independent experiments (*P < 0.05, **P < 0.01). AC, after chemotherapy; AM, after metastasis; BC, before chemotherapy; BM, before metastasis; cCSC, colorectal cancer stem cell; CRC, colorectal cancer; LDA, limited dilution assay; SD, standard deviation.

To further elucidate the key role of TOX3/ABCG2 signaling pathway in cCSCs expansion, we performed rescue assay in different CRC cell lines. Compared to control cells, TOX3 knockdown caused inhibited clonogenicity, lower spheroid formation, and the down-regulated level of the stem-like traits-associated factors, while ABCG2 overexpression rescued these trends. Accordingly, ABCG2 knockdown suppressed the clonogenicity, lowered spheroid formation, and down-regulated the expressions of the stem-like traits-associated factors, which were elevated by TOX3 overexpression whether in the first generation or the second generation (Figs 2C–2E and S3F). Both reversal systems further support that TOX3 promoted cCSCs expansion by targeting ABCG2.

The in vivo limited dilution assay (LDA) was also performed using CRC cells disassociated from cultured spheroids to further characterize the role of TOX3/ABCG2 signaling axis in CRC initiation and progression. In line with the in vitro results, TOX3 knockdown attenuated tumorigenicity and reduced the cCSCs frequency in comparison with the cells from control spheroids, which was reversed by ABCG2 overexpression, although ABCG2 overexpression led to the strongest tumorigenicity and stem-like traits (Fig 2F and 2G). Furthermore, the primary CRC cells were obtained from the formed xenograft tumor masses, and the same results were shown in the ability of spheroid formation and colony formation as in vitro upon TOX3 knockdown and/or ABCG2 overexpression (Figs 2H, 2I and S3G). Accordingly, in the formed xenografts, TOX3 knockdown down-regulated the level of the stem-like traits-associated and proliferation-associated factors, while ABCG2 overexpression reversed this trend (Fig 2J and 2K). Combined with the in vitro analysis, these data further indicate that TOX3/ABCG2 signaling axis promoted the expansion of cCSCs.

### TOX3/ABCG2 signaling axis expedites drug resistance in colorectal cancer

Given that as a drug-resistant molecule, ABCG2 is involved in single-drug and multidrug resistance in different types of tumors, we supposed that TOX3 similarly promotes drug resistance in CRC based on its regulation on ABCG2 and the contribution of TOX3/ABCG2 signaling axis in maintaining cancer cell stem-like traits. When challenged with gradient concentration of clinical CRC drugs, including chemotherapeutics, oxaliplatin and irinotecan and targeted agent, regorafenib, CRC cells with TOX3 knockdown exhibited enhanced drug sensitivity, whereas TOX3 overexpression suppressed the sensitivity to these clinical drugs (Figs 3A and S4A). Moreover, we also found that the sensitivity of CRC cells to oxaliplatin was time-dependent upon TOX3 knockdown or overexpression (S4B Fig). Compared to control cells, TOX3 knockdown not only increased the inactivation of clonogenicity mediated by oxaliplatin treatment, but also boosted the cCSCs expansion suppression triggered by oxaliplatin treatment (S4C and S4D Fig). In addition, more apoptosis was induced in CRC cells with TOX3 knockdown when exposed to different drugs (Fig 3B), implying that TOX3 expression was indeed involved in drug resistance evolution in CRC cells.

**Fig 3:**
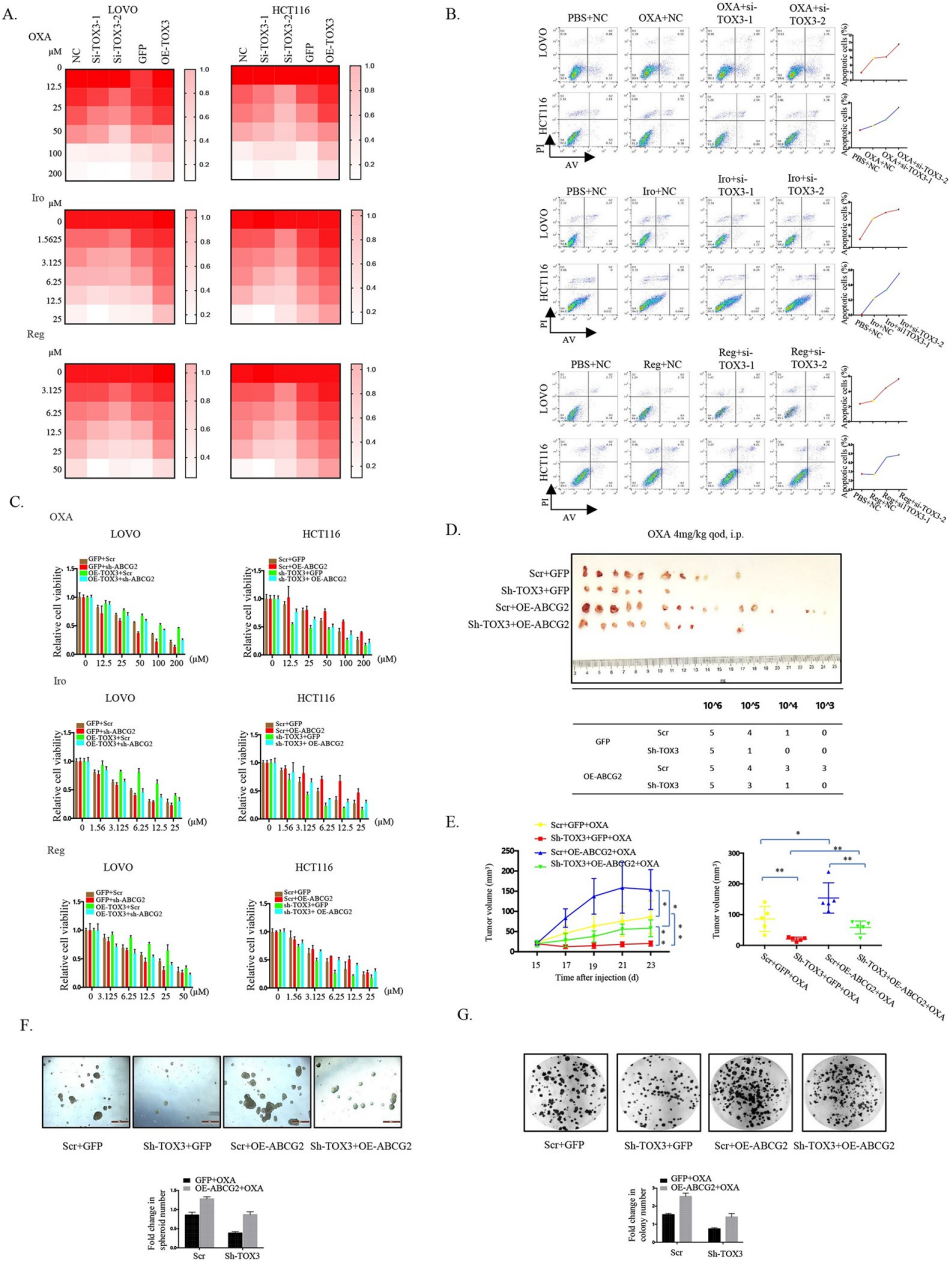
TOX3 knockdown sensitizes CRC cells to the treatment of chemotherapeutics and targeted agent by targeting ABCG2. (A) The sensitivity of LOVO and HCT116 cells to oxaliplatin, irinotecan, or regorafenib treatment at different concentrations was detected by MTT assay when TOX3 was silenced or overexpressed. (B) Flow cytometry analysis was used to evaluate cell apoptosis in LOVO and HCT116 cells with or without oxaliplatin, Irinotecan, or Regorafenib treatment when TOX3 was silenced or overexpressed, and the apoptotic cell number was calculated. (C) The cell viability assays were performed when HCT116 or LOVO cells with stable knockdown of TOX3 and overexpression of ABCG2 or stable overexpression of TOX3 and knockdown of ABCG2 were treated with different drugs (oxaliplatin, irinotecan, or regorafenib). (D) The morphology of tumor xenografts formed by HCT116 cells with stable knockdown of TOX3 and overexpression of ABCG2 upon treatment of oxaliplatin (4 mg/kg), and the LDA assay was also used to calculate cCSC formation frequency. (E) Tumor diameter of nude mice from each group was measured at a regular interval of 2 days for up to 23 days, and the tumor volume was calculated. (F, G) CRC cells from tumor xenografts of 4 different groups were digested, and the formation of spheroids and colony under oxaliplatin (1 μg/ml) treatment was evaluated 2 weeks post dissociation. The underlying data for Fig 3A, 3C and 3E–3G can be found in S1 Data. The data is presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, significant difference between treatment group and control group. cCSC, colorectal cancer stem cell; CRC, colorectal cancer; LDA, limited dilution assay; SD, standard deviation.

To further confirm the role of TOX3/ABCG2 signaling axis in drug resistance development during CRC treatment, rescue experiments were employed again. When exposed to drugs, TOX3 knockdown significantly improved the impaired cell growth, clonogenicity, and spheroid formation caused by agent treatment, whereas the overexpression of ABCG2 reversed such effect. Consistently, TOX3 overexpression recovered the decreased cell growth, clonogenicity, and spheroid formation upon drug treatment, which also could be reversed by knockdown of ABCG2 (Figs 3C and S5A–S5F). Furthermore, LDA in mice also indicated that TOX3 knockdown improved tumor growth inhibition caused by oxaliplatin, while ABCG2 overexpression abolished such decrease in cCSCs expansion triggered by TOX3 knockdown upon oxaliplatin treatment compared with the control group (Fig 3D and 3E), and the same results were obtained when primary cells were digested from xenografts and used for spheroid formation assay, clonogenicity, and CSC frequency analyses (Figs 3F, 3G and S4E). Taken together, these data demonstrated that TOX3 functions as a critical upstream regulatory factor of ABCG2 to facilitate the drug resistance of CRC cells.

### TOX3 recruits WDR5 to co-anchor at ABCG2 promoter region through tri-methylation of H3K4 in cCSCs

To further clarify the potential regulatory mechanism of TOX3 on ABCG2 in the initiation and development of cCSCs, IP-MS was used to explore the interacting protein of TOX3 in the spheroid cultures of CRC cells. As shown in Fig 4A, a 35 kd protein, WD Repeat Domain 5 (WDR5), identified by MS, was focused, based on its known function in promoting the methylation of Lys4 on histone 3 (H3K4) and inducing the expression of oncogenes. WDR5 was found to be highly expressed in CRC according to the analysis from GEO and TCGA databases (S6A Fig), and its high expression was positively correlated with the poor prognosis of CRC patients (S6B Fig). A weak expression correlation between WDR5 and TOX3 was shown based on the correlation analysis from the database (S6C Fig). However, in agreement with TOX3, WDR5 showed comparatively high expression in patients with metastatic or relapsed CRC (S6D Fig). Interestingly and worth mentioning that, according to ChIP-seq database, both H3K4me3 and WDR5 were found to bind to the ABCG2 promoter region in CRC cells, and the binding position just includes the segments of −261 to −141, which was similarly bound by TOX3 within ABCG2 promoter (Fig 4B). We therefore hypothesized that TOX3 cooperates with WDR5 to methylate H3K4 at ABCG2 promoter, resulting in the up-regulation of ABCG2 transcription, cCSCs expansion, and ultimately in the drug resistance development. IP assay confirmed the interaction between WDR5/H3K4me3 and TOX3, and of note, such interactions were increased when the CRC spheroids were formed (Fig 4C). Consistently, the co-localization signals were shown between WDR5 and TOX3 in different CRC cell cultures and much stronger expression and co-localization signals were seen in spheroids, compared to the attached cells (Fig 4D). We next determined whether TOX3 cooperated with WDR5/H3K4me3 to promote ABCG2 transcription. As expected, not only WDR5 and H3K4me3, but also the other members of the WRAD complex, could bind to the same site of ABCG2 promoter as TOX3, and the binding showed a stronger trend in the formed cCSCs (Fig 4E and 4F). Moreover, we observed that TOX3 knockdown attenuated the binding capacity of WDR5 and H3K4me3 at ABCG2 promoter, whereas its overexpression increased such binding levels in CRC cells (Figs 4G, 4H, S6E and S6F). By contrast, the binding of the other members of the WRAD complex and some other epigenetic markers at ABCG2 promoter was not affected by TOX3 expression change (Fig 4G).

**Fig 4:**
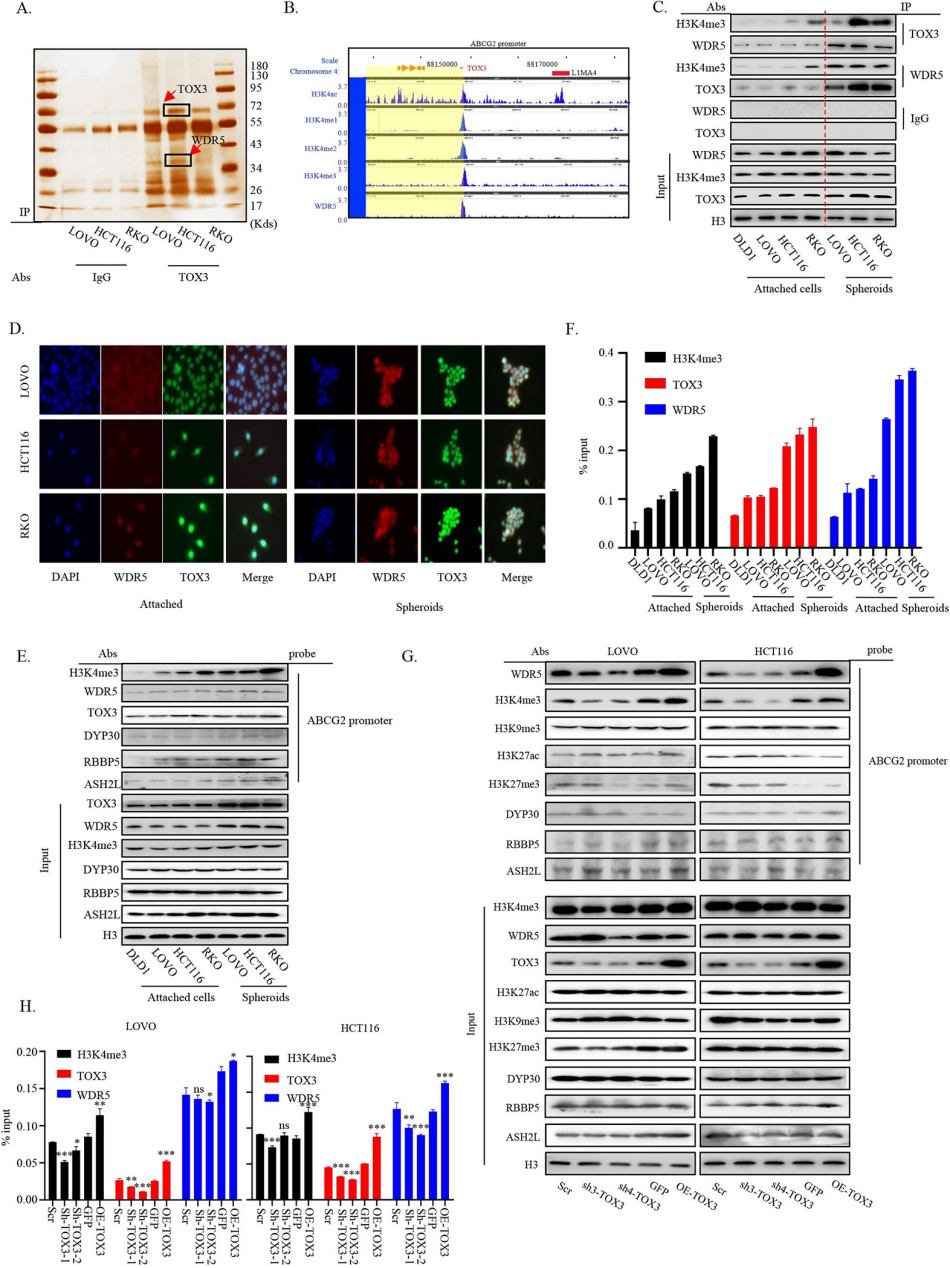
TOX3 promotes WDR5 recruitment at the ABCG2 promoter in cCSCs through tri–methylation of H3K4. (A) The silver staining showed the binding proteins of TOX3 after IP assay in the cCSCs. The arrow indicates the candidate binding protein analyzed by MS. (B) WashU Epigenome Browser tracks of the 5 proteins and their binding peaks within the examined ABCG2 promoter region in CRC cells. (C) The interaction in pairs among TOX3, WDR5, and H3K4me3 was detected by IP assay in the cCSCs and their counterparts (attached cells cultured without oxaliplatin). Normal IgG was used as a negative control. (D) Co–localization of TOX3 and WDR5 in attached or spheres of CRC cells by immunofluorescence assay. (E) Pull–down assay was performed to detect the binding of TOX3, WDR5, H3K4me3, RBBP5, ASH2L, and DPY30 to ABCG2 promoter in the chemo–resistant CRC spheroids and their counterparts. (F) ChIP assay was performed to detect the binding of TOX3, WDR5, and H3K4me3 to ABCG2 promoter in the chemo–resistant CRC spheroids and their counterparts. (G) Pull–down was performed to detect the binding of TOX3, WDR5, H3K4me3, RBBP5, ASH2L, DPY30, H3K9me3, H3K27ac, and H3K27me3 to ABCG2 promoter in the reattached CRC cells (LOVO and HCT116 cell lines) from spheroids with down–or up–regulation of TOX3. (H) ChIP assay was performed to detect the binding of TOX3, WDR5, and H3K4me3 to ABCG2 promoter in the reattached CRC cells (LOVO and HCT116 cell lines) from spheroids with down–or up–regulation of TOX3. The underlying data for Fig 4F and 4H can be found in S1 Data. The data is presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, significant difference between treatment group and control group. cCSC, colorectal cancer stem cell; CRC, colorectal cancer; SD, standard deviation; WDR5, WD Repeat Domain 5.

Meanwhile, the bindings of TOX3 and H3K4me3 at ABCG2 promoter were suppressed when WDR5 was silenced, and their bindings were increased upon WDR5 overexpression. Of note, the suppressed bindings were observed when WDR5 inhibitor, OICR-9429 was used (S6G and S6H Fig), suggesting that tri-methylation of H3K4 induced by WDR5 promotes the binding of TOX3 at ABCG2 promoter, either directly or indirectly. These results collectively demonstrated the synergy of WDR5 in the anchoring of TOX3 at ABCG2 promoter through methylating H3K4.

### The regulation of TOX3 on ABCG2-induced stem-like traits and drug resistance depends on the tri-methylation of H3K4 mediated by WDR5

Given the results above, we assumed that WDR5 tri-methylates H3K4 at ABCG2 promoter to further recruit TOX3 resulting in the up-regulation of ABCG2 transcription and ultimately in the development of cancer stem-like traits and drug resistance. Thus, we next determined the role of WDR5 itself in mediating ABCG2 expression and subsequent cCSCs expansion and drug resistance. We found cells with WDR5 knockdown showed the lower transcription activity of ABCG2, the inhibited spheroid formation, clonogenicity, the reduced CD133, CD44, SOX2, EPCAM, and ABCG2 expression, but nearly unchanged level of TOX3, and the enhanced sensitivity to oxaliplatin (S7A–S7F Fig). By contrast, the transcription activity of ABCG2, spheroid formation, clonogenicity, and the expression of cancer stem-like traits-related genes was respectively enhanced, and the sensitivity to oxaliplatin was attenuated, in CRC cells by WDR5 overexpression. More significantly, the same change trend was seen upon OICR9429 treatment, a high affinity and selective WDR5 antagonist, as WDR5 knockdown, in CRC cells (S7A–S7F Fig). These data showed the contribution of WDR5 itself in promoting ABCG2 expression and subsequent cCSCs expansion and drug resistance via mediating the tri-methylation of H3K4.

Next, rescue assay was performed to further verify our assumption. TOX3 overexpression reversed the inhibition at the transcription of ABCG2, the expression of cancer stem-like traits-related genes, clonogenicity, spheroid formation, and CSC frequency induced by WDR5 knockdown, and vice versa (Figs 5A, 5B and S8A–S8D). It is worth noting that, in line with WDR5 knockdown, WDR5 inactivity effectively reversed the enhancement of the promoter activity of ABCG2, the stem-like traits-related gene expressions, clonogenicity, and spheroid formation induced by TOX3 overexpression (Figs 5A, 5B, S8E and S8F). Furthermore, the synergy between TOX3 and WDR5/H3K4me3 in maintaining ABCG2 expression and stem-like traits of CRC cells was evaluated in nude mice model. LDA assay showed TOX3 overexpression increased stem-like traits of the tumor cells and promoted tumor growth, but OICR9429 treatment reversed this promotion (Fig 5C–5E). In addition, immunohistochemistry and western blot assay revealed the increased levels of ABCG2, CD133, and other stem-like traits-related and proliferation-related markers resulted by TOX3 overexpression were also decreased by OICR-9429 treatment (Fig 5F and 5G).

**Fig 5:**
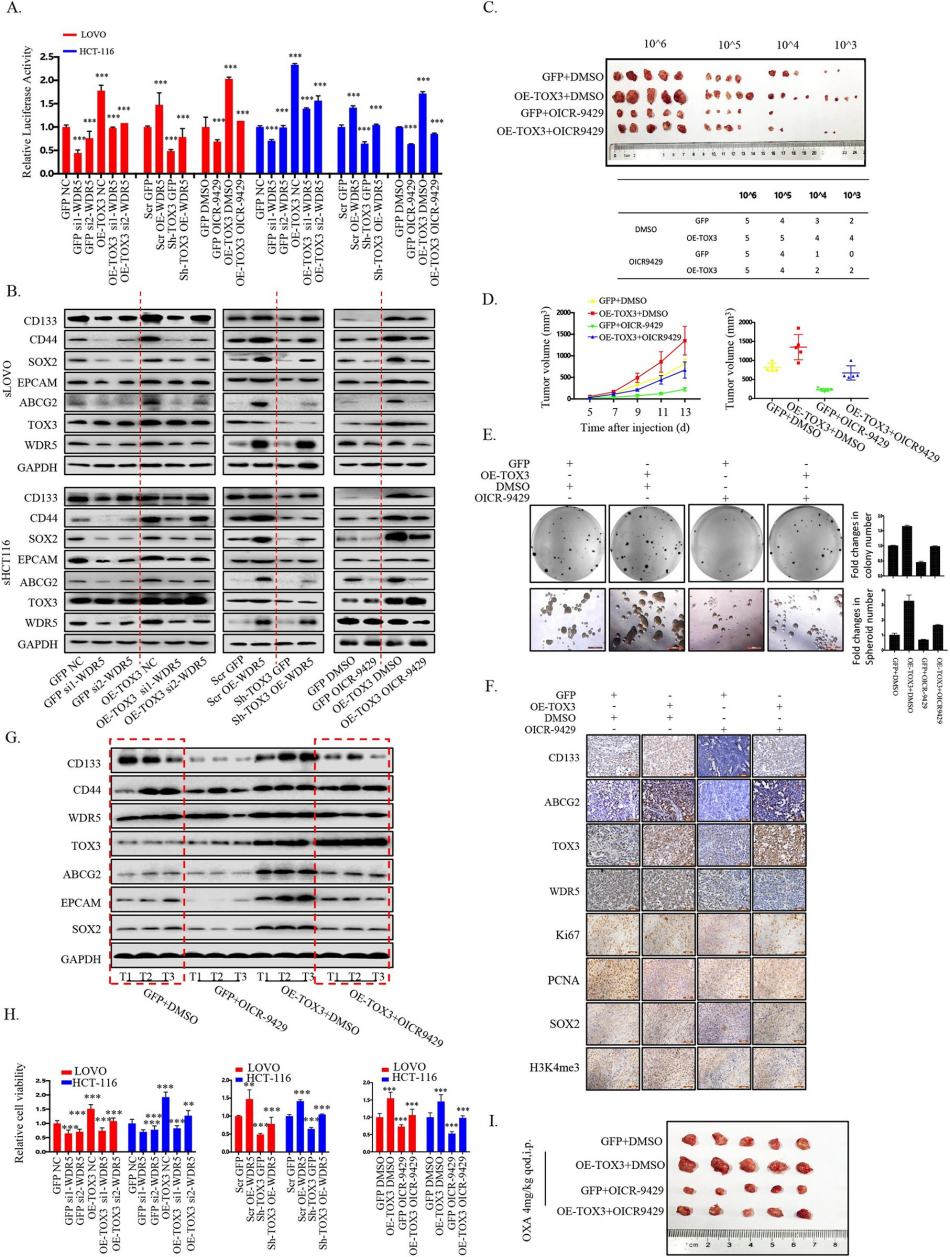
TOX3 synergized with WDR5 to co–promote cCSCs expansion and drug resistance in vivo and in vitro. CRC cell lines with stable knockdown or overexpression of TOX3 were treated with WDR5–overexpressing plasmids or si–WDR5 or OICR–9429, and then (A) ABCG2 promoter–driven luciferase reporter assay was performed. (B) Immunoblot assay was used to detect the expression of stem–like traits markers (CD133, CD44, SOX2, EPCAM, ABCG2, WDR5, and TOX3) in re–attached CRC cells. (C) LOVO cells with stable overexpression of TOX3 or not were used to perform LDAs, and mice were treated with OICR9429 (1.5 mg/kg per day) for 7 consecutive days. The cCSCs frequency was counted finally. (D) Tumor diameters were measured at a regular interval of 2 days for up to 13 days, and the tumor volume was calculated. (E) CRC cells from xenografts of 4 different groups were digested, and the formation of colony and spheroids was evaluated 2 weeks post digestion. (F) Immunohistochemistry staining was used to detect the expression of CD133, ABCG2, WDR5, TOX3, Ki67, PCNA, SOX2, and H3K4me3 in the formed xenografts. (G) The expressions of stem–like traits markers (CD133, CD44, SOX2, EPCAM), ABCG2, WDR5, and TOX3 were detected by immunoblot assay in xenografts. (H) The sensitivity of CRC cells with stable overexpression of TOX3 and knockdown or inactivity of WDR5 or with stable knockdown of TOX3 and overexpression of WDR5 to oxaliplatin treatment was detected by MTT assay in CRC cell lines. (I) The morphology of tumor xenografts formed by LOVO cells with stable TOX3 overexpression or not under treatment of OICR–9429 processed as described before. Meanwhile, the mice were treated by oxaliplatin (4 mg/kg) for 2 weeks. The underlying data for Fig 5A, 5D–E, and 5H can be found in S1 Data. The data is presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, significant difference between treatment group and control group. cCSC, colorectal cancer stem cell; CRC, colorectal cancer; LDA, limited dilution assay; SD, standard deviation; WDR5, WD Repeat Domain 5.

Then, we explored the effect of TOX3/WDR5 signaling axis on the efficacy of oxaliplatin on CRC cells. Our results showed that WDR5 knockdown or inactivity reversed the down-regulated sensitivity of CRC cells to oxaliplatin caused by TOX3 overexpression, while WDR5 overexpression desensitized cancer cells to oxaliplatin based on TOX3 knockdown (Fig 5H). The same results were shown in tumor-bearing mice with oxaliplatin treatment (Figs 5I, S8G, and S8H). Collectively, our results demonstrate that TOX3 synergized with WDR5 to co-regulate ABCG2 transcription and subsequent stem-like traits maintenance and drug resistance for CRC and such regulation was dependent on the tri-methylation of H3K4 mediated by WDR5.

### TOX3-WDR5/ABCG2 signaling pathway is abnormally activated during oxaliplatin resistance production in AOM/DSS-induced in situ colorectal cancer mouse model

To further investigate the role of TOX3-WDR5/ABCG2 signaling pathway in CRC stem-like traits maintenance and drug resistance development, we established a mouse model of colitis-associated colorectal tumorigenesis, in which mice were injected intraperitoneally with AOM, followed by 3 rounds of DSS treatment, and were treated with 0.9% NS or 2 mg/kg OXA qod, followed by first DSS and the development of colon tumors were examined after 80 days (Fig 6A). Compared to NS treatment mice, OXA treatment mice developed tumors with significantly increased numbers and sizes throughout the middle and distal colon (Fig 6B). Considering the reported theory that CRC originates from intestinal stem cells and the tight correlation between stemness and chemotherapeutic resistance [32–35], we hypothesized that the dramatic increase in cell proliferation and tumor formation in OXA treatment mice was caused by a population of intestinal stem cells that is unsusceptible to OXA. The in vitro tumor spheroid culture indicated that cells harvested from dysplasias of OXA treatment mice showed sustained and much stronger spheroid-forming capacity compared with those harvested from NS treatment mice (Fig 6C and 6D). In addition, based on HE staining, low-grade dysplasia was restricted to tumor-bearing mice with NS treatment, whereas both low- and high-grade dysplasia was observed in OXA treatment mice (Fig 6E). Consistently, the expressions of genes related to cancer stem-like traits were increased in the colorectal tumors of OXA treatment mice, compared to NS treatment mice, including TOX3, WDR5, and ABCG2 (Fig 6F and 6G). Altogether, these data indicated that the in situ CRC with OXA resistance exhibited a serial of increased stem-like traits accompanied by the abnormal activation of TOX3-WDR5/ABCG2 signaling pathway.

**Fig 6:**
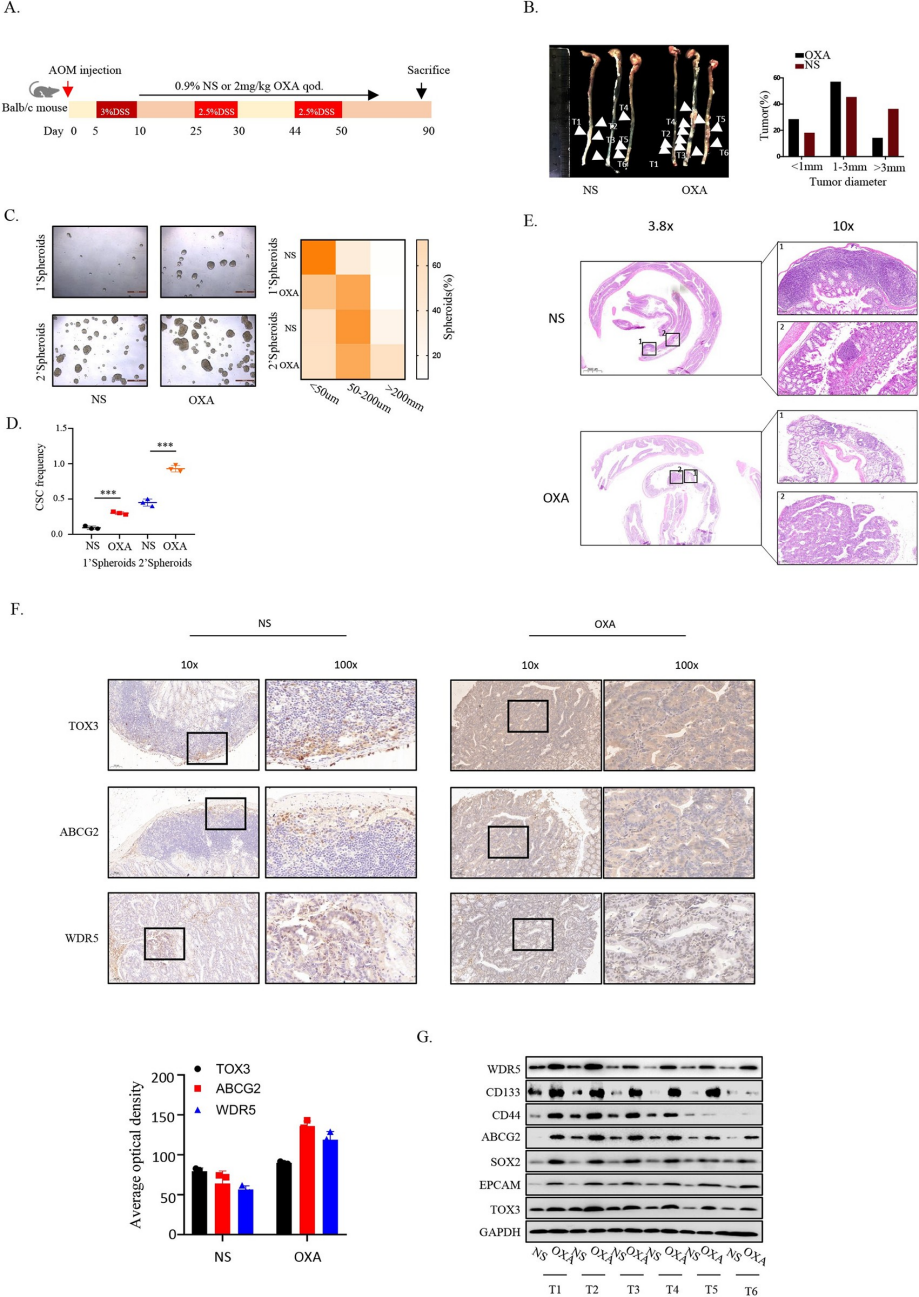
Oxaliplatin–resistant CRC in situ tumor shows high expression of ABCG2, WDR5, and TOX3. (A) Schematic illustration of the experimental approach applied to assess the tumorigenicity in Balb/c mice induced by AOM/DSS. (B) Intestines of mice with tumor were shown in NS and OXA treatment group 90 days after AOM injection. The number and size of the formed tumors were calculated respectively (*n* = 3). (C). CRC cells were digested from the formed tumors and spheroid culture was performed for 2 passages. The spheres were imaged and quantitatively analyzed after 4 weeks. (D) The frequency of cCSCs was calculated by in vivo limiting dilution assay in which cells were digested from xenograft. (E) HE staining of the entire intestine of mouse by Swiss–rolling technique. (F) Immunohistochemical staining was used to detect the expression of TOX3, ABCG2, and WDR5 in the formed intestinal tumors, and averaged optical density was calculated. (G) Immunoblot assay was used to detect the expression of stem–like traits markers (CD133, CD44, SOX2, EPCAM), ABCG2 and TOX3 in the formed intestinal tumors of mice with different treatment. The underlying data for Fig 6B–6D and 6F can be found in S1 Data. cCSC, colorectal cancer stem cell; CRC, colorectal cancer; WDR5, WD Repeat Domain 5.

### Both TOX3 and ABCG2 up-regulation predicts poor prognosis of CRC patients

To clarify the clinical significance of TOX3-WDR5/ABCG2 signaling axis in CRC progression, we divided the 94 patients into 2 groups based on the CRC tissue microarray, with or without lymph node metastasis for clinical analysis. As shown in Fig 7A and 7B, the increased TOX3, WDR5, and ABCG2 expression was respectively detected in the majority of metastatic CRCs as compared with those with no lymph node metastasis. Pearson correlation analysis suggested the potential positive expression correlation between any 2 of these 3 proteins, TOX3, ABCG2, and WDR5, in this cohort of 94 patients (Fig 7C). Furthermore, the univariate analysis demonstrated that the patients with higher TOX3, ABCG2, or WDR5 level possessed a higher risk of CRC recurrence and a shorter survival time after surgical resection (Fig 7D and S3–S5 Tables). Furthermore, the simultaneous high or low expression of TOX3, ABCG2, and WDR5 or the simultaneous high or low expression of any 2 among these 3 proteins was significantly correlated with poor prognosis of CRC patients (Fig 7E). More than that, we have also searched the clinicopathological data of 2,989 cases with CRC from The First Affiliated Hospital of Dalian Medical University and chose 50 patients with recurrence or metastasis to analyze the expression correlation between any 2 of these 3 proteins, TOX3, ABCG2, and WDR5, and clinicopathologic variables (S9 Fig and S6–S9 Tables) and disease-free survival rate (S9 Fig and S8 Table). The results showed the combination of TOX3, ABCG2, and WDR5 could be a more efficient predictor for the survival of CRC patients with recurrence or metastasis.

**Fig 7:**
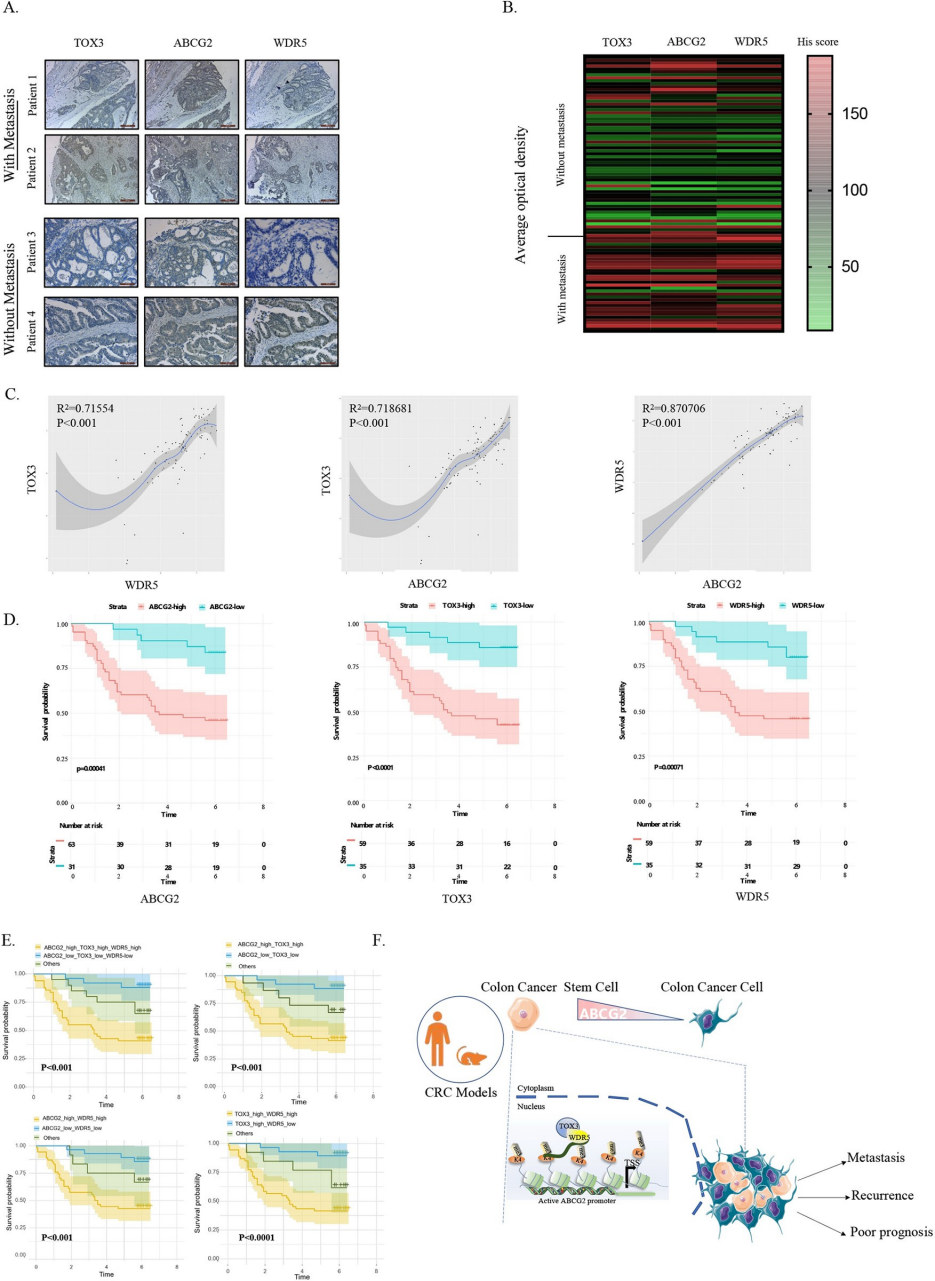
The high expression of ABCG2 was positively correlated with TOX3 and WDR5 expression in CRC tissues and predicted poor prognosis in patients with CRC. (A, B) The immunohistochemical staining analysis of TOX3, WDR5, and ABCG2 protein expression from human CRC tissue microarray. The representative images and averaged optical density for high and low expression were shown. (C) The correlation among the expression of TOX3, WDR5, and ABCG2 in human CRC tissues based on IHC attaining of tissue microarray. (D) Kaplan–Meier analysis showing the overall survival of CRC patients harboring high (red) or low (blue) TOX3, WDR5, or ABCG2 expression (*P* < 0.001, log–rank test). (E) Kaplan–Meier analysis showing the overall survival of CRC patients harboring simultaneous high or low TOX3, WDR5, and ABCG2 expression or harboring simultaneous high or low expression of any 2 among these 3 proteins (*P* < 0.001, log–rank test). (F) The schematic diagram illustrating the related molecular mechanisms of TOX3–WDR5–H3K4me3/ABCG2 signaling axis involved in cCSCs expansion, CRC recurrence, and metastasis. The underlying data for Fig 7B–7E can be found in S1 Data. cCSC, colorectal cancer stem cell; CRC, colorectal cancer; WDR5, WD Repeat Domain 5.

## Discussion

As a highly prevalent digestive system cancer, CRC shows a low survival rate at advanced stages of the disease. In recent years, CSCs have been found to play critical effects on tumor formation, heterogeneity, therapeutic resistance, and eventual recurrence and metastasis. However, our knowledge about the target genes involved in cCSCs expansion and therapeutic resistance and the related regulatory mechanisms for these genes remains largely limited. Other than cell sorting using specific cell surface markers, cCSCs could also be enriched according to their particular characteristics such as side population, low proteasome activity and low intracellular ROS, spheroid formation, or chemoresistance [36–38]. 

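Among the 14429 genes compared by RNA-seq between spheroids and adherent cells, 4316 rose more than ABCG2 in HCT116, where its log2 fold change stood at percentile 70.1. In LOVO, 13015 genes rose more or fell less than ABCG2, and its log2 fold change stood at percentile 9.79. In all, 3927 genes were higher in the spheroids of both lines, and ABCG2 was not one of them.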

In the current study, cCSCs were enriched by spheroid formation upon chemotherapeutic treatment, and ABCG2 was focused among the up-regulated genes in cCSCs by comparation to the adherent cancer cells. Moreover, ABCG2 was further identified based on its elevated expression in chemo-insensitive, recurrent, and metastasized CRC tissues. In the subsequent study, our data showed that ABCG2 promoted the self-renewal and expansion of cCSCs, thereby contributing to drug resistance production and CRC progression.

It is well established that ABCG2 is a star marker of drug tolerance, and its overactivation has been found to occur in almost all tumors with drug resistance or metastasis, including CRC [39]. Nevertheless, as one of the most studied molecules, our understanding about the regulatory and signaling network of ABCG2 remains incomplete in CRC, especially regarding to its progressive role in cCSCs expansion and drug resistance. Here, the upstream regulatory mechanisms of ABCG2 in cCSCs were explored. Through DNA pull-down and MS analysis, multiple transcriptional factors were found to bind to the ABCG2 promoter, among which, TOX3 was selected and investigated. As one of the least well-characterized transcriptors, our knowledge about its function in cancer development is very limited. TOX3 is previously found to be a novel candidate regulator yielding specific enteroendocrine phenotypes [30]. In addition, it is also reported to improve the discriminatory accuracy of BCRAT modestly for breast cancer [40]. However, hitherto, the published work shows contradictory results relating to its impact on tumorigenesis, suggesting that more careful dissections are required for TOX3 in different cancer types and different stages of the same cancer type [28,41–43]. Our present results reveal that TOX3 is particularly abundant in cCSCs and metastatic and recurrent tumor tissues from CRC patients and is essential for cCSCs evolution and drug resistance development by transcriptionally up-regulating ABCG2 via binding at ABCG2 promoter, which suggests that TOX3/ABCG2 signaling may represent a new layer of control for cancer initiation and progression, particularly for CRC, by reshaping cancer cell stem-like traits and drug resistance.

Considering the function of TOX3 in regulating downstream target gene transcription by acting as a transcriptional coactivator and its reported interaction with the p300/CBP transcriptional complex [26], we reasonably supposed the existence of some synergizers in its regulation on ABCG2 transcription in cCSCs. Based on IP-MS analysis, WDR5 was found to interact with TOX3 and synergistically regulate the transcription and subsequent expression of ABCG2, thus promoting cCSCs expansion and drug resistance. Intriguingly enough, WDR5 not only showed the binding at the promoter of ABCG2 gene, but also showed the same binding site with TOX3 within ABCG2 promoter, implying the recruitment and necessity of WDR5 in the regulation of ABCG2 transcription mediated by TOX3. Furthermore, given the essential role of WDR5 in mediating the tri-methylation of H3K4 and transcriptional activation of target genes involved in pluripotency, development and cancer, and H3K4me3 functioning as a key histone modification that often selectively localizes to target gene promoters to activate target gene transcription [44,45], we explored and confirmed the dependence of TOX3 on the methyltransferase activity of WDR5 and tri-methylation of H3K4 mediated by it during the activation of ABCG2 transcription. As evidenced by pull-down and ChIP assays, the application of OICR-9429, a high affinity small molecule compound that can competitively block the interaction of WDR5 with MLL protein via binding the central peptide-binding pocket of WDR5, simultaneously reduced the enrichment of histone H3K4me3, WDR5, and TOX3 in the ABCG2 promoter region, leading to the inhibition of ABCG2 transcription. Thus, to our knowledge, it should be the first time to be fully characterized that TOX3/WDR5/H3K4me3 complex binds to ABCG2 promoter to co-control its transcription via chromatin modifications. In line with the established points that changes in the global genome-wide landscape of histone methylation are essential for cancer cell proliferation and stem-like traits during cancer onset and progression, we demonstrated the utility of TOX3/WDR5/H3K4me3 signaling axis as selective chromatin binders in CRC cells to promote cCSCs expansion and drug resistance by stably expressing ABCG2. Of note, in agreement, besides WDR5, the other members of the WRAD complex, such as ASH2L [ash2 (absent, small, or homeotic) like], RBBP5 (retinoblastoma-binding protein 5), and DPY30 (*C*. *elegans* dpy-30 homolog) [46] were also enriched at ABCG2 promoter, especially in cCSCs, but not in adherent cells (Fig 4E). However, unlike WDR5, their binding at ABCG2 promoter was not affected by TOX3 expression level (Fig 4G). Considering that although it has been reported that depletion of any component of the WRAD complex results in the global loss of H3K4 methylation to varying degrees [47–49], WRAD complex tends to be complicated with the evolution of species, and there might be other variable factors in different complexes [50]. Based on our current results, we could only preliminarily conclude that TOX3 was involved in the establishment and maintenance of the stem-like traits of CRC cells mainly by facilitating the transcription of ABCG2 via recruiting WDR5 and its subsequent promotion on the tri-methylation of H3K4 at ABCG2 promoter region. As for the engagement and contribution of the other component within the WRAD core catalytic complex during this transcriptional regulation and even during the stemness initiation and maintenance of CRC cells, all these issues deserve to be further explored later.

WDR5 has been well established to serve as an oncogene to be involved in tumorigenesis and development [51]. Thus, inhibitors targeting WDR5, especially those blocking its methyltransferase activity, present the possibility of being developed as anticancer agents. As one of these compounds, OICR-9429 showed anticancer efficacy by inhibiting cell vitality in colon and prostate cancer [52–54]. However, the biological functions affected by OICR-9429 in CRC stem-like traits maintenance remain unknown. In this study, we firstly discovered that OICR-9429 inhibited the stem-like traits of CRC cells by blocking ABCG2 activation induced by TOX3\WDR5\H3K4me3 complex, being manifested by the suppressed proliferative potential, the down-regulated stem-like traits-related protein markers and the attenuated spheroid-forming ability in cCSCs upon OICR-9429 treatment. Furthermore, consistent with the previous studies showing that epigenetic modification-associated proteins, such as HDAC6, EZH2, and H3K4me3, played a vital role in chemoresistance regulation, we also found that OICR-9429 suppressed tumor growth and promoted the chemosensitivity of oxaplatin in CRC cells in vivo, suggesting that the combined treatment of OICR-9429 and oxaliplatin could improve the curative effect and reduce the side effects of original chemotherapy. Therefore, to expand upon this, WDR5 depletion, combined with chemotherapeutics, could be considered as a promising candidate strategy in anti-CRC therapy to improve clinical outcomes by disrupting stem-like traits of cancer cells and amplifying the toxic effects of chemotherapeutics.

Since TOX3-WDR5/ABCG2 signaling axis has been found to play a vital role in cCSCs expansion and drug resistance according to our in vitro and in vivo research, and cancer stem-like traits serve as a molecular phenotype, which is closely related to tumor metastasis, spread and the poor clinicopathological characteristics, further exploring the clinical implications of this signaling axis seems necessary. Here, we reviewed the medical records of 2,989 patients with CRC, and finally screened 50 patients with drug resistance or metastasis, including 30 patients with metastasis and 20 patients with drug resistance after chemotherapy. Compared with normal tissues, whether ABCG2, TOX3, or WDR5 is up-regulated in clinical metastatic and drug-resistant tumor specimens, and shows a strong prognostic value for OS and DFS in drug-resistant CRC patients. Beyond this, the high expression level of ABCG2, TOX3, and WDR5 in CRC tissues and their prediction for patient survival was further confirmed based on the data from both the GEO dataset and the TCGA database. Combined with the results from the AOM/DSS-induced in situ CRC mouse model that the expression of ABCG2, TOX3, and WDR5 was elevated in oxaliplatin-resistant tumor tissues, our study provides a robust evidence support to develop TOX3-WDR5/ABCG2 signaling axis as the candidate biomarkers to predict the chemosensitivity and even the clinical outcomes of CRC patients.

To sum up, our results, for the first time, demonstrate the contribution of TOX3-WDR5-H3K4me3/ABCG2 signaling axis to CRC initiation and development by accelerating stem-like traits and drug resistance evolution (Fig 7F). The synergistic anchoring of TOX3 with WDR5 at the promoter of ABCG2 causes the enrichment of histone H3K4 tri-methylation, thereby further promoting ABCG2 transcription and expression and subsequent cancer stem-like traits expansion and drug sensitivity deregulation. Consistent with ABCG2, TOX3, or WDR5 itself also shows the abnormally high expression in the metastasized or recurrent CRC tissues after receiving chemotherapy, and their respective activation confers stem-like traits and drug insensitivity enhancement in CRC cells. The combination of TOX3-WDR5/ABCG2 signaling axis could not only be considered as a group of combinational candidate therapeutic targets in anti-CRC therapy, but also serve as a group of more efficient cascade predictors for the survival of CRC patients with recurrence or metastasis. Of course, with further study in the future, more aspects of the function for this signaling axis should be disclosed.

## Conclusions

In brief, our study uncovers that ABCG2 is overactivated transcriptionally by TOX3 via recruiting WDR5 and the subsequent histone H3K4 tri-methylation in CRC, leading to the enhanced self-renewal of cCSCs and drug resistance, particularly chemoresistance, and finally contributing to the recurrence and metastasis of CRC patients after receiving chemotherapy, highlighting the potential of targeted interventing TOX3-WDR5-H3K4me3/ABCG2 signaling axis in overcoming the challenges of drug tolerance and antagonizing CRC recurrence or metastasis, and also the potential of developing TOX3-WDR5/ABCG2 signaling axis as a group of cascade biomarkers for predicting the survival of CRC patients with recurrence or metastasis.

## Materials and methods

### Cell lines

CRC cell lines (RKO, LoVo, DLD1, HCT116) were obtained from American Type Culture Collection (Manassas, Virginia, United States of America). RKO were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% FBS. LoVo, DLD1, and HCT116 were maintained in RPMI-1640 medium containing 10% FBS. All the cell lines mentioned above were cultured in a humidified atmosphere with 5% CO_2_ at 37°C.

### Reagents and antibodies

Oxaliplatin, irinotecan, and regorafenib were purchased from Selleck (S1224, S5026, S1178). Antibodies against GAPDH, TFIIB, CD133(18470-1-AP), CD44 (15675-1-AP), SOX2(11064-1-AP), H3K9me3(61013), H3K27ac(39085), H3K27me3(91404), DPY30(16281-AP), RBBP5(61406), and ABCG2(27286-1-AP) were purchased from Proteintech Group (Wuhan, Hubei, China). The antibodies against EpCAM (#2929), WDR5 (#13105), H3K4me3 (#9751) were purchased from Cell Signaling Technology (USA). The antibodies against Ki67 (sc-23900) and ASH2L (sc-81184) were purchased from Santa Cruz Biotechnology (USA).

### Plasmids and lentivirus infection

The Plvx-IRES-mCherry C1 human ABCG2 plasmid was purchased from YouBio company (Hunan, China). To generate the pcDNA3.1- TOX3 and pcDNA3.1- WDR5 plasmid, we amplified the full-length TOX3 and WDR5 gene by RT-PCR from LOVO cell cDNA and cloned it into pcDNA3.1 vector (V790, Invitrogen, USA). The infection was mediated by lentivirus following the packaging kit (Lentc-Pac HIV expression packaging kit, GeneCopoeia). The transient transfection was performed using Lipofectamine 3000 reagent according to the manufacturer’s protocol (Invitrogen, Carlsbad, California, USA).

### siRNA design and transfection

The siRNAs targeting TOX3 (siRNA1: 5′- GGAUCAGAGCCACACACAATT-3′ and 5′- UUGUGUGUGGCUCUGAUCCTT-3′; siRNA2: 5′- GCGUCGACCAAUCUAACAUTT-3′ and 5′- AUGUUAGAUUGGUCGACGCTT-3′), siRNAs targeting WDR5 (siRNA1: 5′- GCUCAGAGGAUAACCUUGUTT-3′ and 5′- ACAAGGUUAUCCUCUGAGCTT-3′; siRNA2: 5′- CCCAGUCCAACCUUAUUGUTT-3′and 5′- ACAAUAAGGUUGGACUGGGTT-3′), negative control siRNA (5′-UUCUCCGAACGU GUCACGUTT-3′ and 5′-ACGUGACACGUUCGGAGAATT-3′) were purchased from Shanghai GenePharma Co (Shanghai, China). Cells plated in 96-well plates or 6-well plates were transfected with 0.2 or 2 μg of siRNAs for each well using lipo2000 according to the manufacturer’s protocol (Invitrogen, Carlsbad, California, USA).

### Patients cohort and tissue microarrays

In total, 50 pairs of CRC and corresponding metastatic or recurrent tumor tissues were obtained from CRC patients without preoperative treatment in the form of surgical resections collected from 2003 to 2019 at The First Affiliated Hospital of Dalian Medical University (Dalian, China). Among these 50 patients, 30 cases were metastatic tumor tissues and 20 cases were recurrent tumor tissues after radical surgical treatment and chemotherapy. Ethical approval for this retrospective analysis of clinical and biological data was obtained from The First Affiliated Hospital of Dalian Medical University Ethics Committee.

The human CRC tumor tissue microarrays were purchased from Outdo Biotech Company (Shanghai, China). Total 180 cases with CRC were arranged into 3 tissue array blocks. The protein expression levels of TOX3, ABCG2, and WDR5 were analyzed according to the staining level of tissue microarrays. All tissue samples were obtained from the patients without anticancer treatment before tumor resection. Information from all patients such as TNM (tumor-node-metastasis) stage and overall survival was wholly available.

### RNA sequencing and bioinformatics analysis

The cells or tissues were collected, and total RNA was extracted. Expression profiles of mRNA were analyzed using sequencing assay. 

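At a log2 fold change of 1 instead of 2, 316 genes were higher and 480 lower in HCT116 spheroids, and 1236 were higher and 1133 lower in LOVO spheroids. In both lines together, 93 genes were higher and 127 lower at that threshold. The base of the logarithm is not named in the paper's text and was taken as 2. The p-value threshold could not be applied within a cell line, where each condition had 1 library.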

The edgeR package was used then for DEGs (differential gene statistics) of the 2 groups, and the screening conditions were (Log FC > 2, P Val < 0.05). The top 20 (or 25) with the largest log FC (or sorted according to P Val) were selected to draw heat maps using the heat map package.

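Of the 20 genes drawn as up-regulated in Fig 1A, 4 had a log2 fold change above 2 in HCT116, 10 in LOVO and 3 in both lines, while 19 were above 1 in both. Of the 20 drawn as down-regulated, 12 were below -2 in HCT116, 9 in LOVO and 6 in both lines, and 20 were below -1 in both. When the genes were ordered by the smaller of their changes in the 2 lines, 7 of the genes drawn as up-regulated and 12 of those drawn as down-regulated were among the first 20, and 19 and 20 were among the first 100. The lowest mean FPKM over the 4 libraries was 7.37 among the up-regulated and 7.20 among the down-regulated genes. The first was that of ABCG2, which had an FPKM of only 0.691 and 0.897 in adherent HCT116 cells and HCT116 spheroids. The second was that of AC005326.1, which had 15 and 1 reads in adherent LOVO cells and LOVO spheroids.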

### Tumorsphere culture

CRC cells with indicated treatment were digested into single cells and were seeded in 35 mm ultralow attachment dishes (BIOFIL, 2,000 cells/dish) with continuous culture in serum-free DMEM/F12 medium (HyClone) containing B27 and N2 supplement (Gibco), bFGF (20 ng/ml), and EGF (20 ng/ml) for 2 weeks. Then, the pictures of the formed spheroids were taken by inverted microscope (Leica).

### Database analysis

The correlation analysis between TOX3 and ABCG2 in the tumor tissues of CRC patient were conducted in the R2: Genomics Analysis and Visualization Platform (http://r2.amc.nl), and the resulting figures and P values were downloaded. Expression profiles of mRNA data of CRC were downloaded from Gene Expression Omnibus (GEO) database (http://www.ncbi. nlm.nih.gov/geo/), and dataset GSE44076, GSE37182, GSE41258, GSE20916, GSE37182, GSE104645, was used to analyze the expression of TOX3, ABCG2, and WDR5 in normal and CRC. UALCAN analysis (http://ualcan.path.uab.edu/index.html) was used to estimate the expression levels of TOX3 or WDR5 based on cancer stages, sample types, and histological subtype in the Cancer Genome Atlas (TCGA).

### Luciferase reporter assay

To generate the ABCG2 gene promoter-driven luciferase reporter plasmid, the ABCG2 gene upstream sequences (−501 to +360, −381 to +360, −261 to +360, −141 to +360, +1 to +360) were cloned into PGL3-basic plasmid (Promega, Madison, Wisconsin, USA), respectively. CRC cells with different treatments were transfected with pGL3-ABCG2-luciferase plasmids mentioned above and pRL-TK-renilla-luc plasmids. Luciferase activity was measured using a Dual-Luciferase Reporter Assay System (Promega, USA). Data were normalized for transfection efficiency by dividing firefly luciferase activity by Renilla luciferase activity.

### Biotin pull-down assay

The biotin-labeled double-stranded oligonucleotide probes, which correspond to ABCG2 promoter sequence (−861 - +360), were synthesized by PCR using biotin-labeled primers from Sangon Biotech Company. The nuclear proteins (400 μg) were mixed with double-strand biotinylated ABCG2 promoter probe (0.4 μg), streptavidin agarose beads (50 μl) in 500 ml PBSI buffer containing 0.5 mM PMSF, 10 mM NaF, 25 mM β-glycerophosphate, and rotated for 4 h at room temperature (RT). The beads were centrifuged, washed with PBSI buffer for 2 times, and then were resuspended by loading buffer and boiled at 100°C for 10 min. The supernatant was analyzed by western blot.

### Chromatin immunoprecipitation assay (ChIP)

Briefly, the cells were fixed with 1% formaldehyde, scrapped, centrifugated, and sonicated on ice to shear the DNA into the fragments ranging from 200 bp to 500 bp. One-third of the total cell lysate was used as the DNA input control. The remaining two thirds of the lysate were subjected to immunoprecipitations with anti-TOX3, anti-WDR5, anti-H3K4me3, or nonspecific IgG. The immunoprecipitated DNA was subjected to PCR to amplify a 120 bp fragment of ABGC2 promoter. The PCR products were electrophoretically separated on a 2% agarose gel and visualized by GoldView staining.

### MALDI-TOF MS assay

After biotin pull-down assay mentioned above, the complexes are collected and boiled with the loading buffer. The supernatant was loaded onto the SDS/PAGE gel to separate the proteins. After silver staining, the differential bands were cut off and sent to do the mass spectrometry analysis.

### Animal experiments

All animal maintenance and operational procedures were carried out in accordance with the animal license agreement (No.AEE18043) approved by the Animal Care and Ethics Committee of Dalian Medical University. Male BALB/c nude mice, 4 to 5 weeks old, were purchased from Beijing Vital River Laboratory Animal Technology Co. Animals were randomly assigned to different groups when they reached 5 to 6 weeks old and received the corresponding treatments. The animal models were divided into 5 parts:

Part 1. HCT116 cells, including monolayer CRC cells and spheroids, were injected subcutaneously into the right flank of each mouse, respectively.

Part 2. HCT116 cells with stable knockdown of TOX3 and/or stable overexpression of ABCG2 and the corresponding control cells were firstly established by lentivirus infection. Then, the mice were randomly divided into 4 groups (4 mice per group): Scr+GFP, TOX3 shRNA+GFP, Scr+OE-ABCG2, TOX3 shRNA+OE-ABCG2, and the established stable cells (1 × 10^7^ suspended in 100 μl PBS) were injected subcutaneously into the right flank of each mouse, respectively, and LDA assay were performed.

Part 3. The same treatments were done as part 2. Immediately after tumor formation, the mice were i.p. administered oxaliplatin (4 mg/kg) once every 48 h for 14 days and LDA assay were performed.

Part 4. LOVO cells with stable overexpression of TOX3 or not (LOVO-GFP or LOVO-OE TOX3) were injected subcutaneously into the right flank of Male Balb/c nude mice for LDA assay. Immediately after tumor formation, mice were i.p. administered OICR-9429 (1.5 mg/kg per day) or vehicle (dimethylsulfoxide/distilled water at 1:24) for 7 days.

Part 5. The same treatments were operated as part 4. Immediately after tumor formation, besides OICR-9429, oxaliplatin (4 mg/kg) was employed to treat the nude mice through i.p. administration once every 48 h for 14 days. During the treatment, tumor diameter was recorded using digital calipers and the tumor volume in mm^3^ was calculated as V = (width^2^ × length)/2. Meanwhile, the number of tumors was counted. At the final time point, the mice were killed by cervical dislocation, and the tumors were removed, weighed, and partial of them in each group were quickly tripsinized for colony and spheroid formation assay or frozen in liquid nitrogen for WB analysis, while the rest of them were then fixed in 10% formalin used for the IHC experiment.

### Induction of CRC in situ model in mice

For the AOM/DSS-induced CRC model, BALb/c mice were injected intraperitoneally with 10 mg of AOM (Sigma) per kg body weight. Five days later, 3% DSS (molecular mass 40 kDa; Aladdin, China) was given in the drinking water for 6 days followed by regular drinking water for 2 weeks. This cycle was repeated twice with 2.5% DSS. On day 10, to induce drug resistance, oxaliplatin (2 mg/kg) or NS (normal saline) induction was performed. The mice were killed on day 90, and partial fresh tumor tissues were digested to get the generations of CRC cell spheroids, partial were used for western blot assay, and the rest were fixed in 10% formalin used for the IHC assay.

### Western blot

Proteins from cell lysate were quantified using a BCA protein assay kit, separated by electrophoresis in a 10% polyacrylamide gel (SDS-PAGE) and electrophoretically transferred to a polyvinylidenefluoride membrane (Millipore, USA). The samples were probed with the target-specific antibodies. The protein bands were detected finally by enhanced chemiluminescence.

### Cell viability assay

Cell viability was determined using the MTT assay. Briefly, different cell lines were seeded into 96-well plates with continuous culture for 12 to 24 h, and then the culture medium was changed to fresh, and the cells were treated accordingly. Five replicated wells were put up for each group. The effect of treatment on cell viability was assessed by comparison to the control group.

### FACS assay

FACS assay was performed according to the protocol reported in the previous study [29]. Briefly, cells seeded in plates were treated accordingly, and 48 h later, the cells were harvested and resuspended in binding buffer and stained using Annexin V-FITC/PI staining kit (Key-Gene BioTech, Nanjing, Jiangsu, China) based on the producers’ guidelines. The number of apoptotic cells was analyzed by flow cytometry (BD ACCURI C6).

### Colony formation assay

Briefly, different CRC cell lines were seeded into 6-well plate (2 × 10^3^ per well) and cultured for 12 to 24 h. Then, the cells were treated accordingly. After 24 or 48 h, the medium was changed into fresh containing 10% FBS and the cells were incubated for another 2 weeks until they grew into macroscopic colonies. Finally, the medium was removed, and the colonies were stained by 0.1% crystal violet and counted.

### Immunofluorescence assay

For confocal microscopy analysis, cells growing on chamber slides were washed by PBS and fixed for 10 min at RT with 4% paraformaldehyde. The samples were permeabilized with 0.2% Triton X-100 for 5 min, and then blocked with 10% bovine serum albumin (BSA) in PBS for 30 min. Antibodies were added to the sample and incubated overnight at 4°C. Following 10-min washes each time for 3 times with PBS, fluorescein isothiocyanate or rhodamine-conjugated secondary antibodies were added in 1% blocking solutions and incubated for 90 min. Subsequently, the stained samples were mounted with vectashield solution containing 4′6-diamidino-2-phenylindole (DAPI) to stain cell nuclei. After 5 additional 10-min washes, the samples were examined with a Leica DM 14000B confocal microscope.

### Co-immunoprecipitation

Briefly, cell nuclear extract proteins (400 μg) were incubated respectively with a specific antibody against the target protein or a nonspecific IgG at a final concentration of 5 μg/ml for 12 h at 4°C. The immune complexes were pulled down by protein A/G agarose beads (Santa Cruz Biotechnology). After extensive washing with cold PBS, the immunoprecipitated proteins were separated by SDS-PAGE and analyzed by western blotting using specific antibody.

### Immunohistochemistry staining

Tumors were dissected and fixed in 10% formalin overnight. Then, the fixed tissues were embedded in paraffin for sectioning and incised to 4 μm thick. After antigen retrieval in hot citrate buffer (pH 6.0) for 20 min, immunohistochemistry was performed according to the DAB (3, 30-diaminobenzidine) Kit (Origene, China). Sections were stained with hematoxylin to recognize nuclear.

### Limiting dilution assay

Different CRC cell lines or CRC cells digested from the tumor xenografts in mouse were seeded into 6-well ultralow attachment culture plate (50, 100, 200 cells per well) in DMEM/F12 medium (Gibco) containing B27 and N2 supplement (Gibco), bFGF (20 ng/ml) and EGF (20 ng/ml) for 2 weeks, and then the proportion of the formed CSCs was calculated using ELDA (Extreme Limiting Dilution Analysis) software.

### Ethics approval and consent to participate

The animal research was approved by the Animal Experimental Ethical Committee of Dalian Medical University (Liaoning, China) and the study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals approved by the Committee. The human tumor tissue research was approved by the Biomedical Ethics Committee of Dalian Medical University (Liaoning, China) with the approval No. ChiCTR1900028751.

### Statistical analysis

Data are represented as mean ± standard deviation (SD). To compare the statistical differences, SPSS software (version 11.0, Chicago, Illinois, USA) or Graph Pad Prism software (San Diego, California, USA) was used by two-tailed Student’s *t* test or one-way ANOVA as approximate. *P* < 0.05 was considered to be a statistically significant difference.

## Supporting information

S1 Fig ABCG2 was highly expressed and transcriptionally regulated by TOX3 in cCSCs. (TIF) Click here for additional data file.

S2 Fig TOX3 was highly expressed in CRC and promoted cCSCs expansion. (TIF) Click here for additional data file.

S3 Fig Stable knockdown of TOX3 inhibited cCSCs expansion. (TIF) Click here for additional data file.

S4 Fig TOX3 sensitizes CRC cells to the treatment of chemotherapeutics and targeted agent. (TIF) Click here for additional data file.

S5 Fig TOX3 sensitizes CRC cells to the treatment of chemotherapeutics and targeted agent by targeting ABCG2. (TIF) Click here for additional data file.

S6 Fig WDR5 was highly expressed in CRC and anchored at the ABCG2 promoter in cCSCs. (TIF) Click here for additional data file.

S7 Fig WDR5 regulated ABCG2 expression and promoted cCSCs expansion. (TIF) Click here for additional data file.

S8 Fig TOX3 synergized with WDR5 to co–promote cCSCs expansion and drug resistance in vivo and in vitro. (TIF) Click here for additional data file.

S9 Fig The high expression of ABCG2 was positively correlated with TOX3 and WDR5 expression in CRC tissues and predicted poor prognosis in patients with CRC. (TIF) Click here for additional data file.

S1 Data Underlying data for Figs 1–7. (XLSX) Click here for additional data file.

S2 Data Underlying data for S1–S9 Figs. (XLSX) Click here for additional data file.

S1 Raw Images Original scan images for Figs 1C–1E, 1H, 2A, 2E, 2K, 4A, 4C, 4E, 4G, 5B, 5G, 6G, S1B, S1H, S2G, S3A, S3E, S6E, S6G and S7E. (PDF) Click here for additional data file.

S1 Table Information of 20 down–regulated genes from RNA–seq (DOCX). (DOCX) Click here for additional data file.

S2 Table Information of 20 up–regulated genes from RNA–seq. (DOCX) Click here for additional data file.

S3 Table Correlation analyses of gene expression in relation to clinicopathologic variables from 94 patients with colorectal cancer. (DOCX) Click here for additional data file.

S4 Table Five–year overall survival rate analysis by Kaplan–Meier for 94 patients with colorectal cancer. (DOCX) Click here for additional data file.

S5 Table Univariate analysis of Cox’s proportional hazards regression model for 94 patients with colorectal cancer. (DOCX) Click here for additional data file.

S6 Table Correlation analyses of gene expression in relation to clinicopathologic variables from 50 patients with colorectal cancer before recurrence. (DOCX) Click here for additional data file.

S7 Table Correlation analyses of gene expression in relation to clinicopathologic variables from 50 patients with colorectal cancer after recurrence. (DOCX) Click here for additional data file.

S8 Table Five–year disease–free survival rate analysis by Kaplan–Meier for 50 patients with colorectal cancer. (DOCX) Click here for additional data file.

S9 Table Univariate analysis of Cox’s proportional hazards regression model for 50 patients with colorectal cancer. (DOCX) Click here for additional data file.

## Abbreviations

BSA: bovine serum albumin
cCSC: colorectal cancer stem cell
CRC: colorectal cancer
CSC: cancer stem cell
DMEM: Dulbecco’s Modified Eagle’s Medium
GEO: Gene Expression Omnibus
LDA: limited dilution assay
RT: room temperature
SD: standard deviation
SNP: single-nucleotide polymorphism
SP: side population
TNM: tumor-node-metastasis
WDR5: WD Repeat Domain 5

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256

F1

F1C

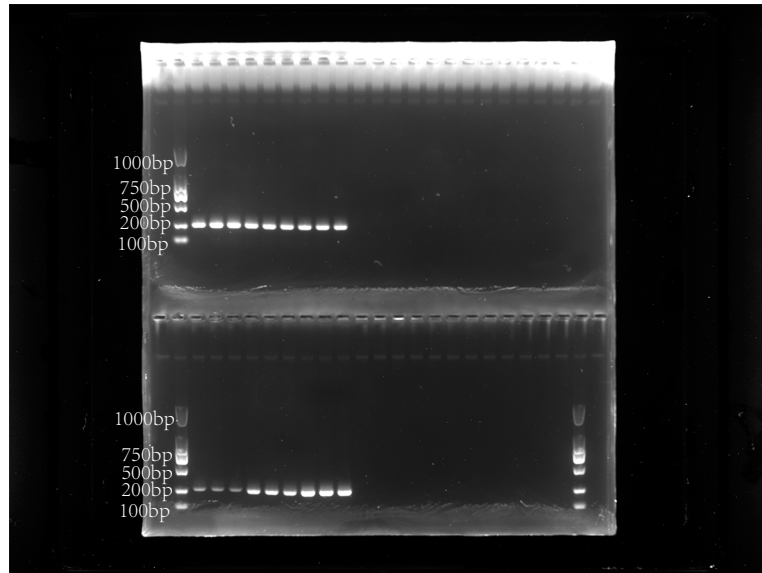

GAPDH

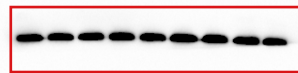

35kd

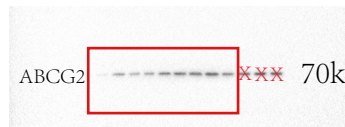

ABCG2

70kd

F1D

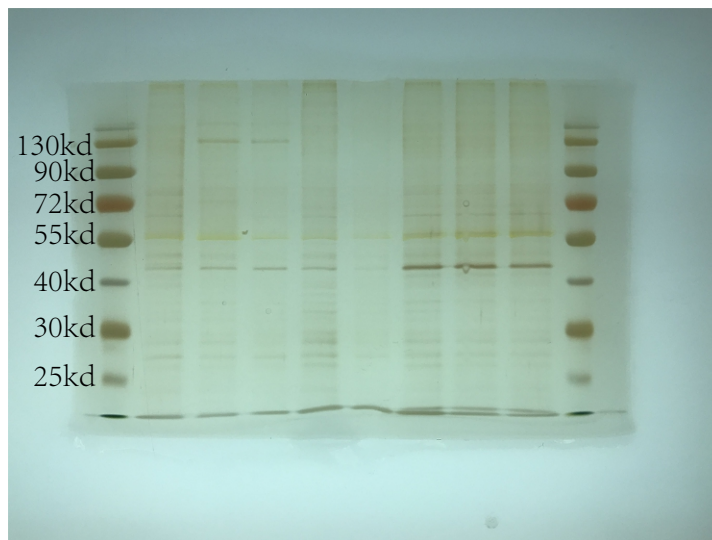

F1E

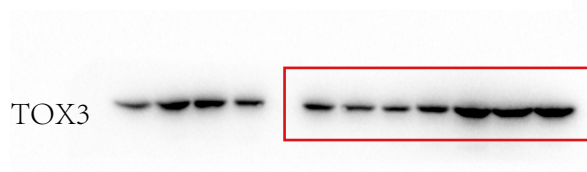

TOX3

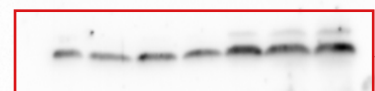

55kd

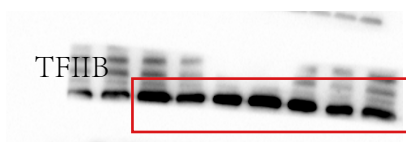

TFIIIB

30kd

F1

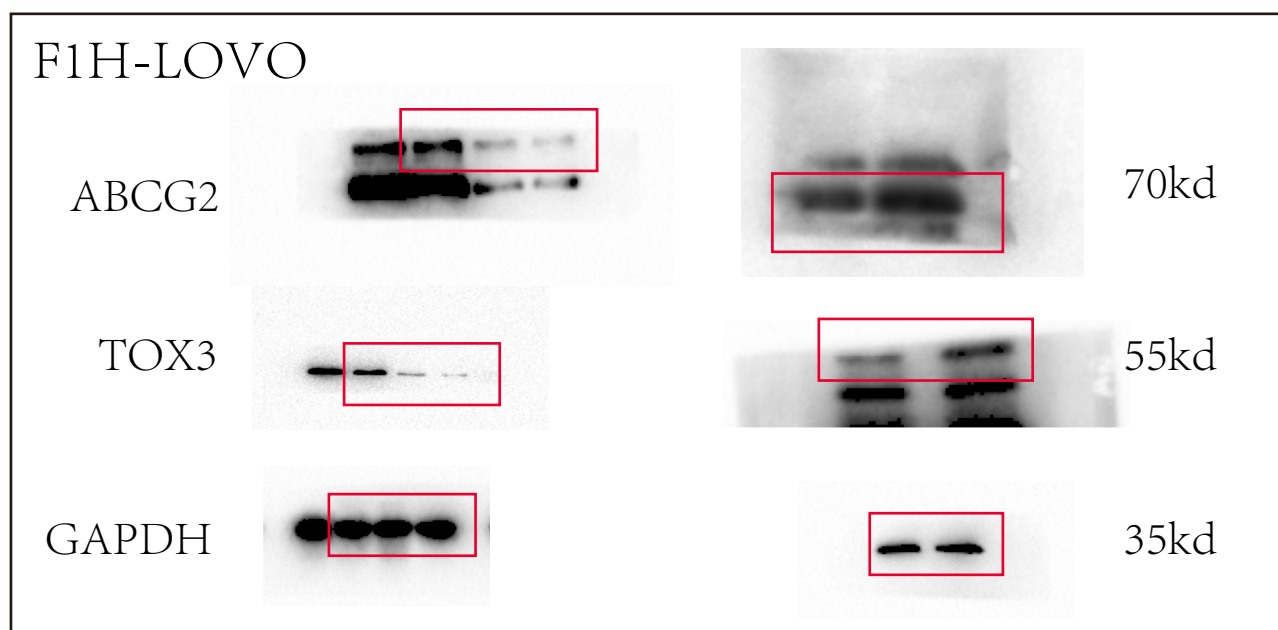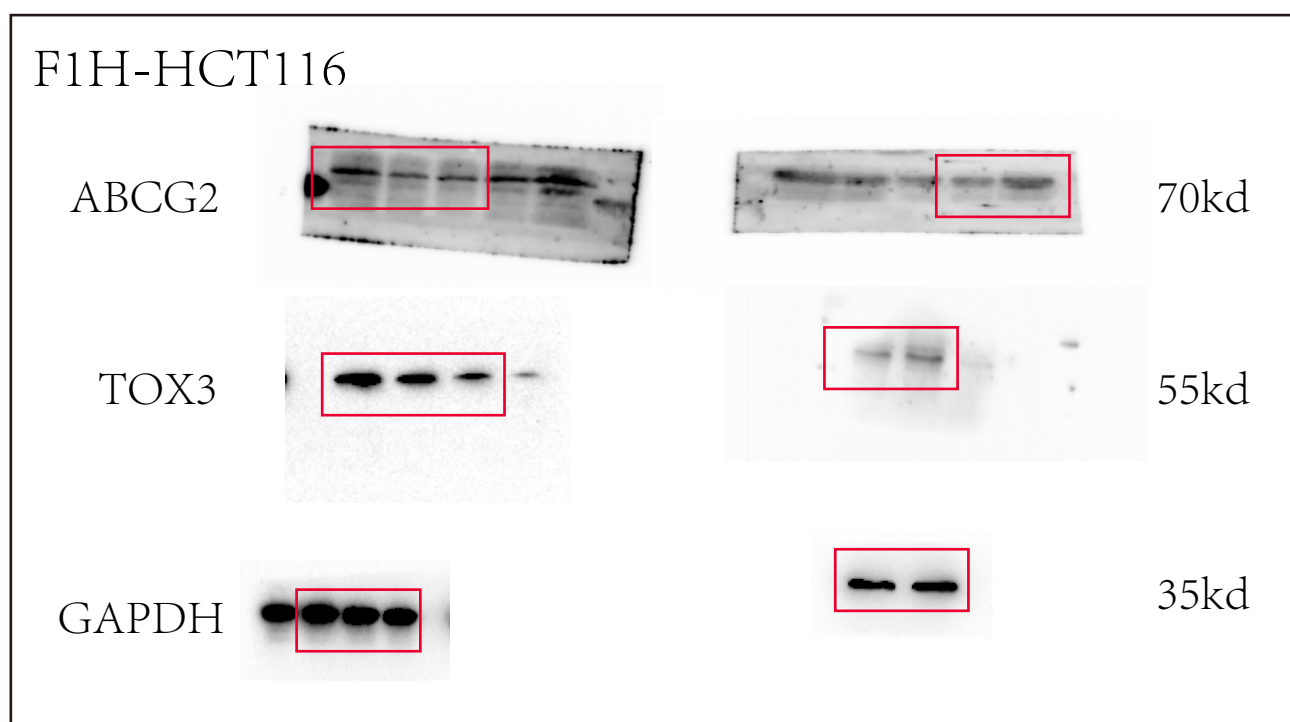

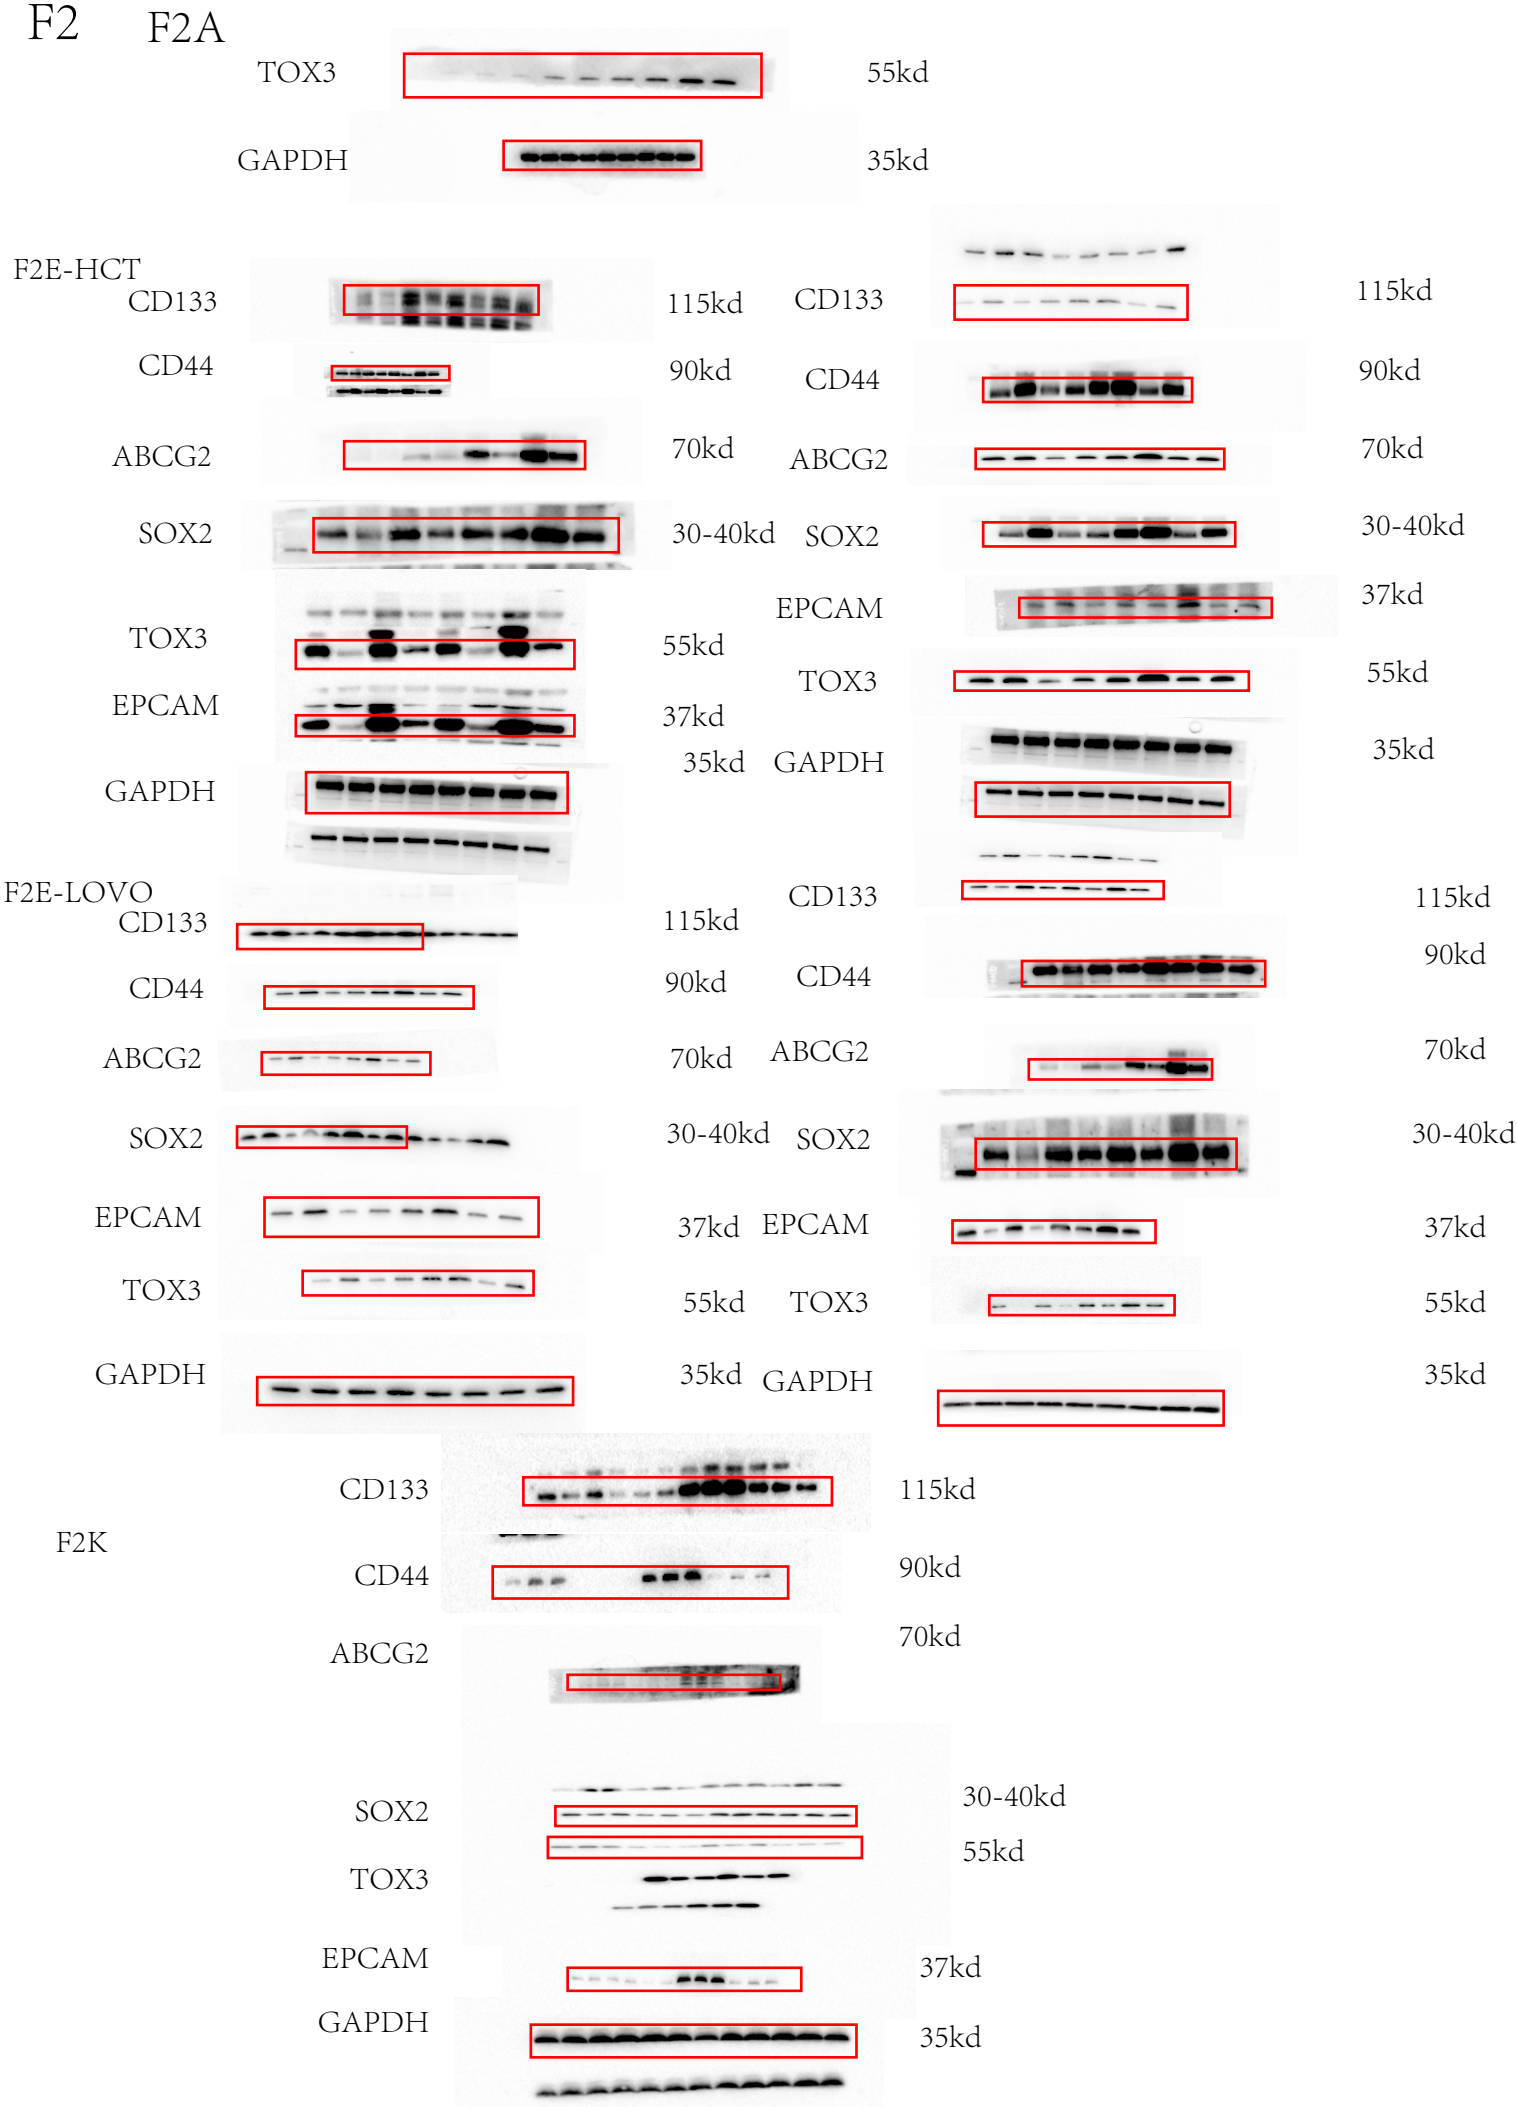

F4

F4A

130kd  
95kd  
72kd  
55kd  
43kd  
34kd  
26kd  
17kd

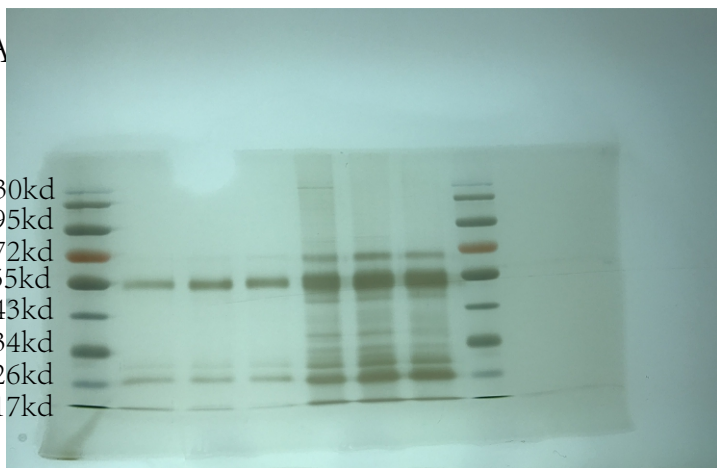

F4C

H3K4me3

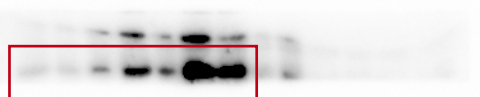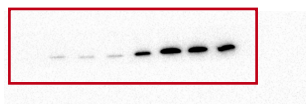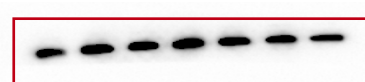

17kd

WDR5

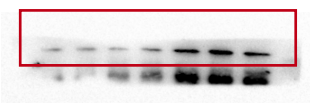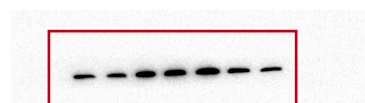

37KD

TOX3

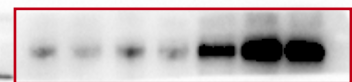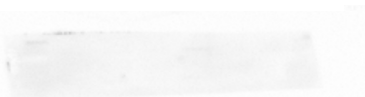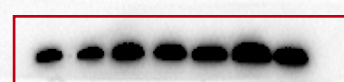

55KD

H3

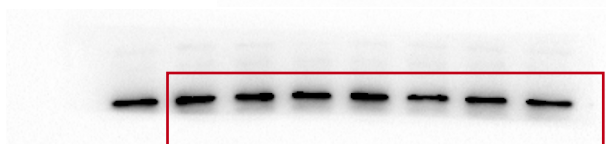

17kd

F4E

H3K4me3

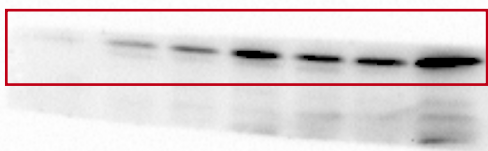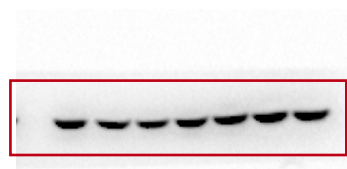

17kd

WDR5

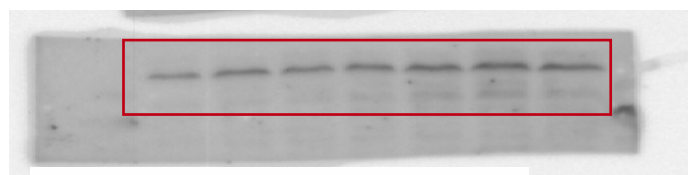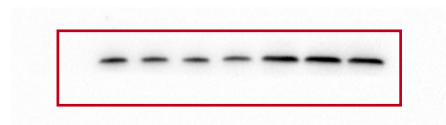

37kd

TOX3

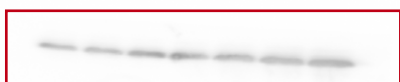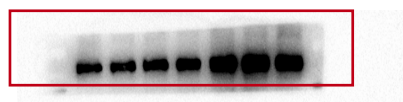

55kd

DYP30

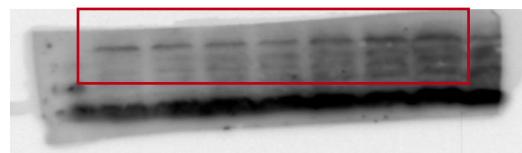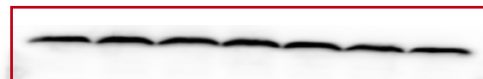

11kd

RBBP5

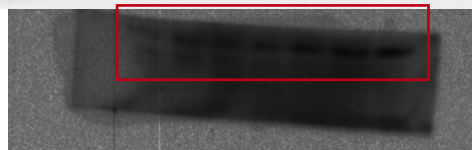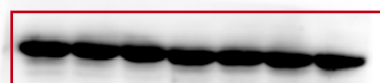

70kd

ASH2L

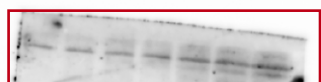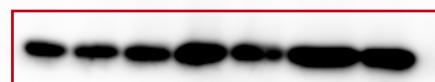

90kd

H3

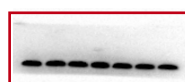

17kd

F4

F4G-HCT116

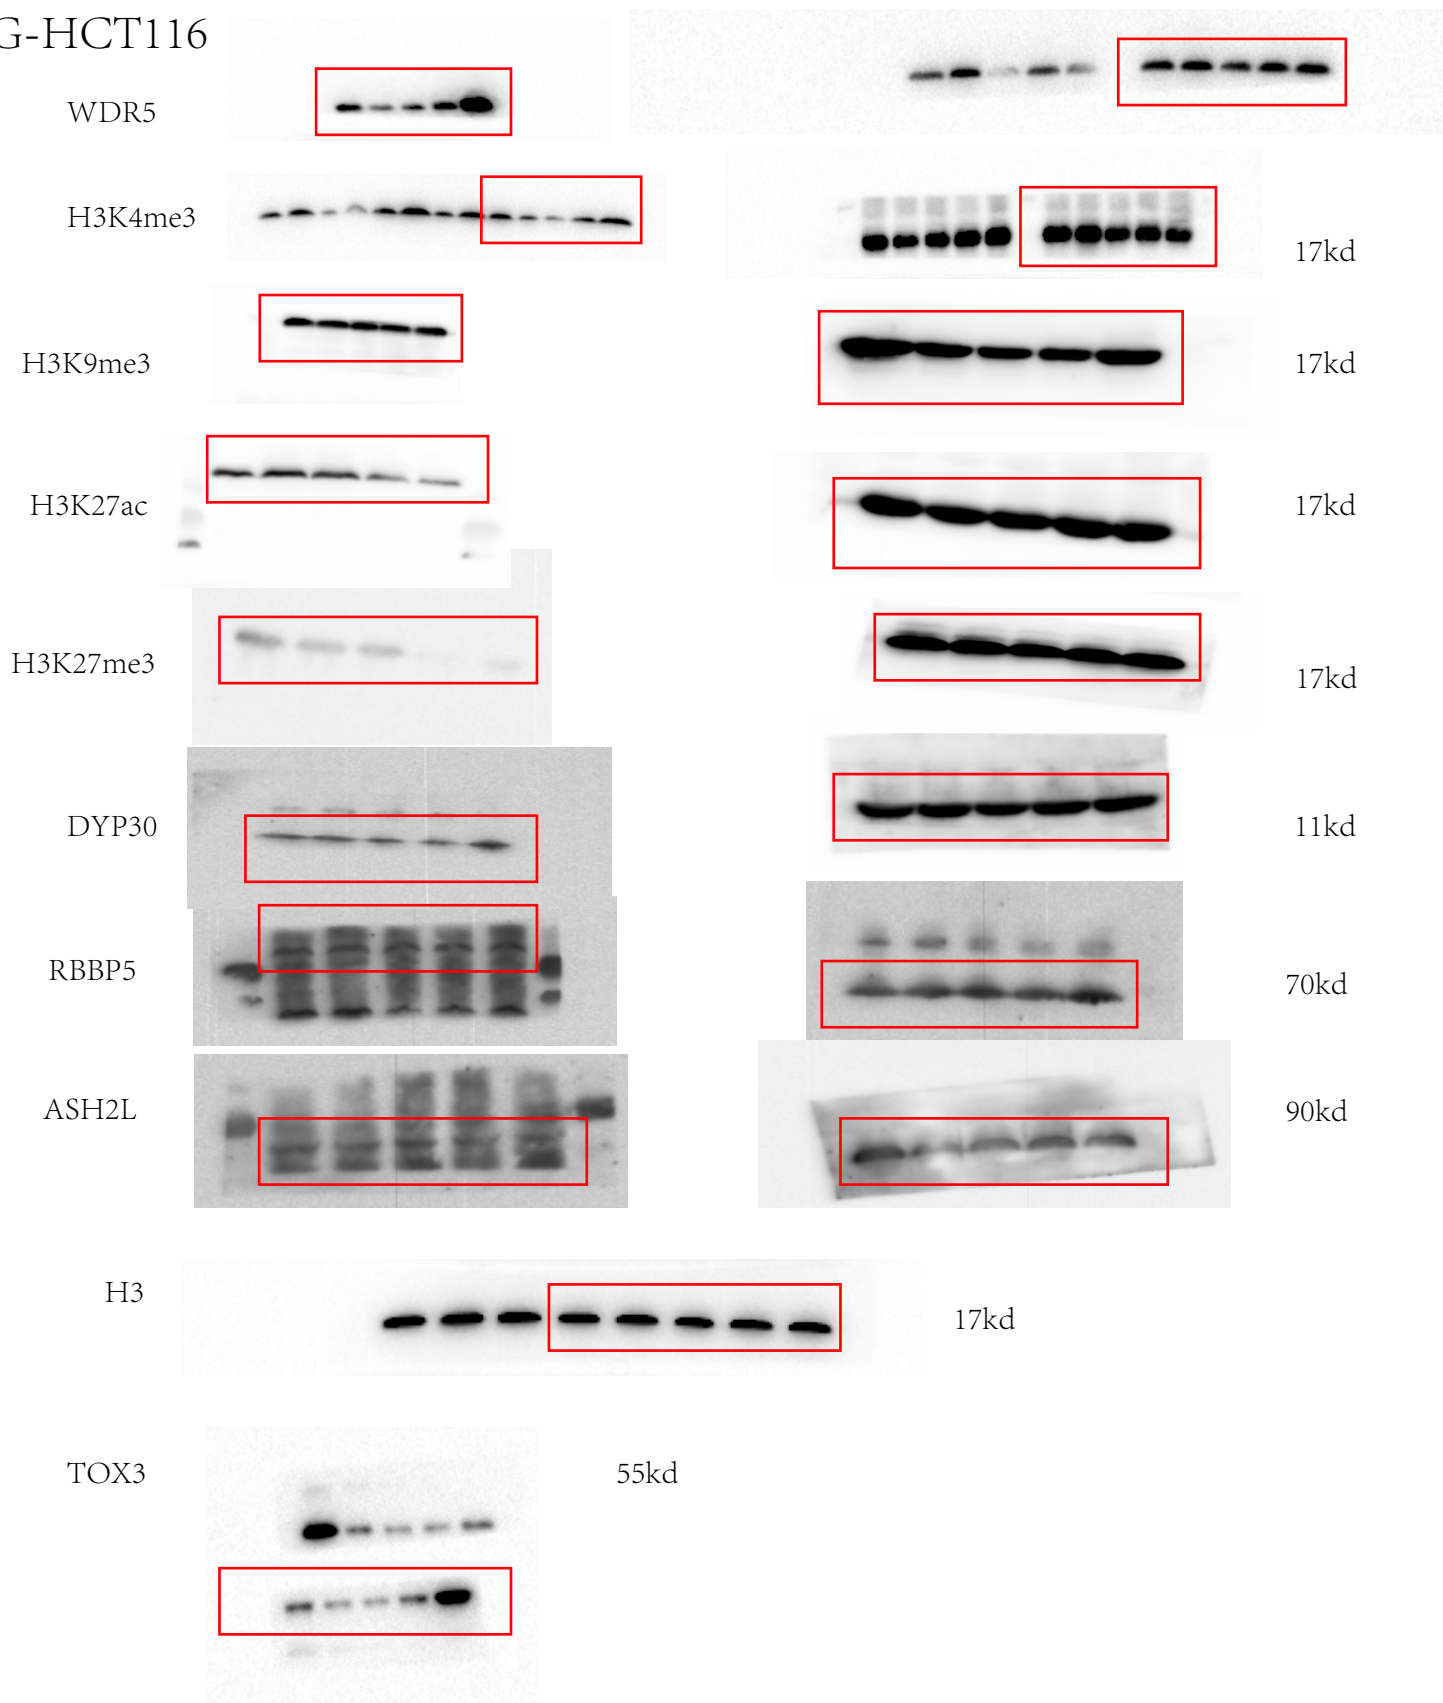

F4

F4G-LOVO

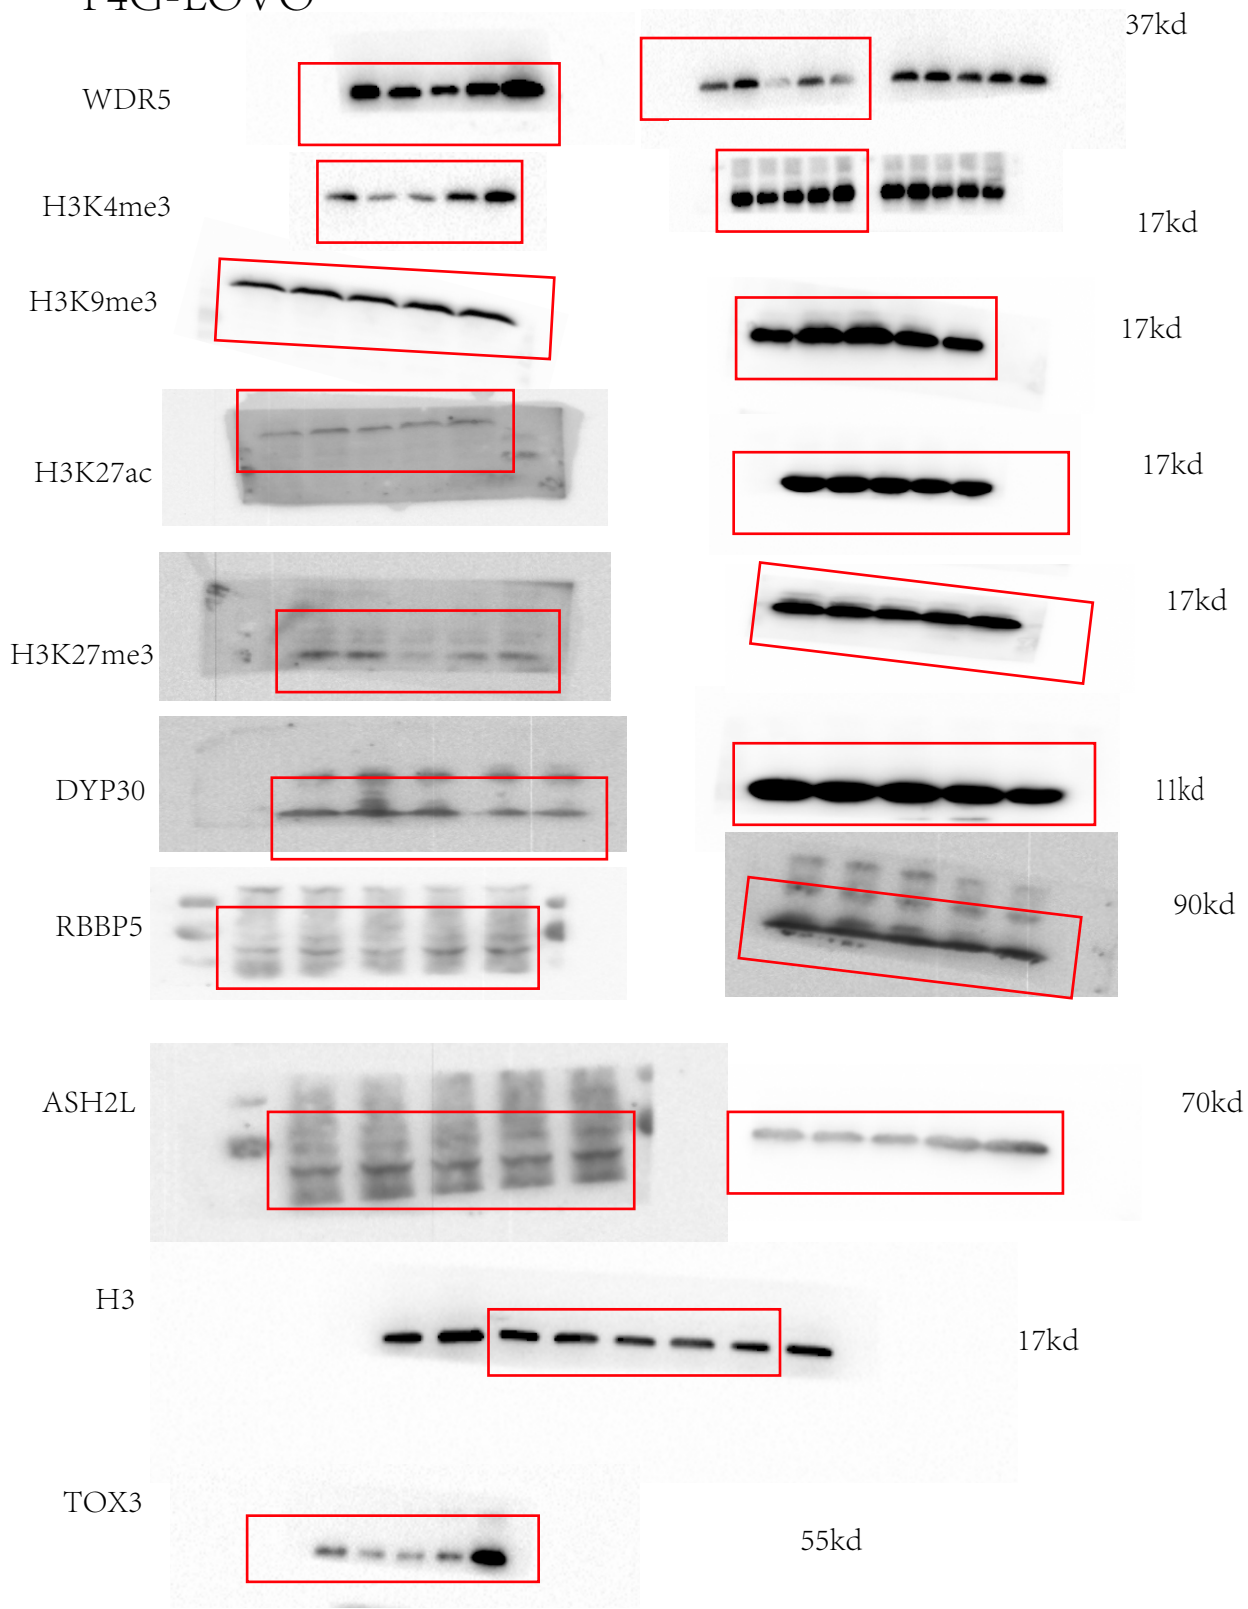

F5

F5B-HCT116

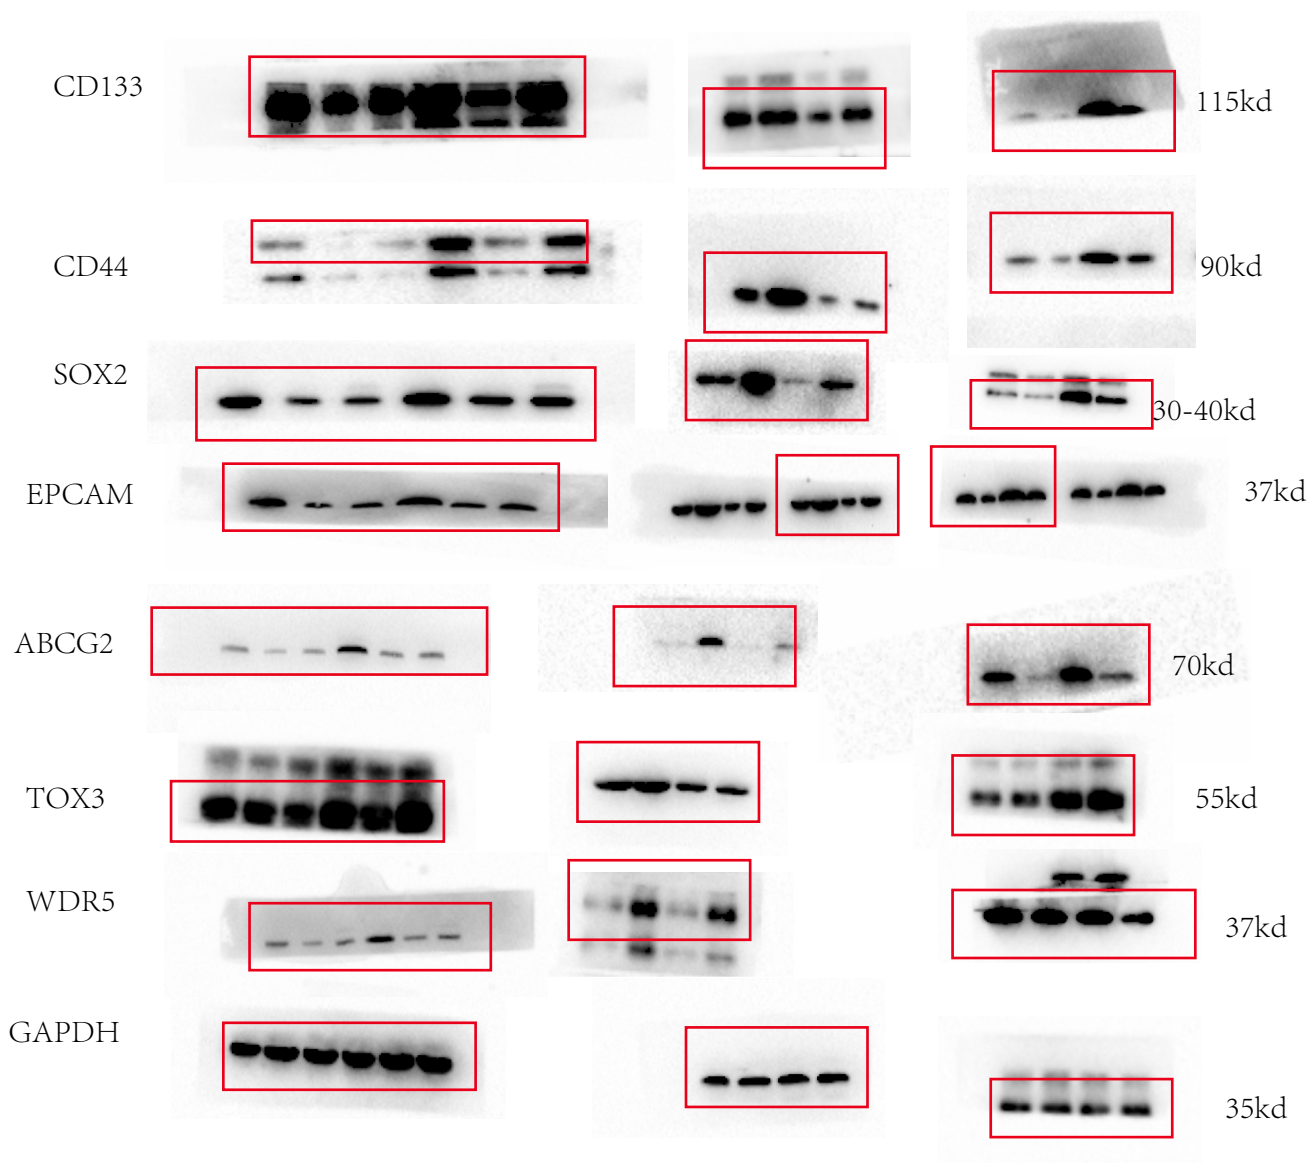

F5

F5B-LOVO

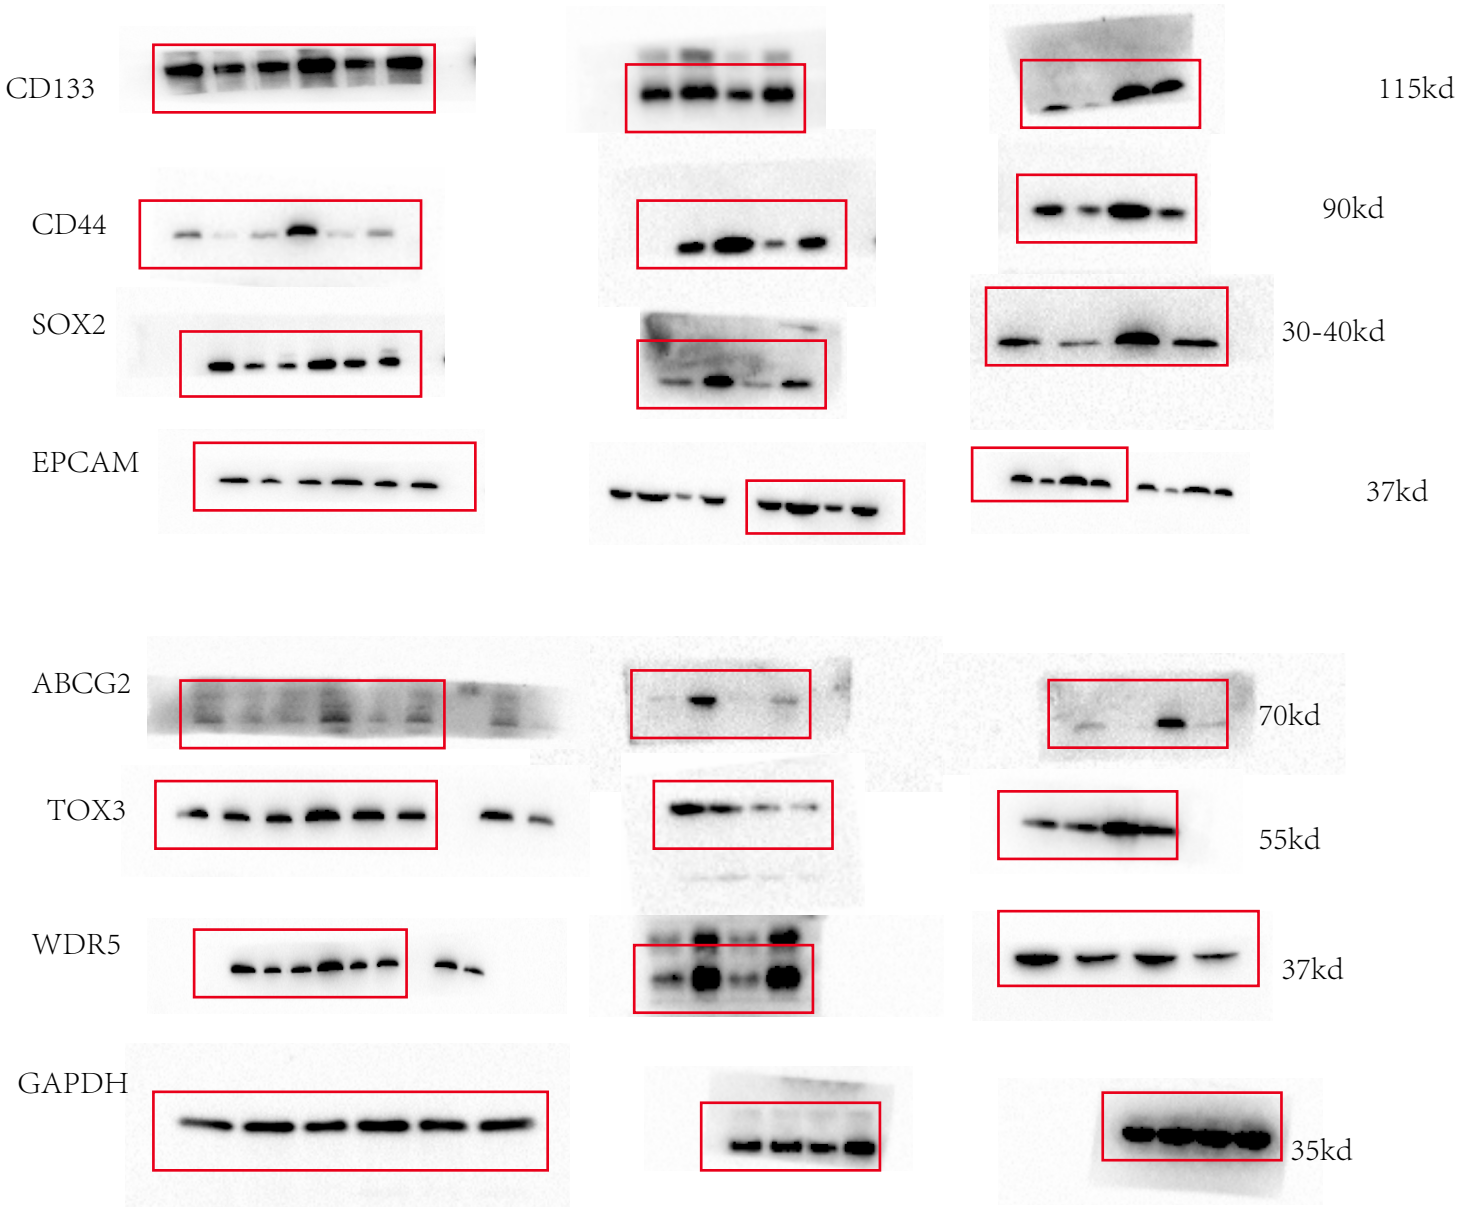

F5

F5G

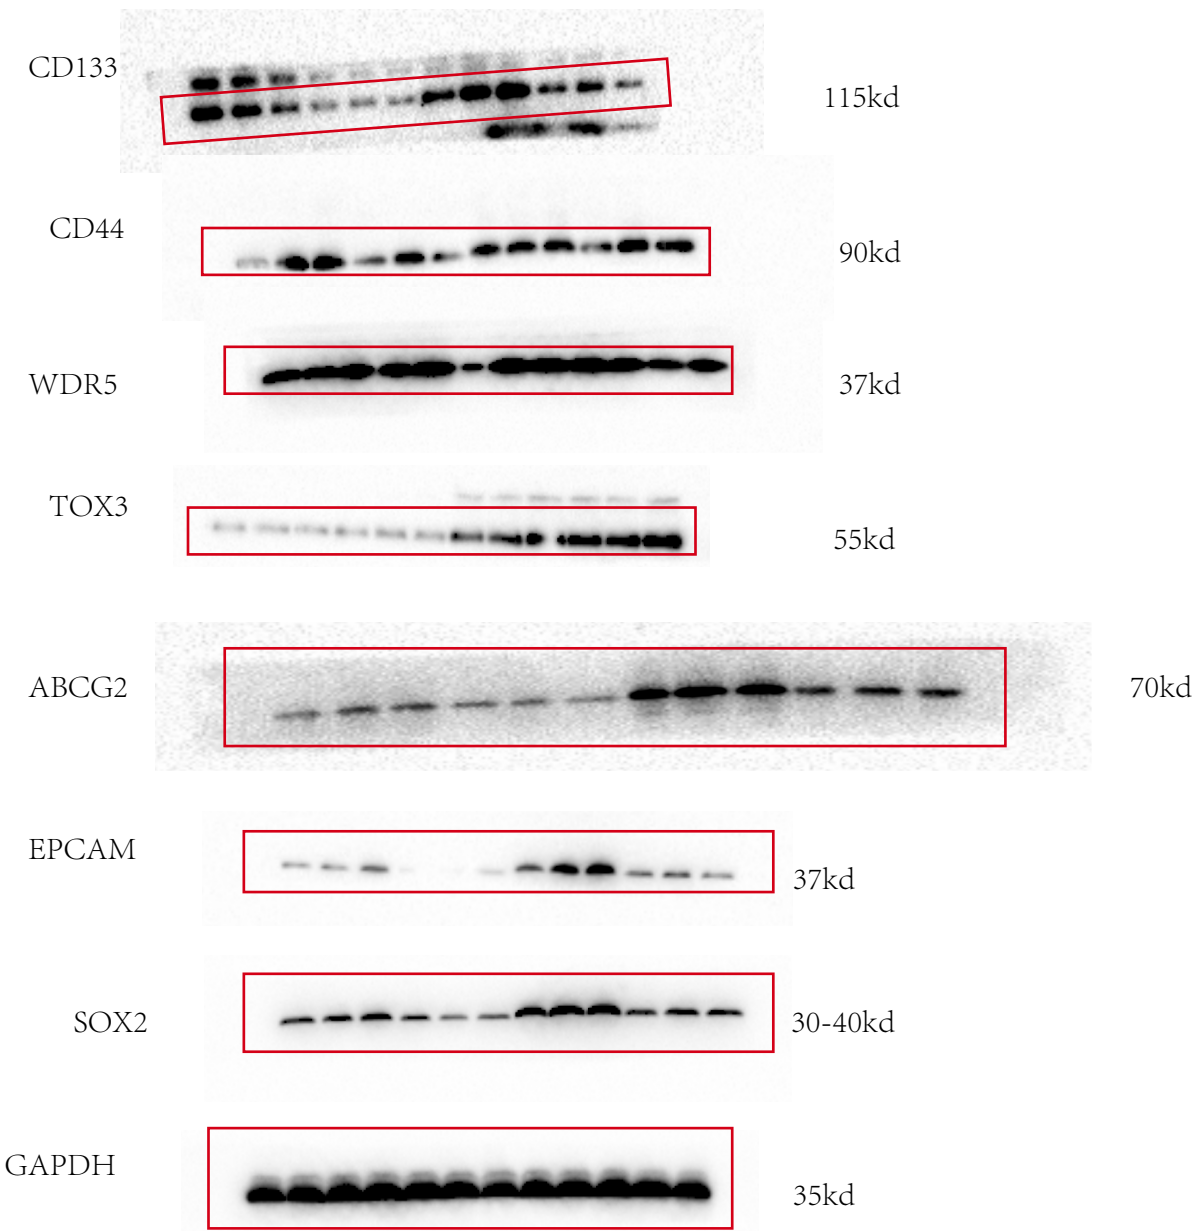

F6  
F6G

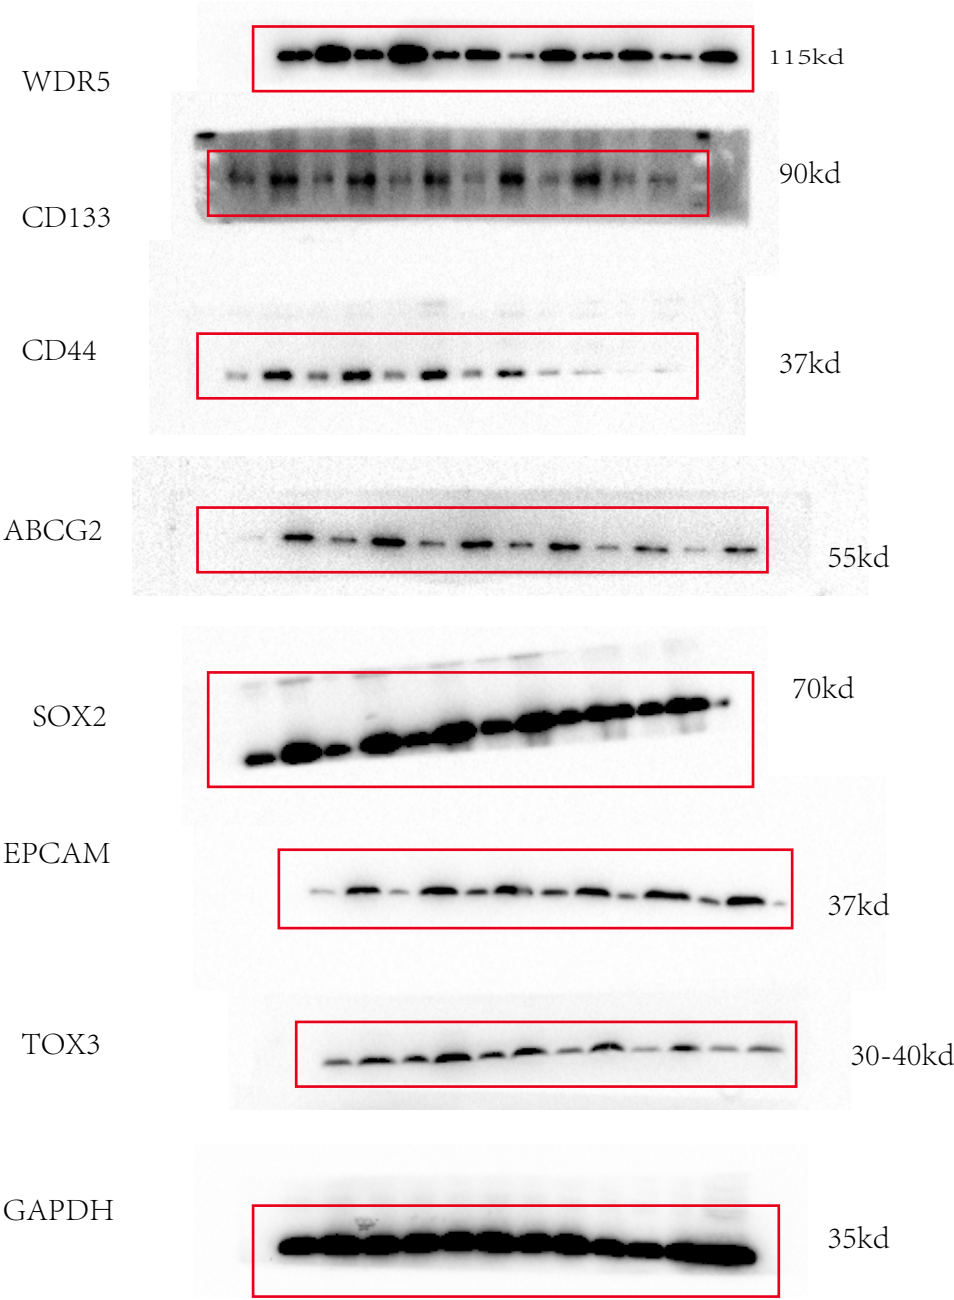

SF1

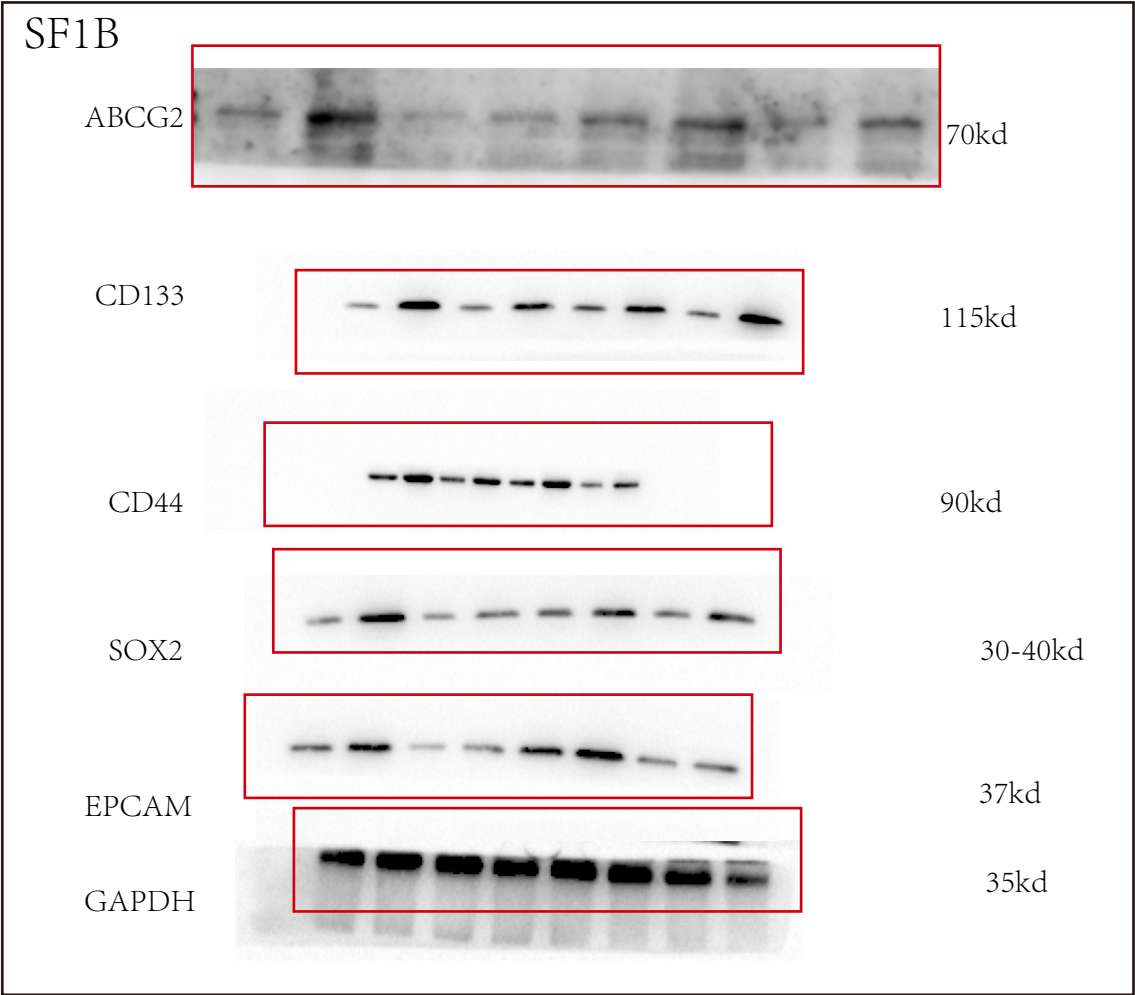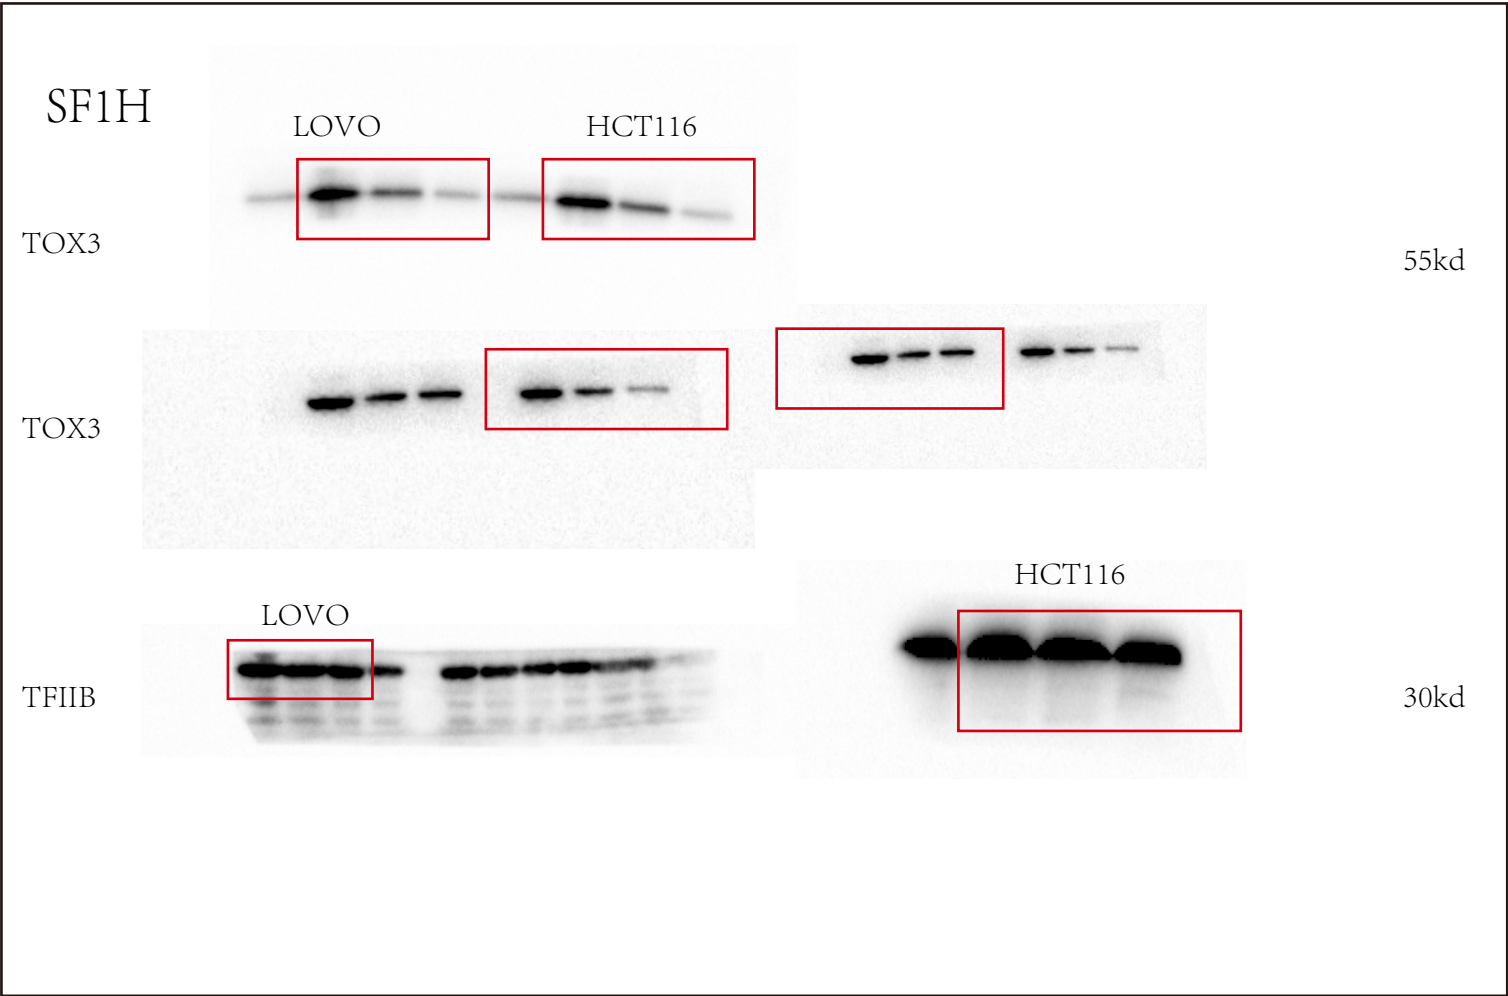

# SF2

## SF2G-LOVO

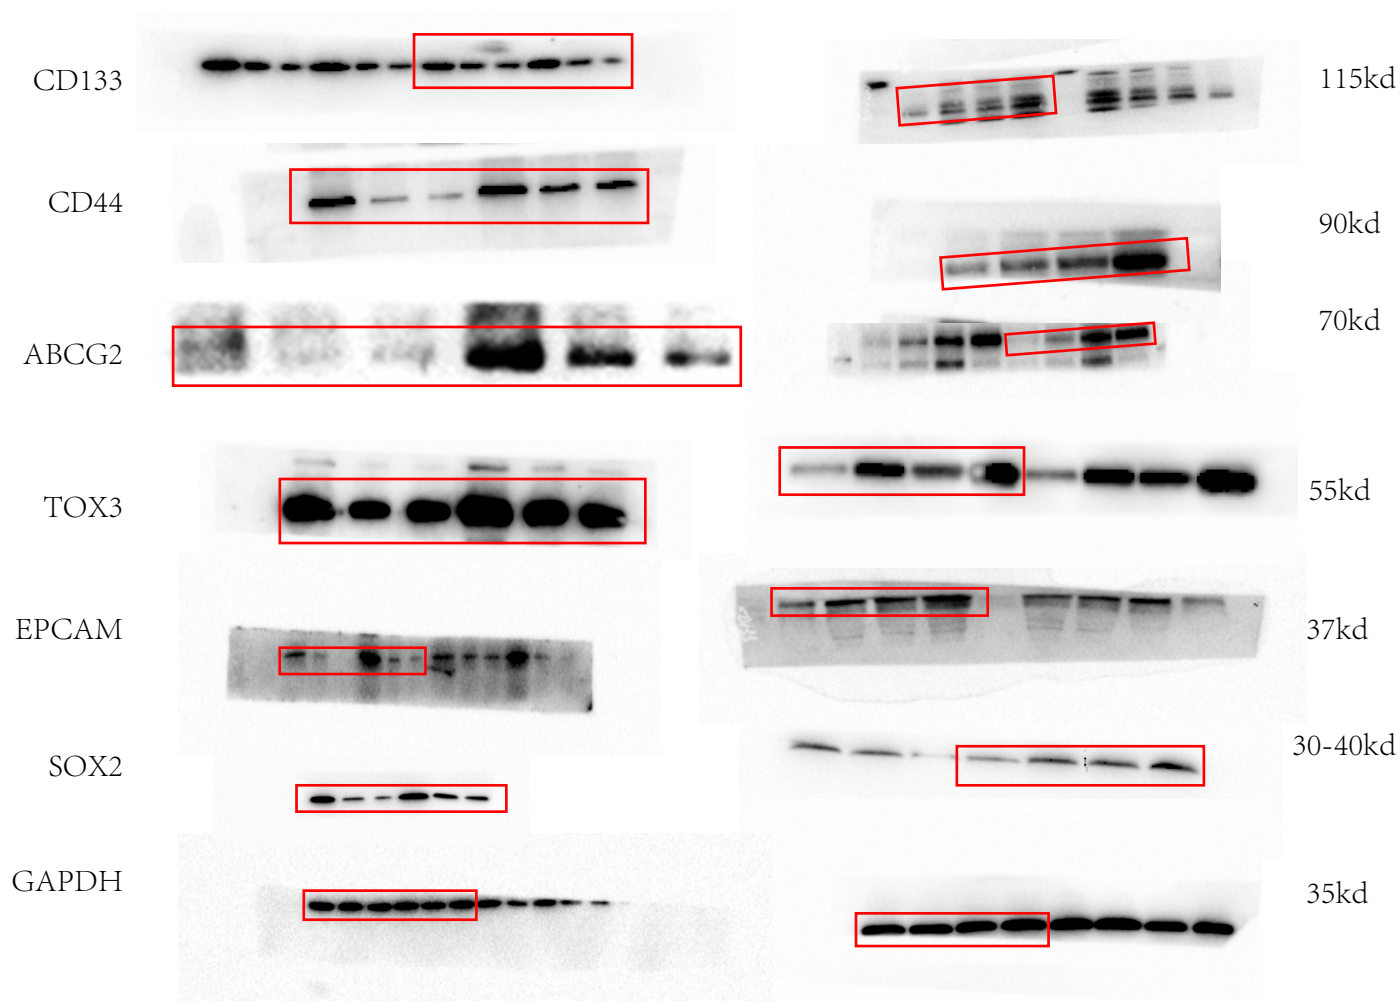

## SF2G-HCT116

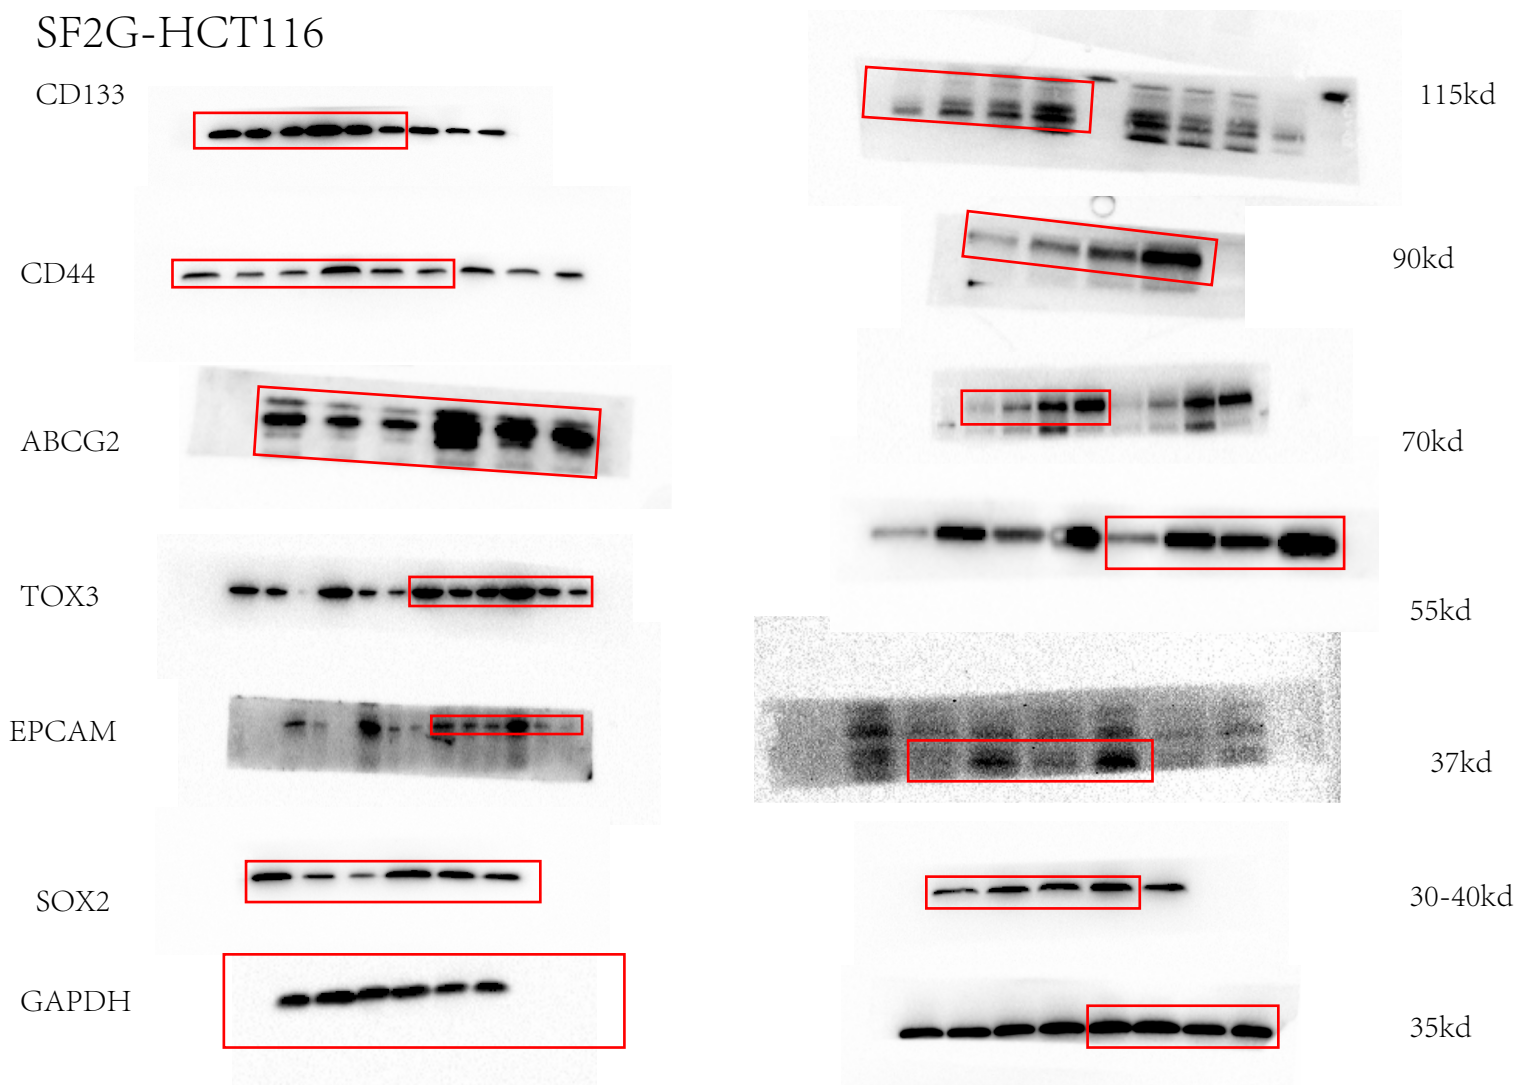

SF3

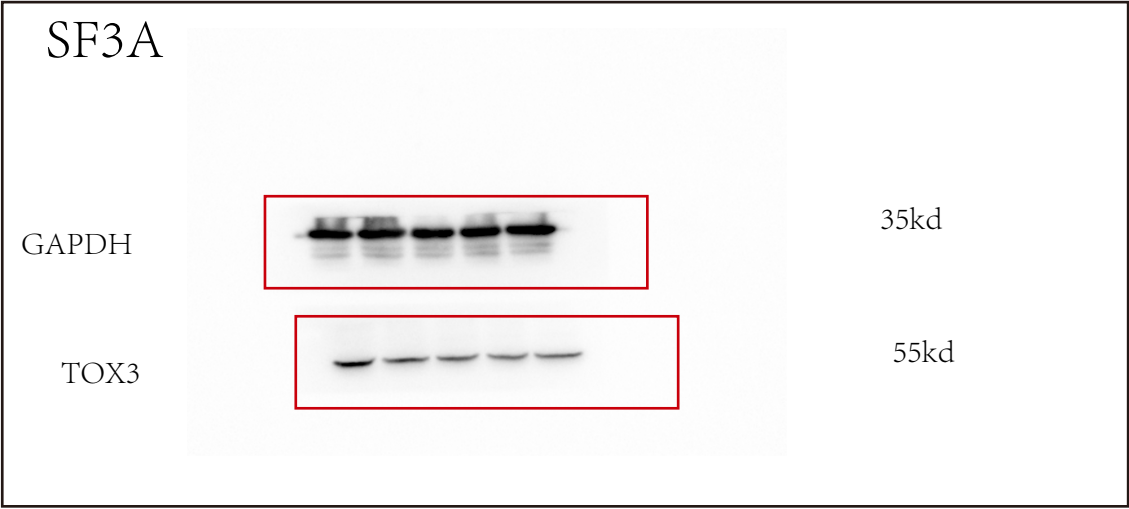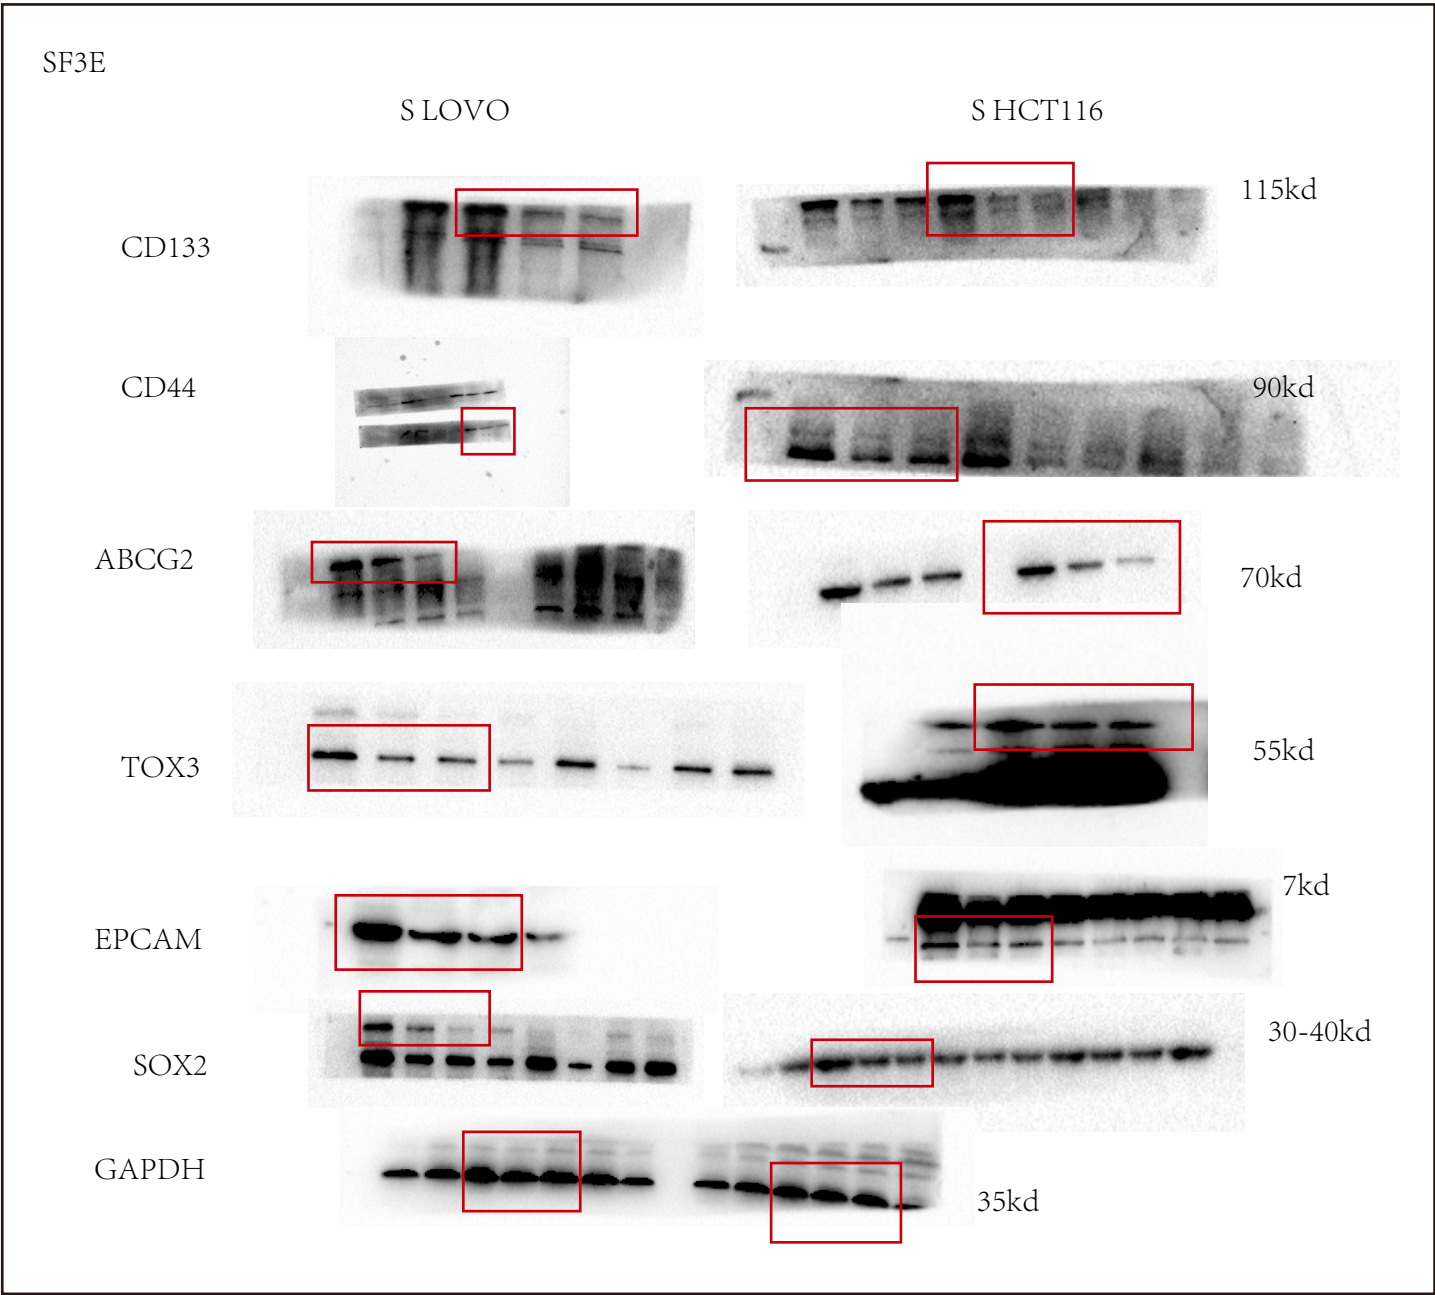

SF6

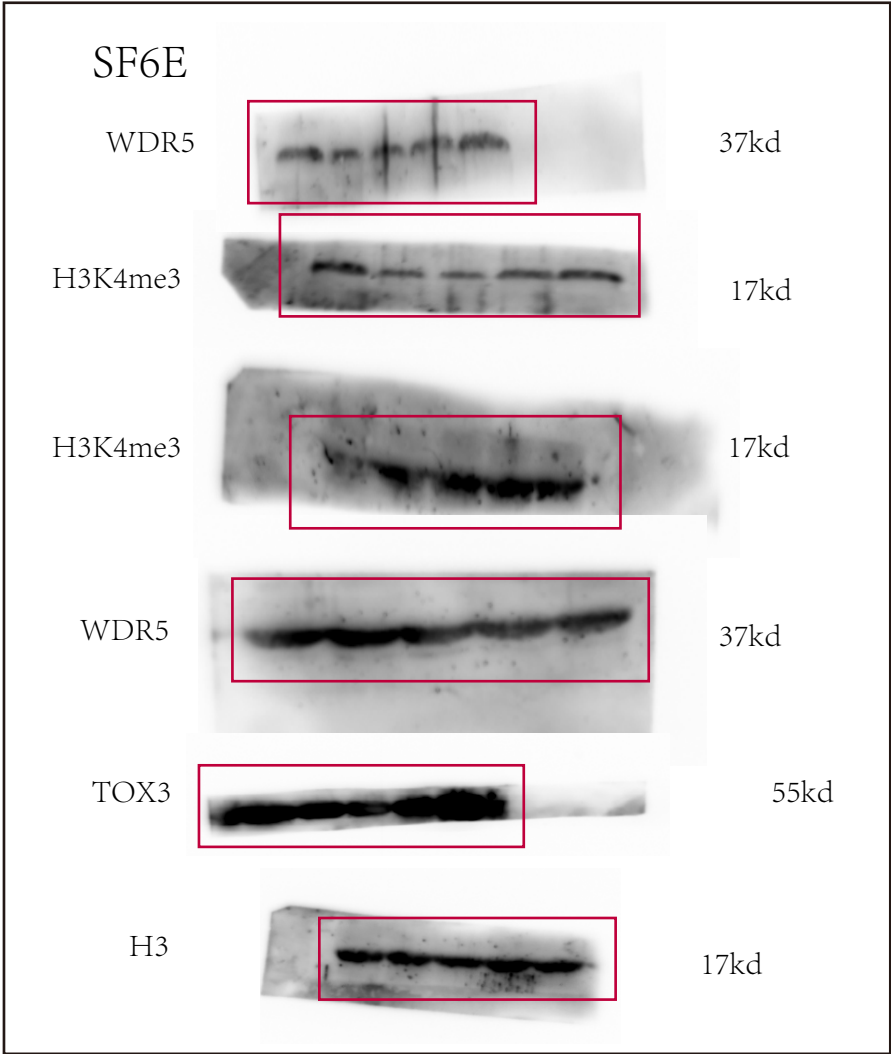

SF6G

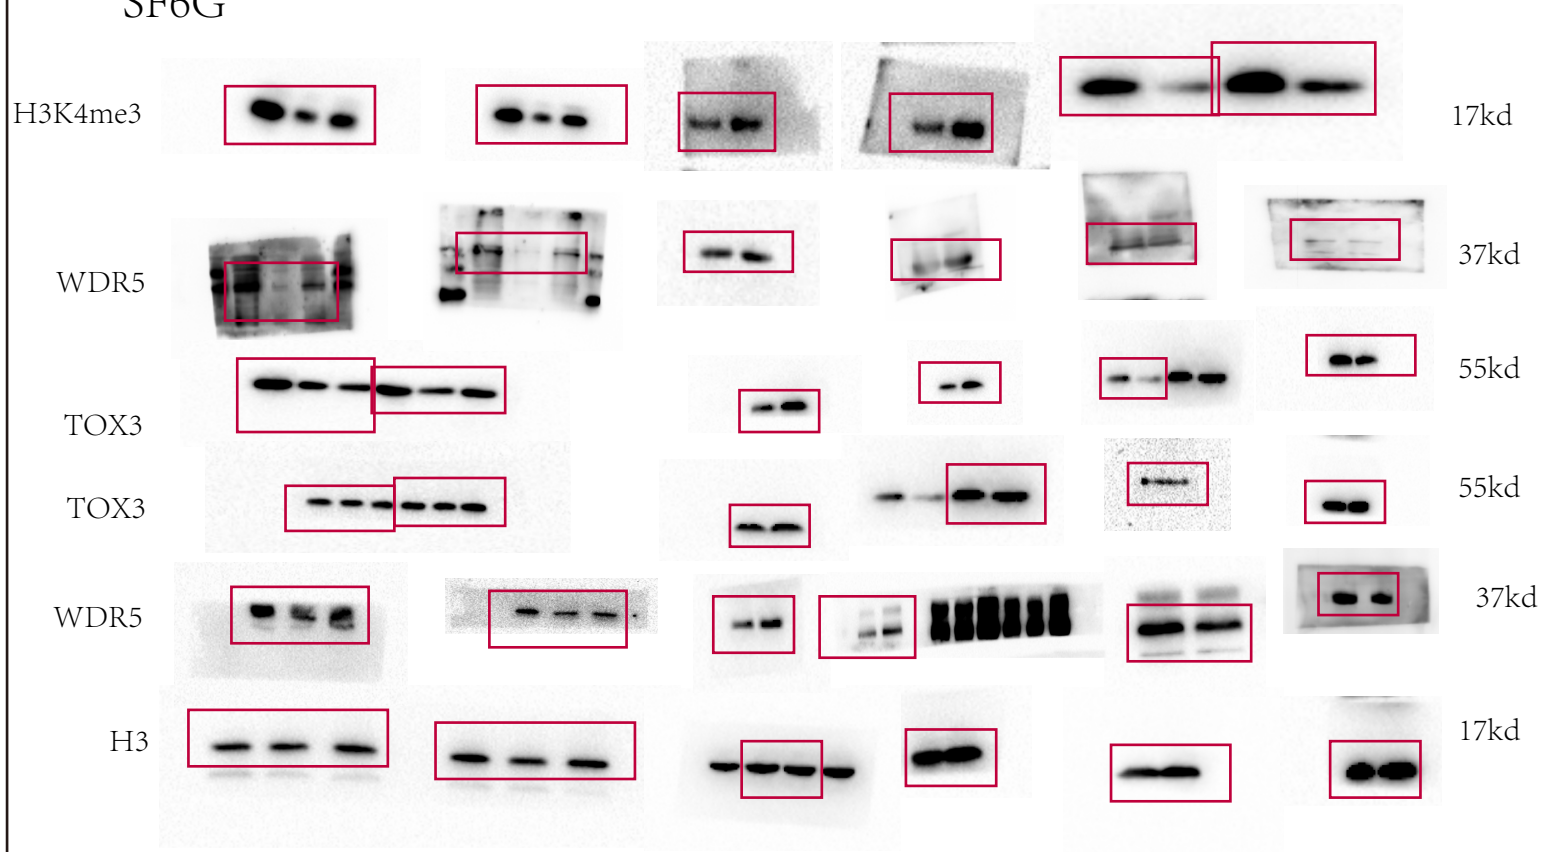

## SF7E

### SF7E-sLOVO

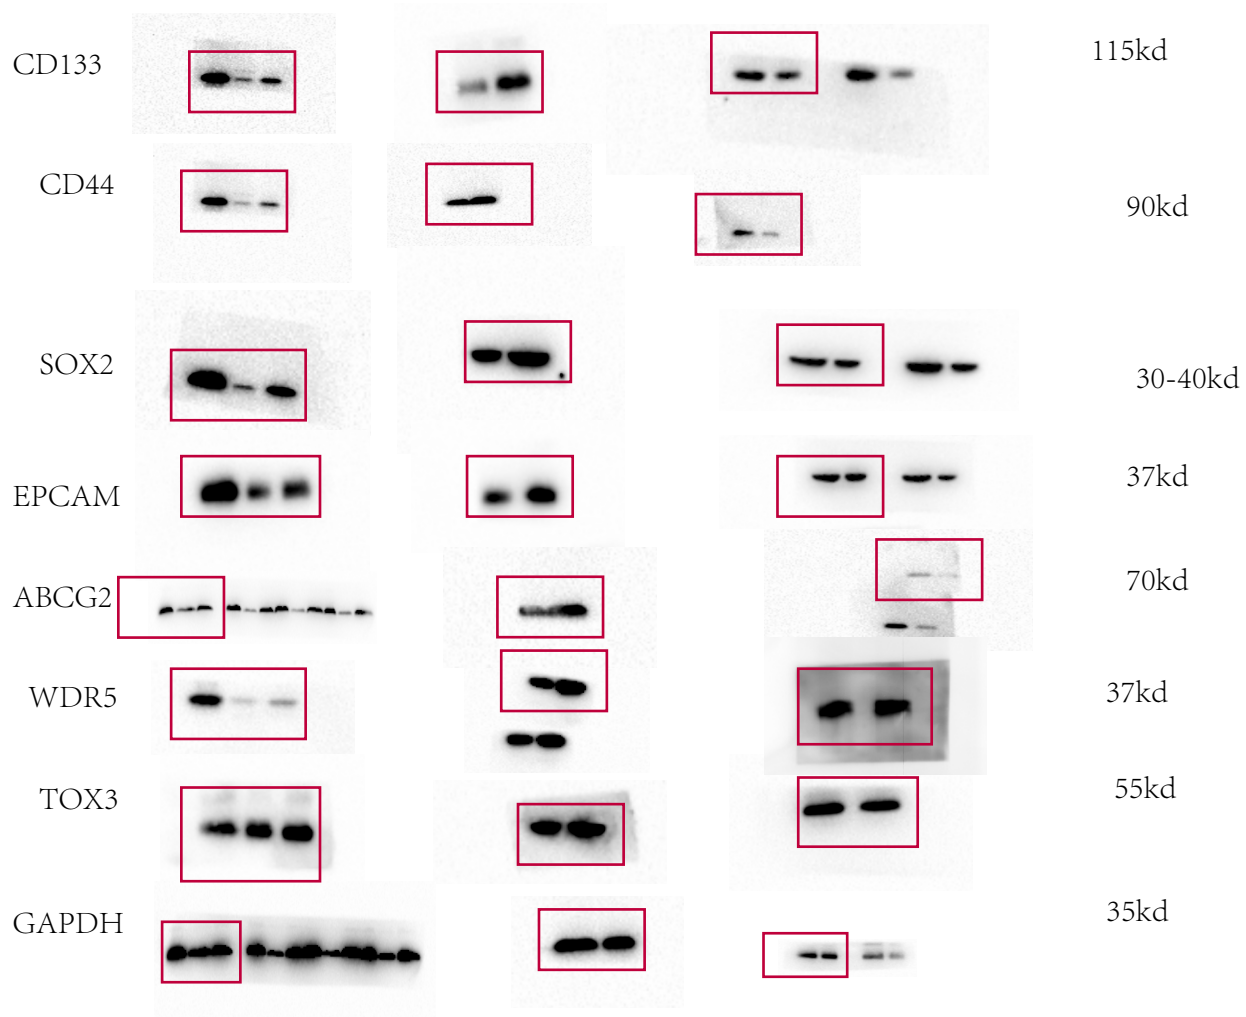

### SF7E-sHCT116

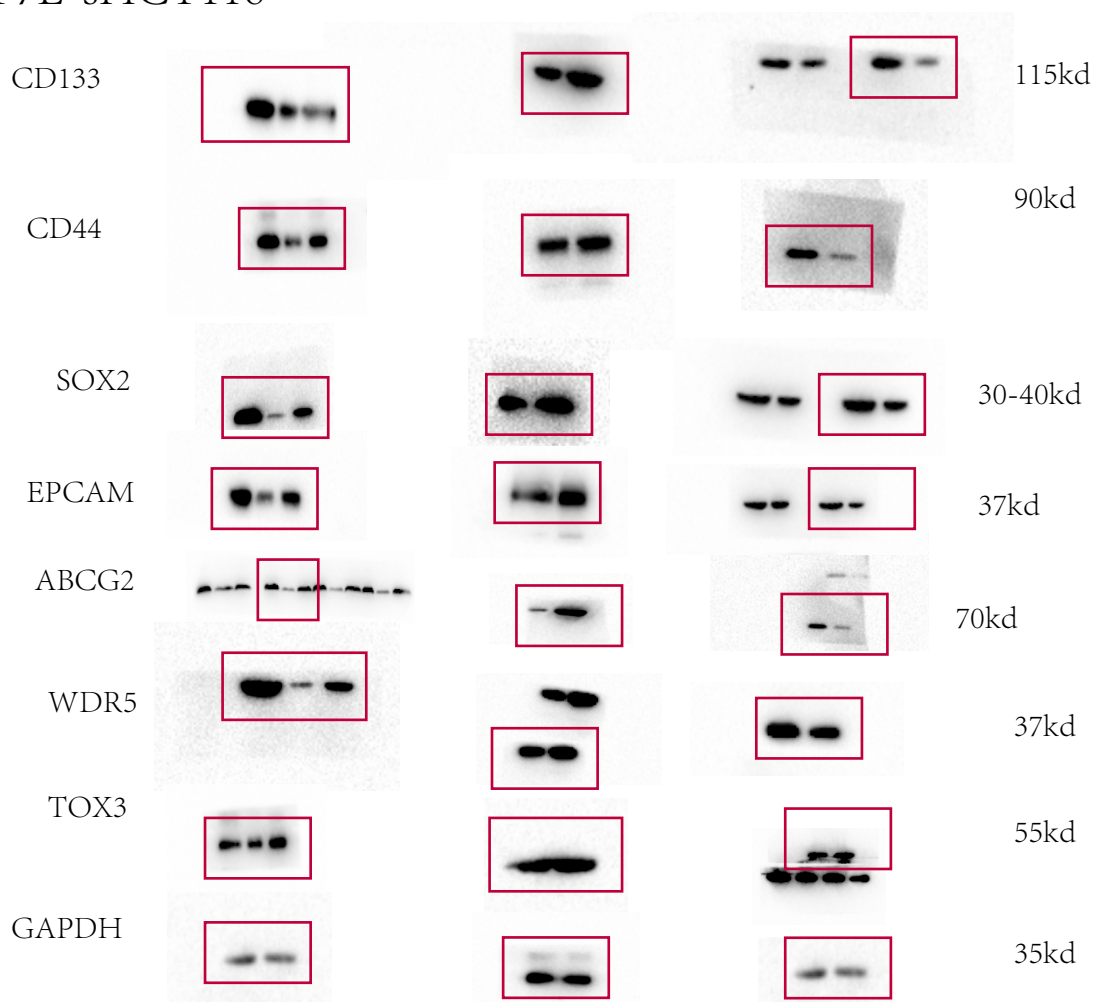

**Supplement:** S1 Raw Images

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S1 Table

**Supplementary table 1. Information of 20 down-regulated genes from RNA-seq**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S2 Table

**Supplementary table 2. Information of 20 up-regulated genes from RNA-seq**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S3 Table

**Supplementary table 3. Correlation analyses of gene expression in relation to clinicopathologic variables from 94 patients with colorectal cancer**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S4 Table

**Supplementary table 4. 5-year overall survival rate analysis by Kaplan-Meier for 94 patients with colorectal cancer**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S5 Table

**Supplementary table 5. Univariate analysis of Cox’s proportional hazards regression model for 94 patients with colorectal cancer**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S6 Table

**Supplementary table 6. Correlation analyses of gene expression in relation to clinicopathologic variables from 50 patients with colorectal cancer before recurrence**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S7 Table

**Supplementary table 7. Correlation analyses of gene expression in relation to clinicopathologic variables from 50 patients with colorectal cancer after recurrence**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S8 Table

**Supplementary table 8. 5-year disease-free survival rate analysis by Kaplan-Meier for**

**50 patients with colorectal cancer**

# Supplementary material for: A novel TOX3-WDR5-ABCG2 signaling axis regulates the progression of colorectal cancer by accelerating stem-like traits and chemoresistance
**Source:** PLoS Biol. 2023 Sep 14;21(9):e3002256. doi: 10.1371/journal.pbio.3002256
**Supplement:** S9 Table

**Supplementary table 9. Univariate analysis of Cox’s proportional hazards regression model for 50 patients with colorectal cancer**

How the deposited data were processed for this re-analysis (not part of the article)

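RNA-seq was performed on 4 libraries, 1 for each of adherent HCT116 cells, HCT116 spheroids, adherent LOVO cells and LOVO spheroids, and the conditions were taken from the sample labels and the paper. The authors deposited FPKM values, 1 per gene and library, with the gene length, the coordinates and the biotype. The paper's text names no aligner, counting tool or genome build, while its methods state that the authors used edgeR for the differentially expressed genes. All 58735 gene identifiers of the deposited table were found in GENCODE 29 on GRCh38. The deposited FPKM were relative to a library size set by the authors, equal to 0.907 to 1.09 times the reads on genes. The gene length in the deposited table was used to turn FPKM back into reads, and 100% of the values above 0 came out as whole reads.

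From the FPKM, log2(FPKM + 1) was computed, and genes with a mean FPKM of at least 1 over the 4 libraries were kept, which left 14429 of 58735 genes. TPM, one of the alternatives, was computed from the deposited FPKM. Fold changes were spheroids minus adherent cells within a cell line, and genes past a log2 fold change of 2 were counted in each direction, after the threshold in the paper's methods. With 1 library per condition there was no replicate check, and the recovered reads were used only to describe depth and for 95% counting intervals (exact, Clopper-Pearson). No fold change is reported for a single gene with 3 reads or fewer in both libraries, but such genes, 403 in HCT116 and 413 in LOVO among the genes compared, stayed in the lists and the correlations with their computed values. The depth ranged from 15483569 to 20429147 reads on genes, and the 3 reads that make the floor correspond to an FPKM of 0.147 to 0.179 for a gene of 1 kb. The 10 genes with the most reads took from 4.92% to 11.0% of the reads of a library.

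Gene lists were described by their median log2 fold change and its percentile among 10000 random lists of the same size, drawn without replacement from 20 bins of mean expression. The 15 gene sets were written before the data were examined. Limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, Benjamini-Hochberg adjustment) was fitted to the 4 libraries with cell line as a covariate, so that the lines stood in for replicates with 1 residual degree of freedom. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. On simulated reads with 200 genes changed in both lines, run on 14466 genes, counting genes past the threshold in both lines recovered 162 of them with 0 false calls. Limma recovered all 200, with 85 false calls, and these had a median of 4.75 reads against 563.5 over the genes tested, so that limma calls on genes with few reads would need caution. The simulation planted a large change of the same size in both lines, only in genes with many reads. It gave neither line a response of its own, so these counts do not measure sensitivity or false calls in the real libraries.

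The rule for the genes named was fixed before the data were examined. It covers those drawn in Fig 1A, the genes the paper names as its axis or as stem-like markers, the 5 highest and 5 lowest by mean log2 fold change among genes past the threshold in both lines, and members of reported gene sets. SLC7A11, which falls just outside the 5 lowest, is drawn in Fig 1A. A list of epithelial and mesenchymal markers was written after the EPCAM values had been seen. The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a mean FPKM of at least 5, FPKM rescaled to TPM, a TMM-style scaling, centring on the median, protein-coding genes only, a threshold of 1, Spearman's rho, and limma without the covariate. Reading a gene list only over genes above 3 reads in at least 1 library of the line it is read in was chosen after seeing the data. Leaving out a replicate and count-based tests were not used, since there was 1 library per condition and the deposited unit is FPKM.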

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

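The tests of ABCG2 for read sampling, exchanged columns, samples or libraries and scaling, and the scaling test of CD24, were chosen only after the result was seen, while the hypoxia, histone and YAP tests that remove Fig 1A genes or match length and GC content, and the CD24 sequence test, were chosen after the changes they bear on were seen but before their own results. Growth form, medium and oxaliplatin changed together in these libraries, so no biological explanation below can be assigned to one of them.

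ABCG2 had a log2 fold change of 0.17 in HCT116 spheroids, where a change was not detectable at this depth, and of -0.91 in LOVO spheroids. This difference was not tested, since there was 1 library per condition. The counting interval of the log2 ratio in HCT116 began at -0.11, above the interval in LOVO, which ended at -0.87, but variation between cultures was not measured, so the pattern cannot be told apart from it. The other genes of Fig 1A went with the figure in LOVO, 39 of 39, but the figure was drawn from these libraries, so this count does not bear on an exchange made before it was drawn. If the LOVO spheroids and adherent cells alone had been exchanged then, and the lines share part of their response, the fold changes of the 2 lines would correlate negatively. Over the 14389 genes compared that are not in Fig 1A, Pearson's r was 0.282 across genes, which are not independent replicates, and the G2/M genes and ATF4 targets moved in the same direction in both lines. This goes against such an exchange under that assumption. If a library came from the other line, its correlation would be higher with that line. Each spheroid library correlated better with its own line's adherent cells, by at least 0.221 in Pearson's r. Spearman's rho was computed over all 58735 genes and not only those compared. It gave 0.886 against 0.796 for HCT116 spheroids and 0.879 against 0.810 for LOVO spheroids. These margins were smaller, but genes without reads in any library enter rho, so it is no check on the same genes as Pearson's r. Under TPM, TMM-style scaling and centring, the log2 fold change in LOVO closest to 0 was -0.76. The longest stretch of 50 bases or more that ABCG2 transcripts shared with another gene was 0 bases. Read sampling with variation between cultures, the identity of the cells in the LOVO libraries, and a response that differs between the lines all remain as explanations, and none of them was replicated.

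CD24 rose by 1.53 in HCT116 spheroids while its log2 fold change was -1.88 in LOVO spheroids, a difference that was not tested. Its change was at least 1.56 in size in both lines under the 3 scalings, so no scaling tried changed its directions. CD24 transcripts share stretches of up to 113 bases with transcripts of 49 other genes, among them the pseudogenes CD24P2 and CD24P4, so reads shared with them cannot be ruled out.

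EPCAM, ITGB1 and ALCAM also went in opposite directions, without a test of the difference. The log2 fold change of EPCAM was -0.11 in HCT116 and 0.37 in LOVO, that of ITGB1 was 0.25 and -0.28, and that of ALCAM was 0.18 and -0.35. None of the 5 pseudocount and scaling alternatives changed these directions, but ITGB1 in LOVO came to -0.07 under TPM and EPCAM in HCT116 to -0.03 under TMM-style scaling. Counting intervals of the log2 ratio in HCT116 and LOVO ran from -0.18 to -0.05 and 0.13 to 1.27 for EPCAM. They ran from 0.21 to 0.28 and -0.31 to -0.25 for ITGB1, and from 0.12 to 0.25 and -0.46 to -0.29 for ALCAM. All exclude 0, but these genes were picked on that condition, which was chosen after values had been seen. The intervals are therefore no independent evidence against counting error, and variation between cultures was not measured. No other explanation of these directions was tested, and the tests on the low EPCAM in LOVO are given below.

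Of 15 gene sets examined in each of 2 lines, those below moved in the same direction in both lines, each within the lowest or highest 0.5% of matched random lists, and kept that direction under each pseudocount and scaling alternative. Targets of ATF4 in the amino acid stress response had a median log2 fold change of -1.37 in HCT116 and -1.86 in LOVO, with 30 of 33 and 33 of 33 genes lower. Without the 9 genes that Fig 1A draws, the medians were closer to 0, at -1.02 and -1.63, and still below each of the 10000 random lists, a percentile of 0 that cannot show how far a result moved. With random lists matched on length and GC content too, the percentile of the whole set was 0. The G2/M genes had medians of -1.95 and -0.90, with 30 of 30 genes lower in each line. Without the Fig 1A genes they were -1.93 and -0.79, the percentile in the line where it was less extreme was 0.01, and matched on length and GC content it was 0. Genes of cholesterol synthesis had medians of 0.28 in HCT116 and 2.06 in LOVO, and of 0.24 and 2.06 without the Fig 1A genes, with percentiles of 100 in both lines without these genes and with length and GC content matched.

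Hypoxia genes had medians of 0.18 and 0.45, each with 16 of 24 genes higher, and matched on length and GC content the percentile was 99.87 in HCT116, where it was less extreme. The hypoxia set was not tested without the 1 gene of it that Fig 1A draws. Replication-dependent histone genes had medians of 0.53 and 1.00, and in the line where it was less extreme the percentile was 99.97 with length and GC content matched and 99.99 without the gene that Fig 1A draws, where the medians were 0.51 and 0.98. Their mRNAs mostly lack a poly(A) tail, and whether library preparation differed was not tested. The DNA replication (G1/S) genes went the other way, with medians of -1.28 in HCT116 and -0.69 in LOVO. Of 20 such genes, 19 and 18 were lower, at percentiles of 0 and 0.78, the latter outside the lowest 0.5%. The rise of the histone genes was therefore not shared by these replication genes. Targets of YAP and of the serum response had medians of -0.66 and -0.64. Serum-free medium and loss of attachment would place them among the lowest 2.5% in both lines, and in LOVO, where it was less extreme, the percentile was 0.47. It was 0.13 with length and GC content matched. Without CTGF, the 1 gene of this set in Fig 1A, it was 3.06 in LOVO, with a median of -0.54, and no longer among the lowest 2.5%, while in HCT116 the median was -0.64 and its percentile 0, so only the LOVO result depends on that gene. These patterns are hypotheses found and tested on the same libraries, and lower proliferation in serum-free medium is a candidate explanation for the fall of the G2/M genes that these 4 libraries cannot separate from an effect of oxaliplatin.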

How the results depend on the processing

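The log2 fold change of ABCG2 kept its sign in each line under each of the 5 pseudocount and scaling alternatives. It ran from 0.17 to 0.37 in HCT116 and from -0.98 to -0.76 in LOVO, the last under TPM. The number of Fig 1A genes with the figure's direction in both lines was 39 under each. By limma 0 genes passed under each of its 9 alternatives, with 163 to 2431 at an unadjusted p under 0.05. The cause of the changes below was not tested.

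With a pseudocount of 0.1, genes higher and lower numbered 128 and 184 in HCT116, 748 and 274 in LOVO, and 33 and 16 in both lines. With 0.01 they numbered 221 and 237, 950 and 319, and 62 and 23. With TPM they numbered 80 and 129 in HCT116, 661 higher in LOVO, and 19 and 11 in both lines. At a threshold of 1 they numbered 316 and 480, 1236 and 1133, and 93 and 127. At a mean FPKM of at least 5, genes higher numbered 13 in HCT116 and 156 in LOVO. With protein-coding genes only, genes higher numbered 13 in HCT116 and 3 in both lines. With TMM-style scaling, 3 genes were lower in both lines. The share of changed genes that were higher was 28.4% in HCT116 and 65.7% in LOVO. Over the alternatives it ran in HCT116 from 17.1% (mean FPKM of at least 5, or protein-coding genes only) to 48.3% (pseudocount of 0.01). In LOVO it ran from 52.2% at a threshold of 1 to 77.9% with TPM, which gave 38.3% in HCT116. The FPKM of a library summed to 263400 to 313557, so rescaling to 1000000 also raised each value against the pseudocount. TPM moved the median of all genes in LOVO from -0.06 to 0.10.

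The correlation between lines, 0.302, was 0.265 and 0.222 with pseudocounts of 0.1 and 0.01, 0.245 without the filter, 0.347 at a mean FPKM of at least 5, 0.277 with TPM, 0.322 with protein-coding genes and 0.353 as Spearman's rho. The median in LOVO of genes higher in HCT116 spheroids stayed above 0 but left the highest 2.5% of random lists with a pseudocount of 0.1 (0.43), without the filter (0.18), with TPM (0.35), with TMM-style scaling (0.18) and with centring (0.24). The median in HCT116 of genes lower in LOVO spheroids was -0.29 at a threshold of 1, over 1133 genes and below each random list, against a percentile of 85.9 at a threshold of 2. Over genes above 3 reads in at least 1 library of the line read in, an alternative chosen after seeing the data, the medians in LOVO were 0.56 and -0.69 for genes higher and lower in HCT116 spheroids, and those in HCT116 were 0.31 and -0.037 for genes higher and lower in LOVO spheroids, and none of the 4 left or entered the lowest or highest 2.5%. DPY30 in LOVO changed sign, from -0.02 to 0.18 with TPM, 0.092 with TMM-style scaling and 0.037 with centring, and TOX3 in LOVO, at 4 reads or fewer, to 0.0068 with centring. The median of the stem-like markers in LOVO changed from -0.13 to 0.11 with a pseudocount of 0.01 and 0.013 with TPM, and that of the mitochondrial mRNAs in LOVO from -0.05 to 0.15 with TPM and 0.062 with TMM-style scaling. Of 525 other values for single genes, 387 stayed within their counting interval, 134 left it and 4, given above, changed sign. Of 150 values for gene set medians, 141 were unchanged and 4, given above, changed sign. Of the rest, 3 left the lowest or highest 2.5% of random lists and 2 entered it. Counts were taken as unchanged within 1.5 times, the correlation within its bootstrap interval over genes, and list medians by their sign and by whether they lay in the lowest or highest 2.5%. The limma fit paired spheroids and adherent cells by cell line, with 1545 genes at an unadjusted p under 0.05, against 163 in the fit without the covariate. No pairing by replicate was possible because each condition had 1 library. Low expression leaves TOX3 with few reads in both lines, 1 and 0 in adherent HCT116 cells and HCT116 spheroids and 4 and 1 in LOVO. Few reads also limit SOX2 and LGR5 in LOVO, where the reads are at or under the floor.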

Differences from the paper's values

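The colours of the Fig 1A heat map were read from the picture against its scale, which ends at -3 and 3, rounded to 2 digits and set beside the log2 fold changes computed here. A reading error of 0.2 was allowed, and this allowance was set after the values had been seen. By it 18 of 80 readings differed, against 34 with 0.1 and 10 with 0.3. Pseudocounts of 0.1 and 0.01, set before the data were examined, left 7 differing, among them MRPS6 in LOVO, whose colour reads about 2.9 in Fig 1A against 3.13 and 3.14. TPM left 25, TMM-style scaling 24 and centring 18.

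For ABCG2, the paper's colour reads about 1.0 in HCT116 (Fig 1A, read from its colours), against 0.17 here, and about 3.0, the end of the scale, in LOVO, against -0.91 here. None of the alternatives set before the data were examined closed either gap. For HIST1H2BD, the paper's colour reads about 3.0 in both HCT116 and LOVO, against 2.05 and 1.54 here. For AC105460.1 it reads about 2.1 in HCT116 and about 1.7 in LOVO, against 2.88 and 3.90 here. For these, too, none of the alternatives closed the gap. Set against the values of the other gene, however, the readings of HIST1H2BD and AC105460.1 all lie within the allowance of 0.2. This counts a reading at the end of the scale as that value or beyond. Whether the labels of these rows were exchanged in the figure was not tested.

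The other differences closed with a pseudocount of 0.1 and with 0.01. In HCT116, the paper's colour reads about -3.0 for CHAC1 against -2.80 here, about -2.9 for BIRC5 against -2.63, about -2.6 for SLC7A11 against -2.13, about -2.5 for PLK1 against -2.199, about 3.0 for SLC5A3 against 2.77 and about 1.9 for EHF against 1.67 (Fig 1A, read from its colours). In LOVO, it reads about -3.0 for AC005326.1 against -2.47, about -3.0 for CTGF against -2.48, about -2.3 for SLC7A11 against -2.06, about 2.4 for RHPN1 against 2.101, about 2.2 for EHF against 1.96 and about 2.2 for PGGHG against 1.97. TPM also closed each of these but SLC7A11 in LOVO. TMM-style scaling closed SLC5A3, EHF in both lines and PGGHG, and centring closed EHF in both lines and PGGHG, and neither closed the rest. A reading at -3.0 or 3.0 is the end of the scale and stands for that value or beyond.

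The paper states that ABCG2 was among the up-regulated genes of the spheroids, and here its log2 fold change was -0.91 in LOVO. The paper's RT-PCR and western blot of ABCG2 in spheroid passages, LOVO among them, are separate evidence that was not analysed here.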

Other observations

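The test of CDH1 as a share of its HCT116 value was chosen only after the result was seen, the marker lists and the other tests on the LOVO libraries after the EPCAM values but before the other markers' values, and the tests on gene sets before their results.

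The paper reports stem-like marker proteins as higher in spheres, and its figure legends name CD133 (PROM1), CD44, SOX2 and EPCAM as such markers. The mRNAs of 8 markers were read here in HCT116 and LOVO. They include CD24, ITGB1, ALCAM and LGR5, which come from the list of known markers in the paper's introduction. SOX2 and LGR5, with a mean FPKM under 1, were left out of the 6 markers tested as a set. CD44 was higher in the spheroids of both lines, with log2 fold changes of 0.23 and 1.44. PROM1 had 0.08 in HCT116, and 4 and 7 reads in adherent LOVO cells and LOVO spheroids. SOX2 had 16 and 26 reads in adherent HCT116 cells and HCT116 spheroids, and 0 and 1 in LOVO. A shared rise of the markers would put their median among the highest 2.5% of matched random lists in both lines. It stood at percentile 97.8 in HCT116, with 5 of 6 markers higher, and at percentile 69.3 in LOVO, with 3 of 6 higher. A shared rise of ABC drug transporters would do the same. Their median of 0.41 stood at percentile 99.7 in HCT116, with 8 of 9 genes higher, and their median of -0.44 stood at percentile 7.38 in LOVO, with 4 of 9 higher. Whether the lines differ was not tested.

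WDR5 had a log2 fold change of -0.71 in HCT116 and -0.84 in LOVO. Among the other WRAD members, ASH2L had -0.26 and -0.69, RBBP5 had 0.002 and -0.43, and DPY30 had -0.21 and -0.02. The counting interval of the log2 ratio included 0 for RBBP5 in HCT116 and for DPY30 in LOVO.

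A p53 response to oxaliplatin would place the p53 targets among the highest 2.5% in both lines, and their median stood at percentile 69.1 in HCT116 and 42.7 in LOVO. This does not bear on responses outside the genes listed.

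EPCAM had an FPKM of 85.6 and 79.3 in adherent HCT116 cells and HCT116 spheroids, and 0.93 and 1.50 in adherent LOVO cells and LOVO spheroids. CDH1 had 31.1 and 31.1 in HCT116, and 0.117 and 0.00805 in LOVO, from 13 and 1 reads. CDX2 had 0 reads in both LOVO libraries, against 323 and 216 in HCT116. VIM had 0.219 and 0.115 in HCT116, and 39.4 and 32.2 in LOVO. Of 20 epithelial markers, 18 were lower in adherent LOVO than in adherent HCT116 cells, with medians of 0.474 and 15.2, and of 15 mesenchymal markers 11 were higher. In LOVO spheroids the median of the epithelial markers was 3.18, against 20.1 in HCT116 spheroids, and CLDN4 went from 27 reads in adherent LOVO cells to 997 in LOVO spheroids and CLDN3 from 27 to 306. In adherent LOVO cells KRT8 had an FPKM of 189, KRT18 122, CLDN7 26.8 and ESRP2 15.0. In adherent HCT116 cells KRT8 had 571, KRT18 253, CLDN7 87.1 and ESRP2 10.9, so only ESRP2 was higher in LOVO. CLDN4, CLDN3 and the genes of this comparison, 6 in all, were singled out after their values were seen. One hypothesis is that the cells in the LOVO libraries may express only part of the epithelial markers. Another, that a LOVO library held some HCT116 cells, would move the 16 genes found in HCT116 alone in one direction, and 75.0% of them were higher in LOVO spheroids, a share for which no limit had been set before it was seen. CDH1 was at 0.377% of its HCT116 value in adherent LOVO cells and at 0.0259% in LOVO spheroids, and the larger upper bound of the 95% Poisson intervals was 0.645%, which goes against 1% or more of HCT116 cells in either library if such cells expressed CDH1 as in the HCT116 libraries. Whether these libraries came from the LOVO line cannot be settled from expression values, and no genotype was analysed here. The lower CDH1 and EPCAM values hold in both LOVO libraries, so spheroid culture alone does not account for them.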
